# Nonlinear expression patterns and multiple shifts in gene network interactions underlie robust phenotypic change in *Drosophila melanogaster* selected for night sleep duration

**DOI:** 10.1371/journal.pcbi.1011389

**Published:** 2023-08-10

**Authors:** Caetano Souto-Maior, Yazmin L. Serrano Negron, Susan T. Harbison

## Abstract

All but the simplest phenotypes are believed to result from interactions between two or more genes forming complex networks of gene regulation. Sleep is a complex trait known to depend on the system of feedback loops of the circadian clock, and on many other genes; however, the main components regulating the phenotype and how they interact remain an unsolved puzzle. Genomic and transcriptomic data may well provide part of the answer, but a full account requires a suitable quantitative framework. Here we conducted an artificial selection experiment for sleep duration with RNA-seq data acquired each generation. The phenotypic results are robust across replicates and previous experiments, and the transcription data provides a high-resolution, time-course data set for the evolution of sleep-related gene expression. In addition to a Hierarchical Generalized Linear Model analysis of differential expression that accounts for experimental replicates we develop a flexible Gaussian Process model that estimates interactions between genes. 145 gene pairs are found to have interactions that are different from controls. Our method appears to be not only more specific than standard correlation metrics but also more sensitive, finding correlations not significant by other methods. Statistical predictions were compared to experimental data from public databases on gene interactions. Mutations of candidate genes implicated by our results affected night sleep, and gene expression profiles largely met predicted gene-gene interactions.

## Author summary

Understanding the molecular bases of phenotypes remains a challenge of complex trait biology. We used a combination of selective breeding, RNA-Seq, and Gaussian Process modeling to determine whether *de novo* gene expression networks could be derived for sleep duration in *Drosophila*. We bred flies with long and short sleep times, and sequenced RNA from the flies at each generation of selection. Using a hierarchical Bayesian Generalized Linear Model, we identified genes with altered expression across generation in the selected populations. Gene expression trajectories were largely non-linear across time, however, so we developed a Gaussian Process method to more accurately model the data. The Gaussian Process provides an adaptable framework that adjusts to the complexity of gene expression patterns we observed, eliminating the need to specify or assume a specific polynomial model. The Gaussian Process also enabled us to compute covariances among pairs of genes, elucidating gene expression networks for sleep duration. Follow-up mutational analyses validated the candidate genes’ effects on sleep duration and transcriptional analyses of the mutations largely confirmed gene expression network predictions. The Gaussian Process framework is broadly applicable to gene expression data collected across time.

## Introduction

Despite the plethora of modern and increasingly refined molecular biology assays—from DNA to metabolites and beyond—systematically uncovering the molecular bases of phenotypes remains one of the thorniest challenges in biology. “Omics” approaches allow whole genome, transcriptome, proteome, and other “omes” to be generated and candidate genes to be fished out of these high dimensional data, but understanding how these biomolecules interact even in the simplest pathways requires painstaking follow-on experimentation, construction of databases, and an immense collective effort to make connections from disjointed assays into a coherent model. Despite the large amount of studies and data generated for many systems, a full understanding of underlying processes has not yet been achieved; this is clear indication that better methods are needed to obtain the understanding of biological processes from data. For complex traits the task is even more difficult. Sleep is a complex phenotype the evolution of which remains a classic mystery in biology. Although sleep and sleep-like behavior is conserved among species, its main purpose is not completely understood, and hypotheses for its purpose span functions like conservation of resources [1–3], pruning of synapses and memory formation [4–7], and management of metabolite and waste products [8, 9]. It is plausible that sleep is a manifestation of multiple functions, and that it involves the activity of many genes to regulate a complex higher-level function; indeed many genes have been implicated in sleep [10–20]. Assuming anything but the simplest possible model would therefore require a description that accounts for this complexity in the interactions of genes and gene products.

Artificial selection plus sequencing/resequencing is a powerful approach for identifying heritable variation in phenotypes and their underlying molecular bases [21], typically assaying DNA or RNA expression in the initial and evolved populations and comparing them to controls [22, 23]. Coupling selection with gene expression identified candidate genes for diurnal preference [24], olfactory behavior [25, 26], food consumption [27], mating behavior [28], resistance to parasitism [29], environmental stressors [30, 31], ethanol tolerance [32], and aggressive behavior [33]. Caveats of that method include often not having molecular data on the intermediate generations, and relying on traditional statistical methods to assess the significance of polymorphic variants. In the case of gene expression, RNA levels are often modeled for each gene individually using linear models, without further consideration of the processes involved or interactions between genes. Inferring interaction between genes (as opposed to individual changes) requires observations of how the genes covary in time. Correlation [34, 35] or information theory-based methods (and others, reviewed in [36–38]) could be applied to estimate the relationship between the genes when that information is present, but neither is time course data usually available, nor are these methods standard in artificial selection experiments.

Recent work applies Gaussian Process models [39, 40] to data sampled over time in order to evaluate dynamic parameters. Where gene and protein expression dynamics can be modeled with differential equations, Gaussian Process methods estimate parameters for non-linear systems [41], elucidate the spatial-temporal dynamics of developmental morphogen gradients [42], model signaling and gene regulatory networks [43, 44] infer latent transcription factor activity [45], and find transcription factor targets [46]. Other applications of Gaussian Processes account for missing or irregularly sampled gene expression data [47], model spatial interactions between cells [48] and generate clusters [47, 49]. Gaussian Processes can also infer relationships among multiple disparate data types [50, 51] to explore, for example latent processes underlying spatial-temporal relationships among brain structure, brain activity metrics, and behavior [52], or relationships among multi-modal spatially- and temporally-varying data [53]. Gaussian Processes thus provide a flexible framework for the estimation of latent relationships.

In this work we have artificially selected *Drosophila melanogaster* for increased or decreased night sleep duration and sequenced the mRNA of the flies from each generation of selection. The selection procedure produced both long- and short-sleeping fly populations significantly deviant from unselected controls. The RNA sequence data, which consisted of expression levels as a function of time (measured in generations), was analyzed using a Multi-Channel Gaussian Process [50, 51] where each gene is described by one of these “channels”, and their relationships are estimated by an underlying covariance structure in the model. We describe the expression of 85 genes that had significant changes in the artificial selection long or short schemes along generation common to both males and females. We used this model to infer the magnitude of all 3,570 possible pairwise interactions between all possible pairs of genes. Results from this analysis and comparison to unselected controls suggest that multiple shifts in interactions underlie the increase and decrease of night sleep duration, with 145 interactions not being observed in the controls. Further experiments revealed candidate genes that impact night sleep and confirm these interactions.

## Materials and methods

### Construction of outbred population

We constructed an outbred population of flies using ten lines from the *Drosophila* Genetic Reference Panel (DGRP) [54, 55] with extreme night sleep phenotypes [11]. Five lines had the shortest average night sleep for both males and females combined in the population: DGRP_38, DGRP_310, DGRP_365, DGRP_808, and DGRP_832. The other five lines had the longest average night sleep in the population: DGRP_235, DGRP_313, DGRP_335, DGRP_338, and DGRP_379. The ten lines were crossed in a full diallel design, resulting in 100 crosses. Two virgin females and two males from the F1 of each cross were randomly assigned into 20 bottles, with 10 males and 10 females placed in each bottle. At each subsequent generation, 20 virgin females and 20 males from each bottle were randomly mixed across bottles to propagate the next generation. The census population size was 800 for each generation of random mating. This mating scheme was continued for 21 generations, resulting in the Sleep Advanced Intercross Population, or SAIP [10, 56]. The SAIP was maintained by pooling the flies from each bottle together, then randomly assigning 20 males and 20 females to each bottle each generation.

### Artificial selection procedure for night sleep

At generation 47 of the SAIP, we began the artificial selection procedure, which we defined as generation 0. We seeded six bottles with 25 males and 25 females mixed from all bottles of the outbred population. Two replicate bottles were designated for the short-sleeping protocol (S1 and S2), two for the long-sleeping protocol (L1 and L2), and two for a control (unselected) protocol (C1 and C2). Each generation, 100 virgin males and 100 virgin females were collected from each of the six population bottles. Virgins were maintained at 20 individuals to a same-sex vial for four days to control for the potential effects of social exposure on sleep [57]. Flies were placed into Trikinetics (Waltham, MA) sleep monitors, and sleep and activity were recorded continuously for four days. We used an in-house C# program (R. Sean Barnes, personal communication) to calculate sleep duration, bout number, and average bout length during the night and day, as well as waking activity. We also calculated sleep latency, defined as the number of minutes prior to the first sleep bout after the incubator lights turn off. In addition, we computed the coefficient of environmental variation (*CV*_*E*_) for each sleep trait as the product of the standard deviation in each replicate population (*σ*) divided by the mean (*μ*) × 100 [58].

All sleep traits including night sleep duration were averaged over the four-day period. For the short (long)-sleeping populations, we chose the 25 males and 25 females in each replicate population having the lowest (highest) average night sleep as parents for the next generation. Any flies found dead were discarded, and the next shortest (longest)-sleeping fly was used in order to ensure that 25 females and 25 males were used as parents. For the control populations, we chose 25 males and 25 females at random to start the next generation. Flies were not mixed across replicate populations. We repeated this procedure for 13 generations.

### Quantitative genetic analyses of selected and correlated phenotypic responses

We analyzed the differences in night sleep among selection populations as well as other potentially correlated sleep traits using a mixed analysis of variance (ANOVA) model:

$$\begin{array}{c} Y=\mu +Sel+Rep(Sel)+Sex+Gen+Sel\times Sex+Sel\times Gen+Rep(Sel)\times Sex\\ +Rep(Sel)\times Gen+Sex\times Gen+Sel\times Sex\times Gen+Rep(Sel)\times Sex\times Gen+\varepsilon \end{array}$$

where *Y* is the phenotype; *μ* is the overall phenotypic mean; *Sel*, *Sex*, and *Gen* are the fixed effects of selection scheme (short- or long-sleeper), sex, and generation, respectively; *Rep* is the random effect of replicate population; and *ε* is the error term. The *CV*_*E*_ traits were assessed using the same model with the replicate terms removed. A statistically significant *Sel* term indicates a response of the trait to selection for night sleep; a significant *Sel* × *Sex* term indicates a sex-specific response to selection. We repeated the analysis for sexes separately using the reduced model

$$\begin{array}{c} Y=\mu +Sel+Rep(Sel)+Gen+Sel\times Gen+Rep(Sel)\times Gen+\varepsilon \end{array}$$

where the terms are as defined above. We also analyzed the response to selection in each generation separately using the reduced model

$$\begin{array}{c} Y=\mu +Sel+Rep(Sel)+Sex+Sel\times Sex+Rep(Sel)\times Sex+\varepsilon \end{array}$$

and the reduced model

$$\begin{array}{c} Y=\mu +Sel+Rep(Sel)+\varepsilon \end{array}$$

for each sex separately per generation. Finally, we analyzed the change in sleep parameters over generations in the control populations using the model

$$\begin{array}{c} Y=\mu +Rep+Sex+Gen+Rep\times Sex+Rep\times Gen+Sex\times Gen+Rep\times Sex\times Gen+\varepsilon \end{array}$$

where each factor is as defined above. We estimated realized heritability (*h*^2^) using the breeder’s equation:

$$\begin{array}{c} h^{2}=\frac{\Sigma R}{\Sigma S} \end{array}$$

where Σ*R* and Σ*S* are the cumulative selection response and differential, respectively [59]. The selection response is computed as the difference between the offspring mean night sleep and the mean night sleep of the parental generation. The selection differential is the difference between the mean night sleep of the selected parents and the mean night sleep of the parental generation.

### RNA extraction and sequencing

As described above, sleep was monitored in 100 virgin males and 100 virgin females each generation. Twenty-five flies of either sex were used as parents for the next generation, leaving 75 flies of each sex in each selection and control population. Four pools of 10 flies of each sex were chosen at random from these 75 flies and frozen for RNA extraction at 12:00 pm (i.e., ZT6). This timepoint was arbitrarily chosen and is during the fly’s active period. RNA was extracted from two of these pools; the remaining two pools were kept as back-up samples and used if needed. Samples were collected for the initial generation (0), and all subsequent generations. RNA was extracted using Qiazol (Qiagen, Hilden, Germany), followed by phenol-chloroform extraction, isopropanol precipitation, and DNase digestion (Qiagen, Hilden, Germany). Qiagen RNeasy MinElute Cleanup kits (Qiagen, Hilden, Germany) were used to purify RNA according to the manufacturer’s instructions. With the exception of generation 1, which had RNA that was degraded, RNA from all other generations was sequenced. This produced 312 RNA samples (6 populations × 13 generations × 2 sexes × 2 replicate RNA samples).

Poly-A selected stranded mRNA libraries were constructed from 1 *μg* total RNA using the Illumina TruSeq Stranded mRNA Sample Prep Kits (Illumina, San Diego, CA) according to manufacturer’s instructions with the following exception: PCR amplification was performed for 10 cycles rather than 15 in order to minimize the risk of over-amplification. Unique barcode adapters were applied to each library. Libraries were pooled for sequencing. The pooled libraries were sequenced on multiple lanes of an Illumina HiSeq2500 using version 4 chemistry to achieve a minimum of 38 million 126 base read pairs. The sequences were processed using RTA version 1.18.64 and CASAVA 1.8.2.

### RNA alignment of reads

Sequences were assessed for standard quality parameters using fastqc (0.11.4) (Babraham Institute, Cambridge, UK). Reads were aligned to the FB2015_04 Release 6.07 reference annotation of the *Drosophila melanogaster* genome using STAR [60]. Default parameters were used except that the minimum intron size was specified as 2, and the maximum intron size was specified as 268,107, consistent with the largest intron size in the *D. melanogaster* genome. STAR outputs aligned sequence to a SAM file format, which contains the code ‘*NH*’ [60]. An *NH* of 1 indicates a uniquely mapped read, while *NH* > 1 indicates that the read did not map uniquely. HTSeq was used to count only the uniquely mapped reads (*NH* = 1) [61].

### Principal Component Analysis (PCA)

It was expected from previous studies of gene expression that there would be large differences in gene expression due to sex [62–72]. We performed Principal Component Analysis to assess those differences (S1 Fig). 

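Principal components were computed here from the log2 of the normalized count plus 1 of every gene with raw counts, centred for each gene, in the 312 libraries. The first component held 93.6% of the variance and the second 0.7%. All 156 female libraries had a score of 84.2 or higher on the first component and all 156 male libraries a score of -67.0 or lower. The male library with the highest score was the second pool of long Replicate 1 at generation 8. In that library, 204 genes that are at least 20-fold higher in females stood at a median of 78.4% of their level in females, against -0.1% in the other pool of the same generation. The share of the first component moved most when the values were left on the linear scale. It was then 63.4%, and 48 male libraries had a score nearer to the median of the females than to that of the males.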

The principal components of the normalized RNA-seq count normalized matrix were computed, with each gene being treated as a different variable, and each sample a different observation. Samples were projected in the planes of the ten first components, and clustering according to the experimental labels was inspected visually.

### Gene normalization and filtering

The combined genic and intergenic counts were normalized by the expression of a pseudo-reference sample computed from the geometric mean of all samples, using the method described by Love *et al*. [73]. Filtering was performed by computing the 95^th^ percentile of the distribution of normalized, base 2 logarithm, levels in the intergenic regions for males and females and using those values as cut-off level for the genic regions—i.e. any genes that did not have expression above this level for at least one sample were removed from further analyses [74]. The (linear scale) cutoff expression value for males was 48.6, and for females 102.

### Generalized Linear Model analysis of expression data

Analysis of differential expression between selection schemes was initially performed for each gene independently. Given the separation of the expression levels by sex seen in the PCA analysis, analyses were conducted separately for the subsets of male or female flies. We implemented a generalized linear model (GLM) with a hierarchical structure to account for non-independent, replicate-specific parameters. The description is similar to a generalized linear mixed model (GLMM), but uses a Bayesian formulation to specify the hyper-priors and is fully described below. Normalization factors for the RNA levels was performed using the scheme described by Love *et al*. [73]. A negative binomial likelihood was used and parameterized with the mean (given by the prediction of the linear model) and dispersion parameters; the number of samples (156 for each sex) allowed estimation of the latter together with model coefficients, dispensing with the need of other schemes applied when the number of samples is small, commonly implemented in some packages.

Bayesian inference was used and parameter priors were exploited to treat replicate effects in a hierarchical formulation [75]. Specifically, for each replicate-dependent parameter (say *β*_*short*,*rep*_), two parameters were specified at the top-level (*μ*_*short*_ and *σ*_*short*_), given (hyper-)priors, and estimated from the data together with all other parameters. Below that, both replicate-specific model parameters (*β*_*short*,1_ and *β*_*short*,2_) are given the same gaussian prior using top-level parameters (e.g. $\beta_{short,1}∼N(\mu_{short},\sigma_{short}$) for that coefficient in replicate 1 as well as replicate 2). Under this formulation the full model for the expression of a gene *j* is given by *logμ*_*j*_ ∝ *sel*_*rep*_ + *gen* + *sel* × *gen*_*rep*_, where a relationship between each set of replicate-dependent parameters is enforced hierarchically through their higher level common parameters and hyperpriors. Explicitly, we have:

$$\begin{array}{cc} \eta_{j} & =log\mu_{j}\\ & =[\beta_{1},\beta_{2},\beta_{short,1},\beta_{short,2},\beta_{long,1},\beta_{long,2},\beta_{gen},\beta_{short\times gen,1},\beta_{short\times gen,2},\\ & \beta_{long\times gen,1},\beta_{long\times gen,2}]X \end{array}$$

where *X* is the design matrix, with binary 0/1 variables indicating parameters that apply to specific treatments (e.g. the entries multiplying *β*_1_,*β*_2_, are present for all, that *β*_*short*,1_, is present for short sleepers from replicate 1, etc.) except for parameters dependent on the *gen* variable which takes the value of the generation (e.g. 0 through 13 for the entries multiplying the *β*_*gen*_ parameter in all treatments, and for those multiplying *β*_*short*×*gen*,1_ for short sleepers from replicate 1, etc.). Table 1 lists all parameters, their descriptions, design matrix values associated to them, and priors.

**Table 1:** Parameter names, description, design values, and priors for Bayesian inference.

Parameter	Description	Design values	Prior
*μ*_*control*_	Hyperprior on mean of *β*_*rep*_	n/a	$N(\bar{y_{0}},1)$
*σ*_*control*_	Hyperprior on (square root of) variance of *β*_*rep*_	n/a	*Cauchy*(0, 1)
*μ*_*short*_	Hyperprior on mean of *β*_*short*,*rep*_	n/a	N(0,1)
*σ*_*short*_	Hyperprior on variance of *β*_*short*,*rep*_	n/a	*Cauchy*(0, 1)
*μ*_*long*_	Hyperprior on mean of *β*_*long*,*rep*_	n/a	N(0,1)
*σ*_*long*_	Hyperprior on variance of *β*_*long*,*rep*_	n/a	*Cauchy*(0, 1)
*μ*_*short*×*gen*_	Hyperprior on mean of *β*_*short*×*gen*,*rep*_	n/a	N(0,1)
*σ*_*short*×*gen*_	Hyperprior on variance of *β*_*short*×*gen*,*rep*_	n/a	*Cauchy*(0, 1)
*μ*_*long*×*gen*_	Hyperprior on mean of *β*_*long*×*gen*,*rep*_	n/a	N(0,1)
*σ*_*long*×*gen*_	Hyperprior on variance of *β*_*long*×*gen*,*rep*_	n/a	*Cauchy*(0, 1)
*β*_1_	Intercept for replicate 1	0, 1	$N(\mu_{control},\sigma_{control})$
*β*_2_	Intercept for replicate 2	0, 1	$N(\mu_{control},\sigma_{control})$
*β*_*short*,1_	Effect from short sleeper, replicate 1 treatment	0, 1	$N(\mu_{short},\sigma_{short})$
*β*_*short*,2_	Effect from short sleeper, replicate 2 treatment	0, 1	$N(\mu_{short},\sigma_{short})$
*β*_*long*,1_	Effect from long sleeper, replicate 1 treatment	0, 1	$N(\mu_{long},\sigma_{long})$
*β*_*long*,2_	Effect from long sleeper, replicate 2 treatment	0, 1	$N(\mu_{long},\sigma_{long})$
*β*_*gen*_	Treatment-independent generation effect	0–13	N(0,2)
*β*_*short*×*gen*,1_	Interaction short by generation, rep 1 effect	0–13	$N(\mu_{short\times gen},\sigma_{short\times gen})$
*β*_*short*×*gen*,2_	Interaction short by generation, rep 2 effect	0–13	$N(\mu_{short\times gen},\sigma_{short\times gen})$
*β*_*long*×*gen*,1_	Interaction long by generation, rep 1 effect	0–13	$N(\mu_{long\times gen},\sigma_{long\times gen})$
*β*_*long*×*gen*,2_	Interaction long by generation, rep 2 effect	0–13	$N(\mu_{long\times gen},\sigma_{long\times gen})$
*α*	Negative binomial dispersion	n/a	*Uniform*(0, 10^9^)

$\bar{y_{0}}$ denotes the mean expression of all samples at generation zero.

Maximum a posteriori probability (MAP) estimates and confidence intervals were obtained using the Stan package [76]. Significance was calculated using a likelihood ratio test comparing the point estimates from the full model to a reduced model not including the interaction terms (i.e. *logμ*_*j*,*rep*_ = *sel*_*rep*_ + *gen*). Model *p*-values were corrected for multiple testing using the Benjamini-Hochberg method [77], with significance defined at the 0.001 level, consistent with the lower threshold applied in other artificial selection studies [28, 32, 33].

### Calculation of non-parametric correlations between genes

The correlation coefficients (*ρ*) between any two pairs of genes can be computed directly from the data. Pearson correlation assumes the relationship between the two variables is linear, while Spearman correlation is rank-based and therefore accommodates non-linear relationships, although it still assumes the relationship is monotonically increasing or decreasing. We therefore computed Spearman correlations between genes that were found to be significant for both males and females in the GLM analysis—one correlation coefficient was obtained for the data subset from each sex-selection combination. The significance of each correlation coefficient is tested using the null hypothesis that *ρ* = 0. Because the main interest is the interaction between genes in the selected populations that are different from controls we compare the coefficients by computing and comparing the confidence intervals for *ρ*_*sel*_ (where *sel* can be “short” or “long”) and *ρ*_*control*_ using the normal approximation to *arctanh*(*ρ*) [78]. We note that this is not exactly equivalent to the significance testing of the null hypothesis that *ρ*_*sel*_ = *ρ*_*control*_ [79] (which relies on computing the confidence interval for *ρ*_*sel*_ − *ρ*_*control*_ using the same method), since it overestimates the total variance (i.e., one would find fewer significant instances). Nevertheless, the approach is valid and is more broadly applicable, in that it can be computed when a joint distribution with the two variables cannot be obtained—we use the term “significant” for either kind of difference, but explicitly state which one is used.

### Gaussian Process regression

Gaussian Processes (GP) are an alternative function-space formulation to the well-known weight-space linear models of the form *y* = *f*(*x*) + *ε*; their use dates back to the 19^th^ century and they have been covered extensively in the statistical and information theory literature [80], becoming popular in machine learning applications [39, 81], and more recently implemented in less technical contexts like the life sciences [40]. We give a brief overview of their usefulness, motivate their use in this work, and point to the references above for formal description of the method.

The weight-space linear model expresses the observations in terms of explicit linear coefficients (or weights) of the independent variable, *x*, possibly with further basis function expansions (e.g. square, *x*^2^, or higher order polynomials, *x*^*n*^), for instance *y* = *β*_0_ + *β*_1_*x* + *β*_2_*x*^2^ + *ε*, (where *ε* is normally distributed noise). Gaussian Processes describe the basis functions implicitly instead, with y∼N(μ,K); that is, a set *y* of *N* observations is distributed according to a multivariate normal distribution with mean given by the vector *μ* (of size *N*) and covariance between the values of *x* given by the matrix *K* (with dimension *N* × *N*). The entries of this matrix in row *i*, column *j* are defined by some covariance function such that *k*_*ij*_ = *cov*(*x*_*i*_, *x*_*j*_)—if the covariance function is linear in the values of *x*, for instance, the prediction for *y* is a straight line similar to *y* = *β*_0_ + *β*_1_*x*. Formulating the model in terms of function-space enables the use of flexible sets of basis functions; this approach of only implicitly describing a basis function, thus avoiding specification of a potentially large basis is called the “kernel trick”. Functions like the commonly used squared exponential kernel can be shown to be equivalent to an infinite number of basis functions [39], and therefore cannot be incorporated in the explicit terms of the weight-space formulation.

While Gaussian Processes are a classic formulation in statistics, the recent surge in machine learning applications has popularized its use in the natural sciences. They have been used to analyze gene expression by using their flexible output in combination with ordinary differential equations [41, 43, 44, 46], with clustering approaches [49], within other regression models [82], or modeling spatial covariance [48]. In the context of our experimental design Gaussian Process Regression could be used as a flexible alternative to GLMs, with each selection scheme having a different mean function *μ*_*sel*_ and a squared exponential covariance function $k\left(x,x^{\prime }\right)=\sigma_{f}^{2}c\left(x,x^{\prime }\right)=\sigma_{f}^{2}\;\text{exp}\;(\frac{|x-x^{\prime }{|}^{2}}{2l^{2}})$ where *x* takes the values of the generations in our experiment. The exponentiated term gives the correlation *c*(*x*, *x*′) between a pair of time points, with parameter *ℓ* modulating the correlation level given a distance *r* = *x* − *x*′, and $\sigma_{f}^{2}$ being the signal variance of the data. Under this model, unlike with the GLM analysis, the change in RNA-seq counts is a function not of slope coefficients but of the signal variance $\sigma_{f}^{2}$. It is worth noting that the signal variance is a scalar constant for all terms in the covariance matrix, so it can also be written as $K=\sigma_{f}^{2}C$, where *C* is analogous to *K* but with correlations instead of covariances, a notation that will be useful shortly.

### Multi-channel Gaussian Processes

Despite the extensive use of Gaussian Processes, most applications in the life sciences have been restricted to single-channel GPs; that is, models that only describe one set of observations at a time (here the expression time series for a single gene). These models—in this aspect not unlike GLMs—describe expression of genes independently, i.e. they implicitly assume genes do not interact in any way. Gaussian Processes can however be extended to include covariance between two or more sets of observations, a formulation that seems to be underexploited in the biological literature (but see [53] and [52]). The different dependent variables *y*_*i*_ are sometimes called channels or tasks, and the resulting model is called a multi-task or multi-channel Gaussian Process. The details of the specification of this model can be found in [51] and [50], which we summarize below. For an array of two genes only, for instance, instead of describing each vector *y*_1_ and *y*_2_ separately as multivariate gaussians of dimension *N*_1_ and *N*_2_, respectively, the concatenated vector [*y*_1_ *y*_2_]^*T*^ with *N*_1_ + *N*_2_ observations can be modeled as a single multivariate gaussian with a covariance matrix of *K* dimensions (*N*_1_ + *N*_2_) × (*N*_1_ + *N*_2_), or ${\left[y_{1}\;y_{2}\right]}^{T}∼N\left(\mu ,K\right)$. The diagonal blocks of the covariance matrix with dimensions *N*_1_ × *N*_1_ and *N*_2_ × *N*_2_ are the same as above, and the off-diagonal blocks of dimensions *N*_2_ × *N*_1_ and *N*_1_ × *N*_2_ specify the correlations $c_{12ij}\left(x_{1i},x_{2j}\right)=\text{exp}\;(\frac{|x_{1i}-x_{2j}{|}^{2}}{\ell_{1}^{2}+\ell_{2}^{2}})$ between the two points *ij* from channels 1 and 2 [50].

Finally, the signal variance for each of those blocks need to be specified, and the final matrix is given by $K=[\begin{array}{cc} K_{11} & K_{12}\\ K_{21} & K_{22} \end{array}]=[\begin{array}{cc} \sigma_{1}^{2}C_{11} & \sigma_{12}^{2}C_{12}\\ \sigma_{12}^{2}C_{12} & \sigma_{2}^{2}C_{22} \end{array}]$ [51], and the mean of the multivariate gaussian is specified by a concatenated vector *μ* = [*μ*_1_ *μ*_2_]^*T*^. The number of parameters is reduced by recognizing that the covariance matrix is symmetric so in this example $\sigma_{21}^{2}=\sigma_{12}^{2}$, where we also dropped the subscript *f*. For this model, the variation in the RNA levels of say gene 1 is a function not only of $\sigma_{1}^{2}$, but also of $\sigma_{21}^{2}=\sigma_{12}^{2}$. Therefore, fitting the data with this model infers interaction between genes from scratch without any external information not contained in the array of RNA-seq counts.

The model can be extended to any number of genes, although computational requirements for performing the necessary matrix operations on *K* also grow with its size and may be limiting—the computational and mathematical limitations of this approach are discussed in S1 Appendix.

### Bayesian MCMC inference of Gaussian Processes

Analogously to GLM models, we maintain the negative binomial likelihood for the Gaussian Process inference, but unlike the transition between linear models and their generalized versions, the incorporation of non-gaussian likelihoods is not as straightforward, and requires methods to approximate the underlying latent Gaussian Process model, leading to what is sometimes referred to as Gaussian Process Classification [39]. Because of the Bayesian inference implemented for this model we chose to infer the latent function via Markov Chain Monte Carlo sampling as these variables can be estimated jointly with the other parameters and have priors that by design are standard gaussian, and therefore are straightforward to specify. Table 2 gives the description of all parameters in the Multi-Channel Gaussian Process model and their priors.

**Table 2:** Parameter names, description, and priors for Gaussian Process Bayesian inference.

Parameter	Description	Prior
*s*	Standard deviations of data (one for each channel)	n/a
${\hat{\sigma }}_{i}^{2},\left(V_{\sigma ,i}\right)$	Signal variance expectation (variance) from single-channel *i* model	n/a
$\hat{\ell_{i}},\left(V_{\ell ,i}\right)$	Bandwidth expectation (variance) from single-channel *i* model	n/a
$\sigma_{ii}^{2}$	Signal variance for channels *i*	$N(\hat{\sigma_{i}},\sqrt{V_{\sigma ,i}})$
$\sigma_{ij}^{2}$	Signal covariance between channels *i* and *j*	N(0,max(s))
*ℓ*	Bandwidth parameters	$N(\hat{\ell_{i}},\sqrt{V_{\ell ,i}})$
$\tilde{f}$	Gaussian Process latent normal variates	N(0,1)
*ϕ*	inverse of square of dispersion parameter (*ϕ* = 1/*α*^2^)	N(0,1)

The number of covariance parameters in a multi-channel Gaussian Process model with *M* channels is (*M*^2^ − *M*)/2, and the total number of parameters scales roughly as $O(M^{2})$ as the number of channels becomes large. For 100 genes, for instance, that would result in about 5,000 covariances. Due to the statistical challenge of exploring a parameter space with a dimension of several thousand, as well as the computational demand of factorizing a large matrix at each MCMC step, the estimation of the signal covariance parameters between genes was not performed jointly. Instead, each pair of genes was fitted separately, with a single-channel Gaussian Process being first used to estimate the signal variance and bandwidth parameters for each gene and this estimate being used as a prior for the (pairwise) joint inference. This procedure effectively breaks down a Gaussian Process inference of any size into several smaller inference problems requiring factorization of a matrix of size 2*N*, with a total number of parameters of the order of *N*, which are computationally much more manageable and can be run in parallel. Because the covariance parameters depend only on the relationship between two variables (here, genes), separate estimation does not affect inference of the parameters; in fact, it removes the constraint of positive-definiteness on the matrix of covariances of all genes (which instead applies to the matrix of two genes only, see S1 Appendix.

Eight parallel chains were run for each estimation with 40 thousand samples each; half were excluded as warm-up and 1 out of every 40 was kept for further calculations. Convergence was assessed using the $\hat{R}$ metric and observing the number of effective samples (ESS) [75]. The annotated model implemented in the Stan probabilistic language is made available at https://github.com/caesoma/Multiple-shifts-in-gene-network-interactions-shape-phenotypes-of-Drosophila-melanogaster. Because inference was done separately for each selection scheme, differences between them were assessed by comparing the posterior distribution of the parameters of interest.

### Confirmatory experiments

We tested *Minos* insertions putatively disrupting five genes from the significant Gaussian Process correlation for their effect on sleep, along with their two background controls. We assayed phenotypes using the same procedure outlined above. Twenty-four flies per sex per line were assayed, and the experiment was replicated twice. Sleep was analyzed using the following ANOVA model:

$$\begin{array}{c} Y=\mu +Genotype+Sex+Rep+Genotype\times Sex+Genotype\times Rep\\ +Sex\times Rep+Genotype\times Sex\times Rep+\varepsilon \end{array}$$

where *Sex* and *Rep* are as previously defined above and *Genotype* refers to the *Minos* insertion line or control. We conducted RNA-Seq on the *Minos* insertion lines and their controls. We collected 10 flies per sex/line at the conclusion of sleep monitoring for RNA extraction. RNA was extracted as detailed above, with the following exception: ERCC spike-ins (ThermoFisher Scientific, Waltham, MA) were added to the RNA after the extraction procedure. A total of 28 samples (7 lines × 2 sexes × 2 replicates) were collected and processed. We then sequenced these samples and processed them as detailed above. Note that we discarded one sample due to failed quality control during library preparation. We compared normalized gene expression in the mutants to their respective controls using a Kruskal-Wallis non-parametric test. Expression ratios were computed between knock down genotypes and their wild-type controls (*w*^1118^ or *y*^1^*w*^67c23^) for individual genes predicted by the Gaussian Processes to be significantly correlated with the knocked down genes in the relevant sex-selection scheme combination (S1 Table), henceforth candidate genes. Expression ratios were also computed for sets of 1000 genes chosen at random, each set matching the genetic backgrounds (knockdown and controls) as well as the sex (henceforth random sets); a distribution of expression ratios was generated for each random set.

## Results

### Phenotypic response to artificial selection

The selection procedure for night sleep was very effective. Long-sleeper and short-sleeper populations had significant differences in night sleep across all generations (*P*_*Sel*_ = 0.0003; S2 Table); in fact, night sleep was different for the two selection schemes for each generation considered separately except for generations 0 and 1 (S3 Table). Both males and females responded equally to the selection procedure. Fig 1A shows the phenotypic response to 13 generations of selection for night sleep. At generation 13, the long-sleeper populations averaged 642.2 ± 3.83 and 667.8 ± 2.97 minutes of night sleep for Replicate 1 and Replicate 2, respectively. The short-sleeper populations averaged 104.3 ± 6.71 and 156.2 ± 8.76 minutes of night sleep for Replicate 1 and Replicate 2, respectively. The average difference between the long- and short-sleeper lines was 537.9 minutes for Replicate 1, and 511.6 minutes for Replicate 2. In contrast, the two control populations did not have differences in their night sleep after 13 generations of random mating (*P*_*Gen*_ = 0.7083; S4 Table). In the initial generation, night sleep was 519.6 ± 10.57 minutes in the Replicate 1 control and 567.9 ± 7.63 minutes in the Replicate 2 control. At generation 13, night sleep was 563.4 ± 7.62 and 542.3 ± 7.91 in Replicates 1 and 2, respectively, a difference of only 43.8 and 25.6 minutes. These negligible changes in night sleep in the control population suggest that little inbreeding depression occurred over the course of the experiment [59]. Selection was asymmetric, with a greater phenotypic response in the direction of reduced night sleep. Note also that night sleep is bounded from 0 to 720 minutes, and the initial generation had 515.39 minutes of night sleep on average across all populations, a fairly long night sleep phenotype. This high initial sleep may explain why the response to selection for short night sleep was more effective. Night sleep is sexually dimorphic [11, 83, 84]; yet both males and females responded to the selection protocol equally (*P*_*Sel*×*Sex*_ = 0.9492; S2 Table). Thus, we constructed a set of selection populations with nearly 9 hours difference in night sleep.

**Fig 1:**
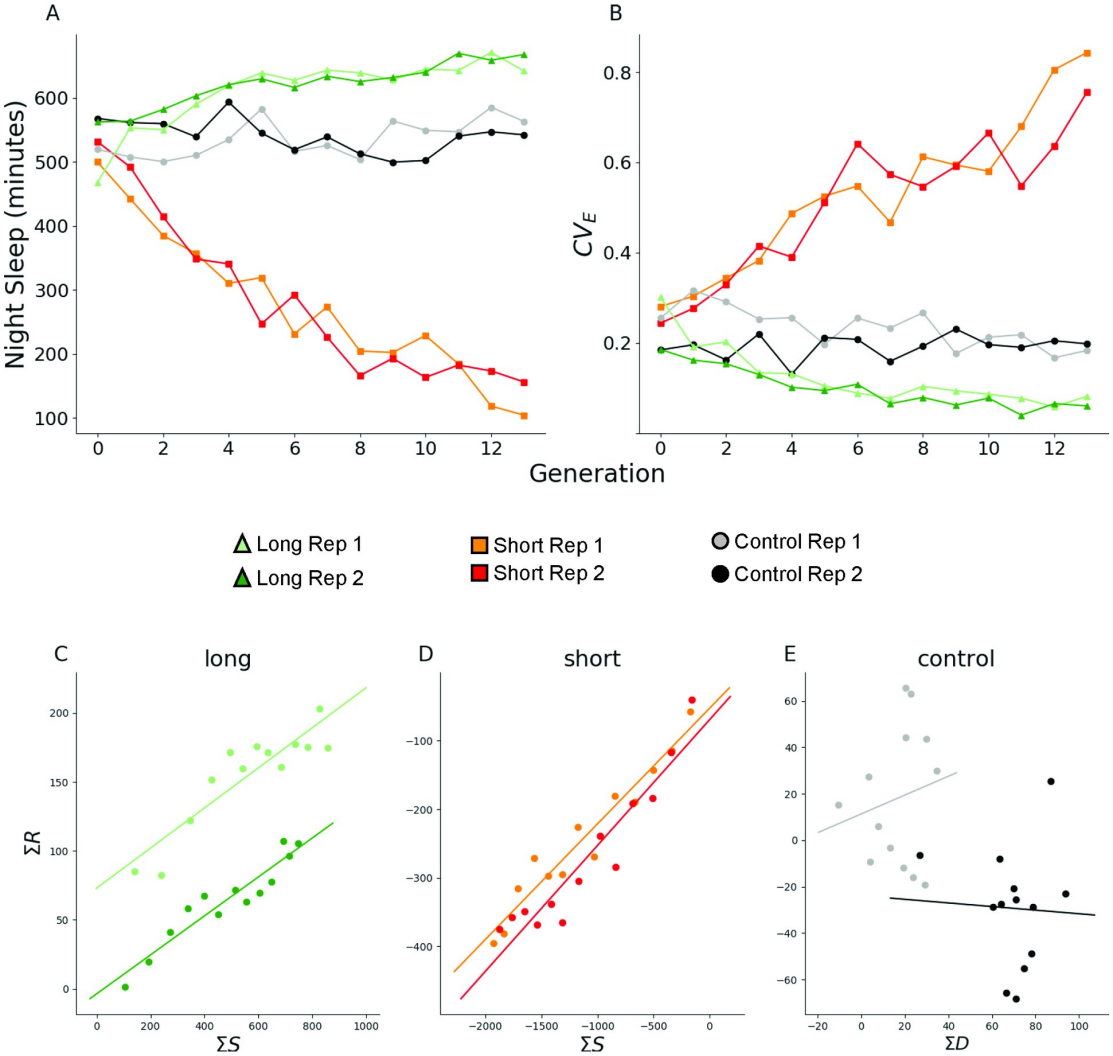
Response to artificial selection for night sleep. (A) Mean and (B) coefficient of environmental variation of night sleep. Plot and regression lines of cumulated selection differential (Σ*S*) against cumulated selection response (Σ*R*) for (C) long- and (D) short-sleeping populations, and against cumulated differential Σ*D* for (E) controls. Light green, Replicate 1 long-sleeper population; Dark green, Replicate 2 long-sleeper population; Orange, Replicate 1 short-sleeper population; Red, Replicate 2 short-sleeper population; Gray, Replicate 1 control population; Black, Replicate 2 control population.

In an artificial selection experiment, some amount of inbreeding will necessarily take place. Only a subset of the animals are selected each generation as parents; thus phenotypic variance is expected to decrease as selection proceeds [59]. However, this is not the case for all artificial selection experiments [59]. We calculated the coefficient of environmental variation (*CV*_*E*_) [58] and evaluated its trajectory across time in order to determine whether the populations were becoming more or less variable over time. As Fig 1B shows, night sleep *CV*_*E*_ increased over time in the short sleepers, and decreased over time in the long sleepers (*P* < 0.0001; S5 Table). The increase in *CV*_*E*_ in short sleepers was largely due to a decrease in the population mean as the standard deviation also decreased over time, indicating that the phenotypic variance decreased (S2 Fig). Likewise, the standard deviation decreased in the long sleepers over time, even as the mean night sleep increased, indicating decreased variability in these populations as well. These changes in *CV*_*E*_ mimic previous observations in populations artificially selected for sleep [10]. Regressions of the cumulated response on the cumulated selection differential were used to estimate heritability (*h*^2^). Long-sleeper population *h*^2^ (±*SE* of the coefficient of regression) were estimated as 0.145 ± 0.021 and 0.141 ± 0.014 (all *P* < 0.0001) for Replicates 1 and 2, respectively (Fig 1C); short-sleeper population *h*^2^ were 0.169 ± 0.013 and 0.183 ± 0.019 (all *P* < 0.0001) for Replicates 1 and 2 (Fig 1D). In contrast, estimated regression coefficients for the control population were non-significant and with high standard errors associated to the regression estimates: 0.405 ± 0.695 (*P* = 0.57) and −0.078 ± 0.487 (*P* = 0.88) for Replicates 1 and 2, respectively (Fig 1E).

### Correlated response of other sleep traits to selection for night sleep

Traits that are genetically correlated with night sleep might also respond to selection for long or short night sleep [59]. Indeed, some sleep and activity traits have been previously shown to be phenotypically and genetically correlated [11, 83, 84]. We examined the other sleep and activity traits for evidence of a correlated response to selection. Night and day average bout length (*P* = 0.0008 and *P* = 0.0391, respectively) and sleep latency (*P* = 0.0023) exhibited a correlated response to selection for night sleep across generations 0–13, while night and day bout number, day sleep, and waking activity did not (S2 Fig; S2 Table). In the case of day average bout length, the correlated response was sex-specific to males (*P* = 0.0140) (S2 Table). Significant correlated responses for night and day average bout length and sleep latency did not occur in all generations (S3 Table). Night average bout length responded to selection for night sleep in most generations, while day average bout length responded in only four of the last six generations. Sleep latency responded to selection after the second generation. In addition, we observed significant differences between the long-sleeping and short-sleeping populations for the *CV*_*E*_ of all sleep traits except waking activity *CV*_*E*_ (S2 Fig; S5 Table). However, the pattern of the *CV*_*E*_ for each trait appeared to be more random across time. These correlated responses concur with previous observations we made in selected populations originating from the same outbred population for night sleep and night average bout length, and night sleep and sleep latency [10]. However, unlike the previous study, we did not see a correlated response between night sleep and day sleep, and night sleep and day bout number [10]. The lack of correlated response reflects the relatively low genetic correlation these two traits have with night sleep [11, 84].

### Phenotypes in flies used for RNA-Seq

Every generation, we harvested RNA from flies chosen at random from the 200 measured for sleep in each selection population, with the exception of the flies chosen as parents for the next generation. We extracted RNA from two replicates of 10 flies each per sex and selection population. 

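The RNA-seq data comprise 312 libraries, 156 for each sex. They come from 6 populations, namely 2 replicates each of the short sleepers, the long sleepers and the unselected controls. Each population gave 2 pools of 10 flies per sex in generation 0 and in each of generations 2 to 13, which makes 52 libraries for each sex and selection scheme. The flies were frozen whole, poly-A selected stranded libraries were sequenced in pairs on a HiSeq2500. The authors aligned the reads with STAR to the genome annotation named in the Methods and counted the uniquely mapped reads on each gene with HTSeq. The counts on genes summed to between 31539064 and 109389826 per library, with a median of 41317004, and these totals are the depth behind the values given here. In females the median total was 42055213.5 in controls, with a range of 34675057 to 109389826. It was 43836572 in short sleepers, from 35383072 to 71564340, and 44446082 in long sleepers, from 34242873 to 108458644. In males the median total was 39198848 in controls, from 34503798 to 90883614. It was 40566189 in short sleepers, from 33612805 to 77116542, and 40489038.5 in long sleepers, from 31539064 to 66590116. The authors divided the counts of each library by 1 size factor, and these factors ran from 0.74 to 2.47. Tests were run on the raw counts with the authors' size factors as offsets, and levels are given as counts divided by the same factors. The normalized counts in the paper's S6 and S7 Tables rest on other factors, so the paper's cutoffs are applied here on another scale.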

Since these flies amount to only 20% of the flies measured for sleep each generation, their sleep may or may not be representative of the group as a whole. We therefore correlated the mean night sleep for each generation in the flies harvested for RNA with the mean night sleep of all flies measured to determine how similar night sleep was to the total in the group (S3 Fig). The correlations were very high for the selected populations: long-sleeper flies harvested for RNA were very well correlated with the total measured in each population [*r*^2^ = 0.99 and 0.96 (all *P* < 0.0001) for Replicate 1 and 2 respectively], as were short-sleepers [*r*^2^ = 0.99 for Replicate 1 and 0.97 for Replicate 2 (all *P* < 0.0001)]. The control populations, which did not undergo selection, were somewhat less well correlated. Replicate 1 of the control population had an *r*^2^ of 0.75 (*P* = 0.0001) and Replicate 2 had an *r*^2^ of 0.85 (*P* < 0.0001). The lower correlations observed in control flies indicate that they were less inbred than the selected populations. Thus, the flies harvested for RNA are very good representatives of each population as a whole.

### Hierarchical Generalized Linear Model analysis reveals that selection for night sleep impacts gene expression

For each gene, the linear model analysis produced posterior distributions for the parameters as well as log-likelihood values for the full and reduced models. Point estimates (MAP) are shown in S6 Table for females and S7 Table for males. 

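At the paper's cutoff, 13849 genes had a normalized count above 48.6 in at least 1 of the 156 male libraries. For each gene, edgeR's quasi-likelihood test compared the slopes on generation of the 4 selected populations with the slope of the controls, with an intercept for each population and 4 added slopes tested together. At a Benjamini-Hochberg adjusted p-value under 0.001, 816 genes were called in males, and they include 372 of the 405 genes in the paper's S7 Table. The count moved most, to 74, without the first pool number, which leaves 1 library for each population and generation, and it was 3001 when the intercepts of the replicate populations were replaced by 1 intercept for each selection scheme. With a generation slope for each replicate number as a block, 505 genes were called, of which 471 were among the 816. Without generation 0 the count was 442, and without generation 8 it was 1544. Of the 816 genes, 123 are at least 8-fold higher in females than in males. This number rested on a few libraries. Without the second pool of long Replicate 1 at generation 8, 1562 genes were called, 406 of them at least 8-fold higher in females. Without the second pool of short Replicate 2 at generation 0, 620 genes were called, 23 of them at least 8-fold higher in females. Such genes numbered 118 without both libraries, and 18 when the first pool of short Replicate 2 at generation 2 was also left out. Among the genes called whose replicate populations moved the same way in both schemes, 276 in number, the largest differences between the mean short and the mean long slope were in such female genes. The difference was -0.73 log2 units per generation for Vml (FBgn0085362, standard error 0.17), -0.72 for osk (FBgn0003015, standard error 0.15) and -0.65 for Pxt (FBgn0261987, standard error 0.13). The adjusted p-values of these differences from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.00112, which is above 0.001, 0.000209 and 0.000185, over 156 libraries. Those of the 4 added slopes, on which the genes were called, were 1.94e-05, 5.51e-07 and 9.66e-07. With the block that of Vml was 0.00161, in a range of 8.41e-13 to 1 over the alternatives, so Vml was then not called. With the mean of 20 female germline and eggshell genes as a covariate the 3 differences were -0.023, -0.14 and -0.16.

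**Figure D1:**
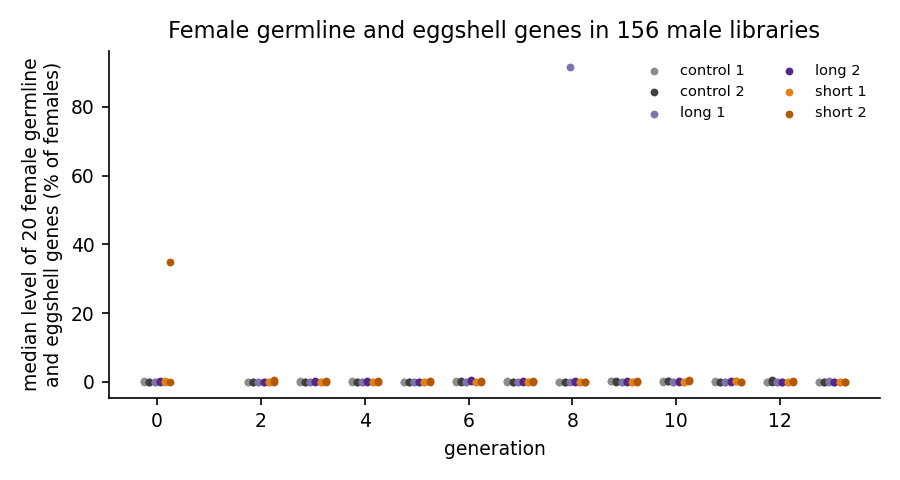
Median level of 20 female germline and eggshell genes in each of 156 male libraries, in percent of their level in females, against generation, with points coloured by population. The second pools of long Replicate 1 at generation 8 and of short Replicate 2 at generation 0 stand at 91.8% and 34.9%, and the other male libraries lie near 0.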

For the male flies 11,778 genes passed the filtering for low expression, of which 405 were found to have a significant selection scheme effect over the generations of artificial selection (i.e., significant likelihood ratio test for the *sel* × *gen* term). Thus, the expression level shift given by the slope of the generalized linear model is different from controls and attributable to selection for long and/or short sleep. 

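Among the 816 genes called in males, the median size of an added slope was 0.056 log2 units per generation with a median standard error of 0.027. Among the genes called in females these medians were 0.039 and 0.021. The slopes given here are on the log2 scale and those of the paper's tables on the natural log scale, so a regression of the paper's slopes on these gives 0.64 to 0.74 and correlations across genes of 0.961 to 0.984 in the 8 combinations of sex and population, where genes are not independent replicates. The slopes of the 2 replicate populations of a scheme had the same sign in 57.5% of the male genes for the short sleepers and 57.2% for the long sleepers. In females these shares were 36.2% and 33.2%. Unchanged populations simulated against the same shared controls gave the same sign in 59.4% to 61.4% of genes. When the 6 populations were the replicates, with limma's moderated F-test on 1 slope for each population, 0 genes in either sex had an adjusted p-value under 0.001, with 777 genes in males and 107 in females at an unadjusted p under 0.05. From the likelihood ratio test of the interaction of selection and generation, the paper concludes that the slopes of these genes differ from those of controls and that selection for long or short sleep accounts for the shift.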

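In females, 10076 genes had a normalized count above the paper's cutoff of 102 in at least 1 of the 156 libraries, and 1000 of them had an adjusted p-value under 0.001 from the test of the 4 added slopes. Of the 817 genes of the paper's S6 Table that were tested, 722 were called. The count moved most, to 47, without the first pool number, and generation as a factor in place of a slope gave 4020. With a generation slope for each replicate number as a block, 519 genes were called, of which 319 were among the 1000. Leaving out generation 0 gave 619 genes, generation 2 gave 512, generation 4 gave 577 and generation 12 gave 380. Of the 1000 genes, 83 are at least 8-fold higher in males, and 45 such genes were called without the first pool of control Replicate 2 at generation 2, the female library with the most counts on male genes. Among the 199 genes called whose replicate populations moved the same way in both schemes, the largest differences between the mean short and the mean long slope were in CG33958, CR44906 and CR43130. CG33958 (FBgn0053958) lies on 2R from 18184382 to 18192851 in the BDGP6.54 annotation, which is later than the release that the authors used, and overlaps genes on the other strand. Its difference was -0.56 log2 units per generation (standard error 0.058, adjusted p of the difference = 2.59e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without short Replicate 2 the difference was -0.74. CR44906 (FBgn0266211), a pseudogene whose counts are uncertain where its parent shares reads, had a difference of -0.41 (standard error 0.068, adjusted p = 4.12e-06 from the same test). For CR43130 (FBgn0262604), a noncoding RNA that overlaps a gene on the other strand, it was 0.38 (standard error 0.072, adjusted p = 7.74e-05 from the same test). The long slopes of CR43130 were -0.015 (standard error 0.070) in Replicate 1 and -0.395 (standard error 0.080) in Replicate 2. Without long Replicate 2 the adjusted p-value of its added slopes from the same test went from 6.92e-08 to 0.0246, so CR43130 was then not called.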

For the females 820 genes out of 9,370 with detectable expression were found to be significant. Genes with opposite trends in the short and long selection schemes were compared using the group-level parameter *μ*_*short*×*gen*_ and *μ*_*long*×*gen*_ (i.e. the effect that best explains both replicates): 384 genes in females (S8 Table) and 204 genes in the males (S9 Table showed opposite trends by that criterion. 

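By the signs of the mean added slope of the 2 short and of the 2 long populations, 430 of the genes called in males had opposite trends, which is 52.7%. In 183 of them the short slope was positive and the long slope negative, and in 247 the reverse held. In females 381 of the genes called had opposite trends, or 38.1%, with 172 higher in short sleepers and 209 higher in long sleepers. Unchanged populations simulated against shared controls gave opposite trends in 32.0% to 34.9% of genes. The replicate populations shared a sign within both schemes in 157 of the 430 male genes (36.5%) and in 63 of the 381 female genes (16.5%), and in 23.7% to 26.4% of the simulated genes with opposite trends. The difference between the mean short and the mean long slope had an adjusted p-value under 0.001 from edgeR's quasi-likelihood test in 239 of the genes called in males and in 97 of those called in females. The count of opposite trends in males was 721 without the second pool of long Replicate 1 at generation 8, and 278 without the second pool of short Replicate 2 at generation 0. With the block on replicate number opposite trends numbered 271 in males and 144 in females. Of the genes that the paper's S9 Table lists for males, 134 of 204 had opposite trends here as well, and of those in the S8 Table for females 171 of 384.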

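Among the 10010 genes tested in both sexes, 137 were called in both, where 49.0 are expected from the sizes of the lists alone. The difference between the mean short and the mean long slope had the same sign in males and females for 104 of them. The 85 genes that the paper carries forward include 79 of the 137. Of those 85 genes, 81 were called in males and 83 in females, and all 85 passed in each sex when adjusted over the list alone, which is not independent evidence since the study chose the list on these samples. The count of genes called in both sexes was 59 with a generation slope for each replicate number as a block, and 481 with generation as a factor.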

Between males and females, 85 genes were common to both sexes. Known functions of these 85 genes from the DAVID gene ontology database are presented in S10 Table. We used these 85 genes in subsequent analyses; see below. Fig 2 shows the fit for one gene.

**Fig 2:**
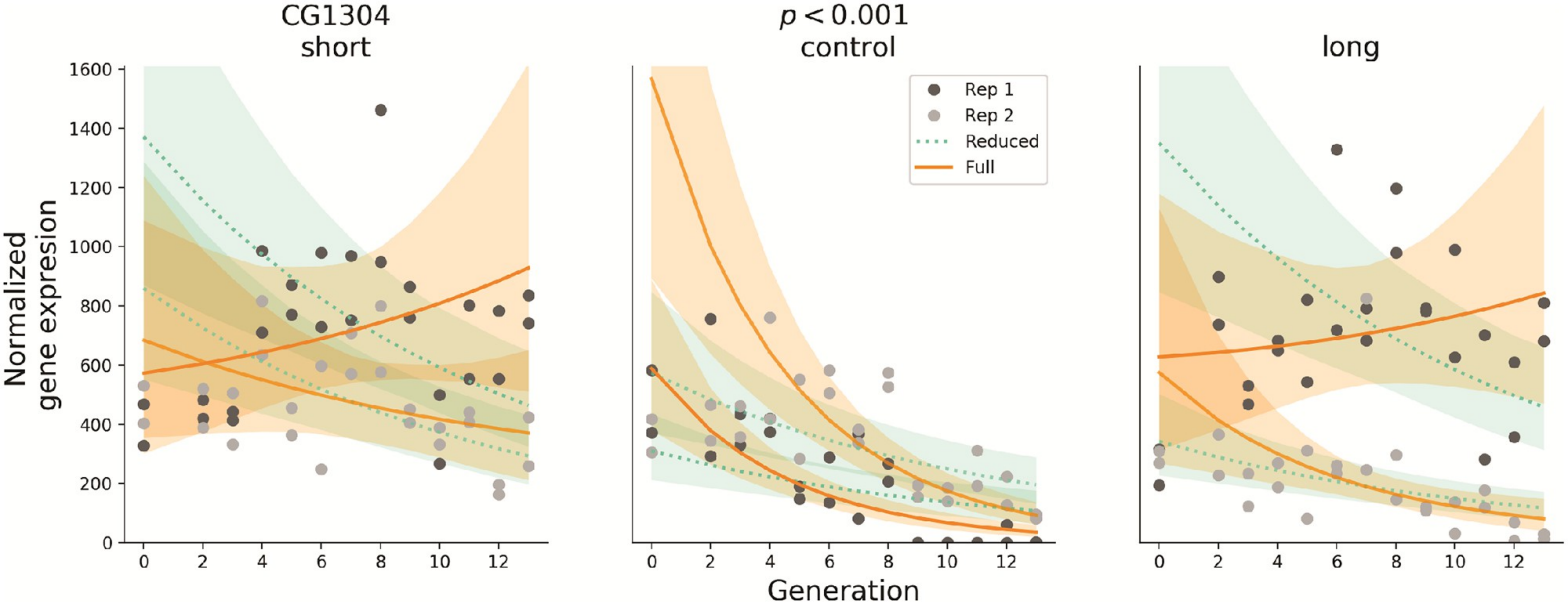
Fit of Hierarchical Generalized Linear Model to gene *CG1304* for flies selected for short sleep, unselected controls, and selected for long sleep. The solid lines show the expected value of full model, dashed lines for reduced model, and shaded regions show the 95% credibility interval. Replicate 1 data points are shown in dark gray, Replicate 2 in light gray.

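CG1304 (FBgn0031141) encodes a predicted serine protease and lies on the X chromosome from 20964527 to 20965419, on the minus strand, in the BDGP6.54 annotation. Its slope in the controls was -0.33 log2 units per generation in males (standard error 0.047) and -0.31 in females (standard error 0.042). The added slopes of the selected populations in males were 0.38 ± 0.074 and 0.33 ± 0.071 for short Replicates 1 and 2, and 0.33 ± 0.071 and 0.22 ± 0.074 for long Replicates 1 and 2 (± standard error). In females they were 0.36 ± 0.069, 0.26 ± 0.068, 0.35 ± 0.069 and 0.12 ± 0.075. The adjusted p-value of the 4 added slopes from edgeR's quasi-likelihood test was 2.63e-05 in males and 8.4e-06 in females, and it ranged from 9.42e-16 to 0.113 and from 4.52e-16 to 0.13 over the alternatives. The mean short slope exceeded the mean long slope by 0.073 in males (adjusted p = 0.495 from the same test) and by 0.080 in females (adjusted p = 0.7 from the same test). The largest change was in a control population. In males of control Replicate 1 the normalized count went from 762 ± 15.5 (SD, n = 2 pools) at generation 0 to 1.81 ± 0.848 at generation 13. In females of that population it went from 457 ± 156 to 1.09 ± 0.047. In control Replicate 2 the means were 631 and 222 in males and 349 and 90.6 in females. Without control Replicate 1 the adjusted p-value in males was 0.0657, and in females 0.000199. Long Replicate 2 went from 389 to 117 in males and from 278 to 21.3 in females. The other long population rose from 721 to 1100 in males and from 240 to 754 in females, and short Replicate 1 rose from 904 to 1470 and from 373 to 792. Short Replicate 2 went from 568 to 868 in males and from 445 to 349 in females. The rises in males of long Replicate 1 and short Replicate 2 depend on these end points. Between the means of generations 0 to 4 and 10 to 13 they went from 1080 to 1030 and from 762 to 673. By these means short Replicate 1 still rose, from 916 to 1240 in males and from 496 to 614 in females. Females of long Replicate 1 rose from 528 to 620.

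**Figure D2:**
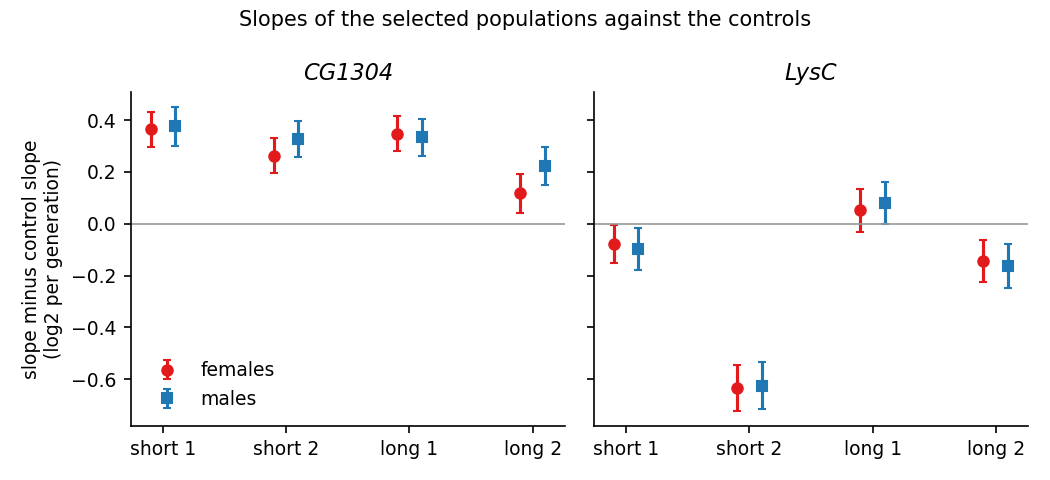
Slope on generation of each selected population minus the control slope, in log2 units per generation, for CG1304 and for LysC in females (circles) and males (squares), with bars of 1 standard error. All slopes of CG1304 lie above 0, between 0.12 and 0.38, and for LysC those of short Replicate 2 lie lowest, at -0.63 in both sexes.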

### Pairwise Spearman correlation is non-specific and significant for a large fraction of genes

We computed Spearman correlations for all pairwise combinations of the 85 genes common between sexes (S11 Table). Correlations computed using the Spearman method were found to be significant at 95% confidence for 2,999 of the 3,570 possible pairs. 

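Spearman correlations were computed for the 3570 pairs of the 85 genes over the 52 libraries of each sex and scheme. In 3194 pairs, or 89.5%, the correlation had p under 0.05 in at least 1 of the 4 selected groups, where 662 pairs are expected from 4 independent groups with no correlation. Over the pairs held in the copy of the S11 Table used here, 1999 of 3570, the correlations had r = 0.988 with the paper's across pairs, which are not independent replicates. When the correlation was required within each replicate population by itself, 1249 pairs passed, and for the differences between the 2 pools of the same population and generation 1989 did. On simulated pairs with autocorrelated courses and no correlation, 46% of 200 pairs had p under 0.05 in a single group of 52 libraries. By selected group, 1483 to 2051 of the 3570 pairs had p under 0.05. The 662 pairs do not allow for autocorrelation, and more simulated pairs would pass in at least 1 of 4 groups. The 89.5% is therefore not shown to exceed what autocorrelation alone gives.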

The confidence intervals for the correlation coefficients showed no overlap with controls for either short sleepers, long sleepers, or both populations in 1,348 of 3,570 pairs. Thus, a simple correlational analysis identifies a minimum of 38% of the possible interactions among genes as relevant.

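The 95% confidence interval of the Spearman correlation did not overlap that of the controls of the same sex in 1477 pairs, or 41.4%, for at least 1 of the 4 selected groups. By group there were 507 such pairs in short-sleeper females, 535 in long-sleeper females, 543 in short-sleeper males and 641 in long-sleeper males. The count fell most, to 54, when the interval had to lie apart within each replicate population. With the values centred on the mean of each population it was 859, and for differences between pools 127.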

### Gaussian Process model analysis uncovers nonlinear trends and specifically identifies covariance in expression between genes

As noted above, a simple correlational analysis suggested that large numbers of genes are potentially interacting to alter sleep. Because direct computation of linear model-based correlations cannot account for non-linear effects or spurious confounding trends we fit Gaussian Process models that can account for temporal variation in multiple genes even in the absence of actual interactions between them. The 85 significant genes overlapping between males and females potentially have 3,570 pairwise interactions. To that end, the parameter of interest in the Gaussian Process model is the signal covariance between each pair of genes. This covariance is a measure of the degree of their interaction. We applied the Gaussian Process model for each of the 3,570 pairs for each selection scheme (long, short, and control). 

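A Gaussian Process model with 2 channels was fitted here to the log2 of the normalized count plus 1 of each of the 3570 pairs in each sex and scheme, with Gaussian noise in place of the authors' Stan model. Each replicate population had its own curve around a mean shared by the scheme. The correlation of the 2 signals was read from its posterior. The prior was flat up to a limit on the size of the correlation, which falls as the bandwidths of the 2 genes differ more. An interval can thus end at this limit rather than where the data place it. The median bandwidth was 2.17 generations and the median width of the 95% interval was 0.950, against 0.512 for the Spearman correlations. Across the 1999 of 3570 pairs in the copy of the S11 Table used here, these correlations had r = 0.918 with the paper's, where pairs are not independent replicates. On simulated pairs the 95% intervals held the true correlation in 78.5% to 94.0% of 200 pairs for each of 4 true values.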

As an example, the model fit for one pair of genes from the female gene expression data is shown in Fig 3.

**Fig 3:**
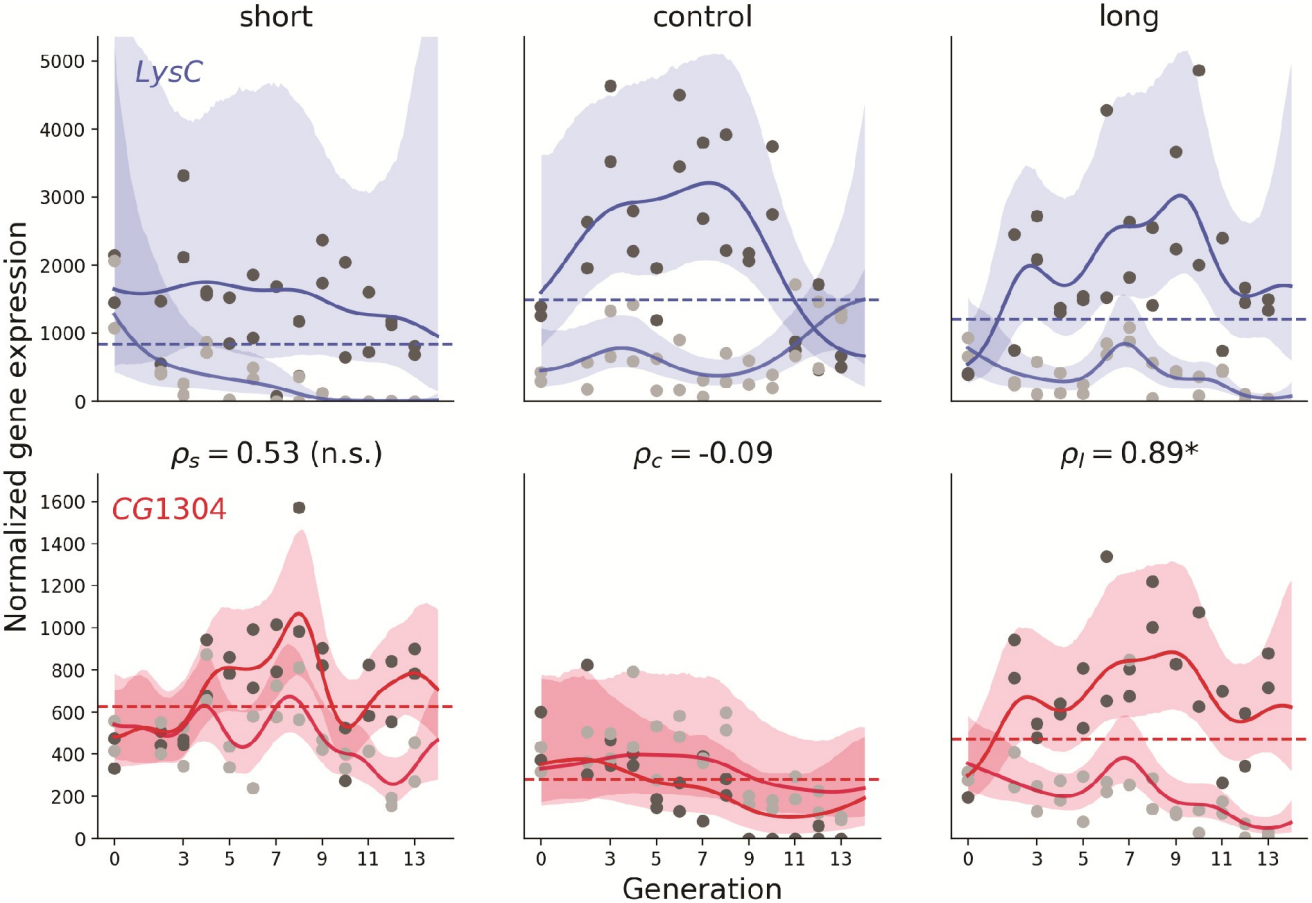
Fit of Gaussian Process model to pair of genes *LysC* and *CG1304*, for female flies selected for short sleep, unselected controls, and selected for long sleep. The solid lines show the expected value, while the shaded regions show the 95% credibility interval. Replicate 1 data points are shown in dark gray, Replicate 2 in light gray). The expectation for correlations (*ρ*_*sel*_) is shown for each selection scheme. An asterisk indicates significant difference from controls in selection scheme, as opposed to non-significance (n.s.).

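LysC (FBgn0004426) lies on 3L from 1210485 to 1210726, is annotated as a pseudogene in BDGP6.54 and overlaps LysD, so its counts are uncertain where reads are shared within the lysozyme family. In females the Gaussian Process correlation of LysC and CG1304 was 0.940 in long sleepers (95% interval 0.73 to 0.99), 0.212 in short sleepers (-0.16 to 0.45) and -0.0735 in controls (-0.50 to 0.38). With this mean shared by the replicate populations, the interval of the long sleepers lay apart from that of the controls and that of the short sleepers did not. With a mean for each replicate population the correlation was 0.668 in long sleepers (0.41 to 0.74) and 0.203 in controls (-0.37 to 0.70), and the intervals overlapped. Over the 52 libraries of long-sleeper females Pearson's r was 0.826 and Spearman's rho 0.842, each with a permutation p of 1e-05, the smallest that the permutations can give, and Benjamini-Hochberg adjusted values of 4.5e-05 and 3e-05 over 18 relations. Without the 2 libraries farthest from the median of LysC, r was 0.809. Within long Replicates 1 and 2 it was 0.717 and 0.633, and for differences between pools 0.164. In short-sleeper females r was 0.43 (permutation p = 0.00143, adjusted 0.00322) and rho 0.401 (permutation p = 0.00377, adjusted 0.00754), with r = 0.425 without the 2 farthest libraries. Within the short replicates r was -0.199 and 0.265, so the relation did not hold within either population. In control females r was -0.192 (permutation p = 0.172, adjusted 0.193) and rho -0.191 (permutation p = 0.173, adjusted 0.195), with r = -0.155 without the 2 farthest libraries. All these permutations took the 52 libraries as exchangeable, so their p-values do not allow for shared populations or neighbouring generations. LysC itself fell in short Replicate 2, from 971 ± 279 (SD, n = 2 pools) at generation 0 to 2.31 ± 1.5 at generation 13 in males and from 1430 ± 635 to 1.59 ± 2.25 in females. Its added slope there was -0.63 log2 units per generation in males (standard error 0.091) and -0.63 in females (standard error 0.088). The adjusted p-value of the 4 slopes from edgeR's quasi-likelihood test was 1.97e-08 in males and 3.24e-08 in females. Without short Replicate 2 it was 0.164 and 0.114, the highest of ranges that start at 2.24e-23 and 6.91e-18.

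**Figure D3:**
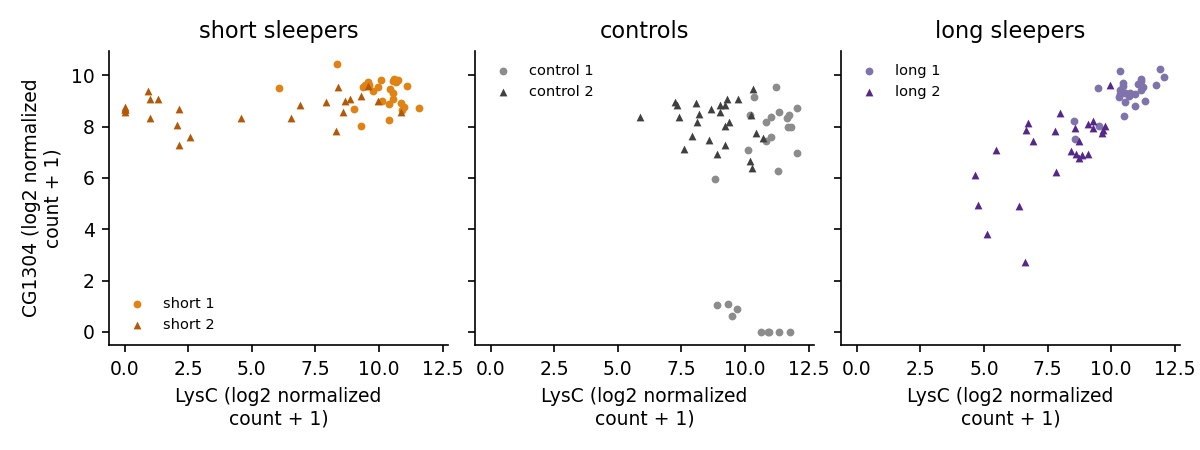
CG1304 against LysC, each as log2 of the normalized count plus 1, in the 52 female libraries of the short sleepers, controls and long sleepers, with circles for Replicate 1 and triangles for Replicate 2. Long Replicate 2 extends to low values of both genes, short Replicate 2 to low LysC, and control Replicate 1 to low CG1304.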

Convergence for all three runs was on the order of $|\hat{R}-1|\approx 10^{-4}$, and close to the 4,000 samples expected for each run; therefore, the wide confidence intervals are likely a product of the large dispersion in the data itself. Correlation between gene expression patterns of the two genes is computed by dividing the signal covariance by the square root of the signal variance of each gene—e.g. $\rho_{l}=\sigma_{l(ij)}^{2}/\sigma_{l(i)}\sigma_{l(j)}=\sigma_{long(LysC,CG1304)}^{2}/\sigma_{long(LysC)}\sigma_{long(CG1304)}$—that is, similar to computing a correlation coefficient from variances and covariances, but taken as the expectation over the posterior distribution obtained from MCMC.

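Nonlinear trends were tested for each gene with edgeR's quasi-likelihood test of the quadratic and cubic generation terms of the 4 selected populations against those of the controls. At an adjusted p-value under 0.001 there were 93 genes in males and 15 in females, of which 45 and 6 were also called by the test of the linear slopes. Among the 85 genes, 3 passed in males and 1 in females. The adjusted p-value of the nonlinear terms was 0.284 in males and 0.103 in females for LysC, and 0.935 and 0.782 for CG1304. With each replicate number by generation as a factor the counts were 48 in males and 40 in females. Generation was a factor in the main fit too, so a nonlinear course shared with the controls was not tested. Quadratic and cubic terms can also miss courses that turn within a few generations. Low counts here therefore do not show that the courses are linear.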

Fig 3 illustrates the nonlinear trajectories of gene expression that cannot be detected by the GLM model. The two trajectories exhibited high signal covariance between the expression of the two genes in the long sleepers (*ρ*_*l*_ = 0.89) that was significantly different from controls; however, intermediate covariance in the short sleepers (*ρ*_*s*_ = 0.53) did overlap with that of controls, and therefore was not significantly different.

S4 Fig part A shows a pair where interactions in both short and long selection schemes are different from controls, S4 Fig part B shows another pair of genes where neither scheme is different from controls. This illustrates a range of possibilities, including a case where Spearman correlations are significant but GP correlations are not (the opposite also occurs). 

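In S4 Fig the paper draws pairs of CG1304 with haf (FBgn0261509), which lies on 2L from 1555129 to 1609389 and overlaps genes on the other strand, and with CR43242 (FBgn0262887), a noncoding RNA on 2L from 23069005 to 23070724, both in BDGP6.54. In females the Gaussian Process correlation of haf and CG1304 was -0.613 in controls (95% interval -0.84 to -0.14), 0.555 in short sleepers (0.08 to 0.86) and 0.507 in long sleepers (-0.20 to 0.92), so that with a shared mean the interval of the short sleepers alone lay apart from the controls. With a mean for each replicate population it was 0.524 in short sleepers (-0.12 to 0.95) and -0.598 in controls (-0.85 to -0.10), and these intervals overlapped. For CR43242 and CG1304 it was -0.247 in controls (-0.62 to 0.23), -0.146 in short sleepers (-0.60 to 0.34) and 0.160 in long sleepers (-0.45 to 0.68), and no interval lay apart with a shared mean. When each replicate population had its own mean, it was -0.634 in controls (-0.93 to -0.06) and 0.243 in short sleepers (-0.31 to 0.70). In long sleepers it was then 0.586 (-0.06 to 0.94), so the intervals of controls and long sleepers only met at -0.06. Over 52 libraries Pearson's r of haf and CG1304 was -0.665 in control females (permutation p = 2e-05, adjusted 7.2e-05 over the 18 relations) and Spearman's rho -0.674 (permutation p = 1e-05, the smallest they can give, adjusted 3e-05). Without the 2 libraries farthest from the median of haf it was -0.633. Within control Replicates 1 and 2 r was -0.725 and -0.371, within the short replicates 0.225 and 0.356, and within the long replicates 0.0471 and 0.559. For differences between pools r was -0.173 in control females, 0.059 in short-sleeper females and 0.185 in long-sleeper females. In short-sleeper females r was 0.55 (permutation p = 4e-05, adjusted 0.000103) and rho 0.575 (permutation p = 1e-05, adjusted 3e-05), and in long-sleeper females r was 0.577 (permutation p = 1e-05, adjusted 4.5e-05) and rho 0.493 (permutation p = 0.00021, adjusted 0.00054), with r = 0.576 and 0.519 without the 2 farthest libraries. For CR43242 and CG1304 in short-sleeper females r was -0.272 (permutation p = 0.0512, adjusted 0.0768) and rho -0.407 (permutation p = 0.00295, adjusted 0.00664), and r was -0.447 without the 2 farthest libraries and 0.322 and -0.12 within the 2 replicates. In females r of this pair was -0.659 and -0.183 within control Replicates 1 and 2, and 0.443 and 0.647 within the long replicates. The permutations for both pairs took libraries as exchangeable, so their p-values do not allow for shared populations or neighbouring generations. The adjusted p-value of the added slopes from edgeR's quasi-likelihood test was 6.3e-05 in males and 4.53e-07 in females for haf, and 0.000189 and 4.02e-08 for CR43242.

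**Figure D4:**
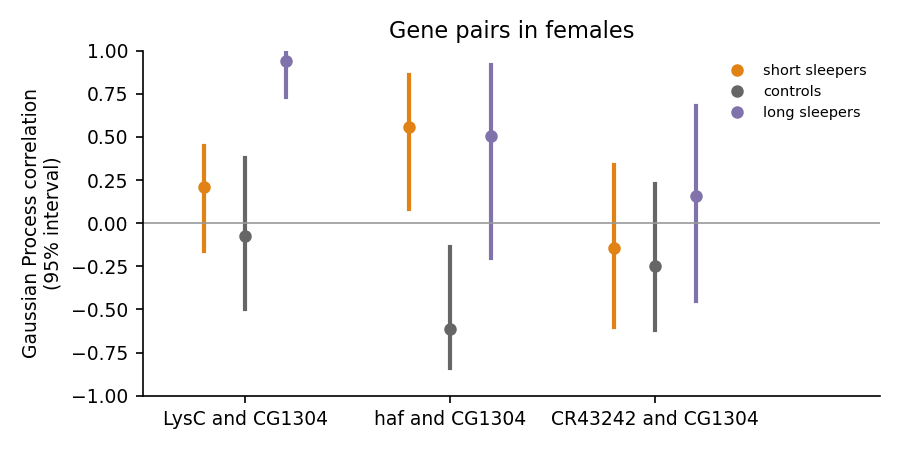
Gaussian Process correlation in females of CG1304 with LysC, haf and CR43242 in short sleepers, controls and long sleepers, with bars for the 95% interval, from the fit with a shared mean. In this fit the interval of the long sleepers for LysC and that of the short sleepers for haf lie apart from the controls.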

Parts C and D of S4 Fig fit each gene individually, and the fit does not change substantially between single to multiple channel models.

The 85 single-channel fits were good despite varying levels of dispersion and occasional outliers, indicating no issues with the Gaussian Processes’ ability to fit the temporal patterns of any one gene. For the two-channel inference, upwards of 90% of the chains initially converged under the criterion that $0.95<\hat{R}<1.05$; because the inference method is stochastic it is expected that by chance some chains may not converge and/or mix well with their replicates. Chains that initially failed were rerun up to two times. After three runs over 99% of the chains converged; the reasons for lack of convergence of the remaining were not investigated further. Fig 4 shows six heat maps (one for each sex and selection scheme combination) with the correlations for all pairs of genes calculated as described in the previous figure, summarizing the inferred interactions. 

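Over the 6 groups of sex and scheme, 1492 of the 3570 pairs had a Gaussian Process correlation above 0.5 in at least 1 group and 70 above 0.9. Counted by size, with negative correlations included, there were 2248 and 78. By group the pairs above 0.9 in size numbered 6 in control females, 30 in short-sleeper females, 11 in long-sleeper females, 1 in control males, 32 in short-sleeper males and 4 in long-sleeper males.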

Of the 3,570 correlations, 1,612 were greater than 0.5 and 98 greater than 0.9.

**Fig 4:**
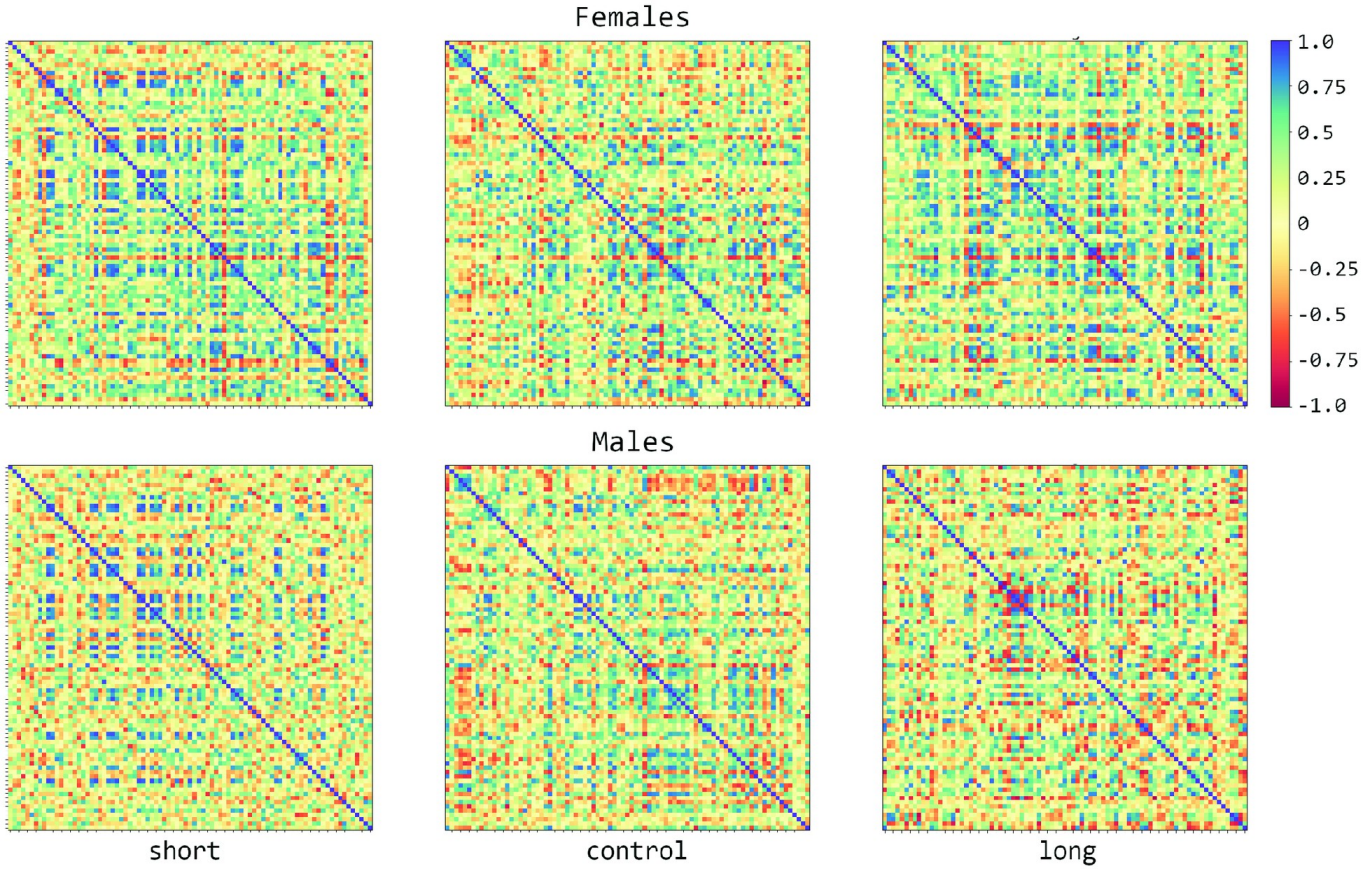
Signal variances and covariances normalized to range [-1,1] for females and males in each of the selection schemes: Short, control, and long. Each off-diagonal square is the expected value of the interaction between two of 85 genes, for a total of 3,570 pairs.

In addition to computing expected values, the posterior distributions were used to compare the signal covariances between selection schemes and set a cutoff. Distributions of the parameter for each sex-selection scheme were assembled from the parallel MCMC runs; 145 gene pairs in the selected populations are found to be different from controls (i.e. do not overlap with them at 95% credibility for either short, long or both populations). 

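The 95% interval of the Gaussian Process correlation lay apart from that of the controls in 158 of the 3570 pairs, or 4.43%, for at least 1 of the 4 selected groups. Of the 145 pairs in the paper's S12 Table, 54 were among them. The S12 Table lists 164 combinations of a pair and a group. The correlation had the same sign here in 157 of these combinations, and the interval lay apart in 55. With a mean of its own for each replicate population in place of the shared mean, 204 pairs lay apart, 66 of them under both settings. The count fell most, to 11, when only 1 replicate population of each scheme was kept. With 1 pool of each pair it was 59 and 82.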

Out of the 145, twelve gene pairs were common between males and females selected for long night sleep and one pair to males and females selected for short sleep; one gene pair was common to females in both selection schemes, and three pairs were common to males. 

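Of the 158 pairs, 2 lay apart from the controls in both males and females selected for long sleep, and 2 in both sexes selected for short sleep. In females 4 pairs lay apart under both selection schemes, and in males also 4.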

S11 Table shows the expected values of signal covariances normalized by the variances for all two-way interactions side by side with the Spearman correlations. S12 Table shows the subset of significant Gaussian Processes correlations.

We constructed a network for each sex/selection scheme combination based on the magnitude of the correlation between genes. The network for males selected for long sleep having significant gene interactions is shown in Fig 5 (S5 Fig shows the networks for the remaining three sex-selection scheme combinations). S13 Table lists the number of connections (degrees) that each gene has with the others in the network. The average number of connections for long-sleeper males was 2.6; the other three networks had average degrees of 2.0 or less (2.0 for long-sleeper females and short-sleeper males; 1.75 for short-sleeper females).

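Here the networks had 42 pairs among 41 genes in long-sleeper males, 51 among 47 in short-sleeper males, 32 among 33 in long-sleeper females and 45 among 40 in short-sleeper females. The mean number of connections was 2.05, 2.17, 1.94 and 2.25 in that order. The genes with the most connections were CG9123 and CR42547 with 5 in long-sleeper males, CG17026 with 5 in short-sleeper males, CG1304 and Fatp with 4 in long-sleeper females, and CG10444 and hiw with 6 in short-sleeper females. The correlation was higher than in controls in 20, 25, 16 and 22 of these pairs.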

**Fig 5:**
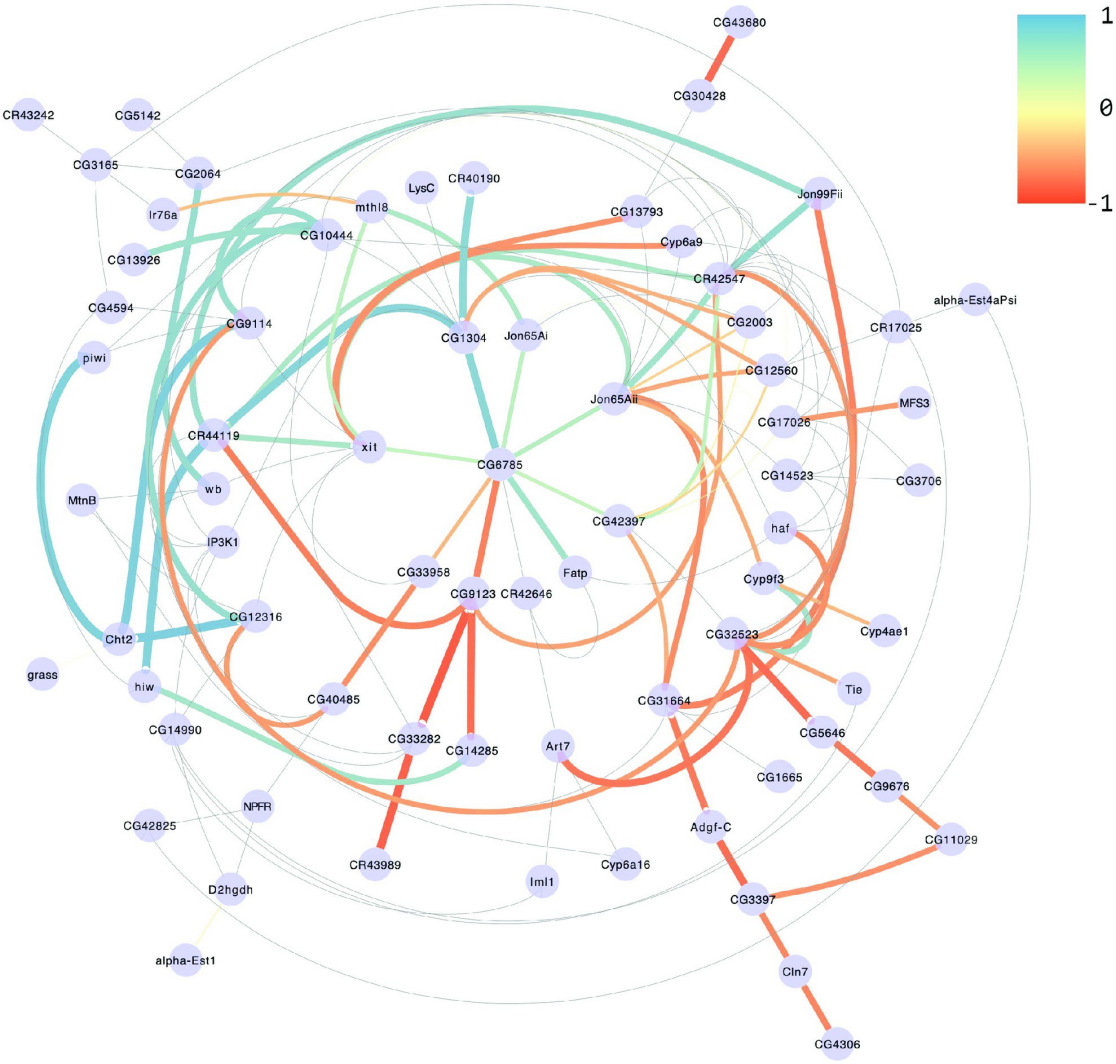
Gene interaction network in males selected for long sleep. Edges represent signal covariances whose posterior distributions do not overlap with that of controls at 95% credibility. Colors and line thickness indicate indicate the strength and the direction of the correlation. Thin gray lines show all 145 interactions significant for at least one of the four sex-selection scheme combinations.

For comparison, looking at significant (*ρ*_*sel*_ ≠ 0) Spearman correlations keeps almost three thousand interactions (i.e. excludes just a bit more than a tenth of the genes), and comparing the distributions *ρ*_*sel*_ versus *ρ*_*control*_—similar to how the Gaussian Processes are compared—still has over thirteen hundred. Therefore, computing correlations between genes using covariance estimates from the Gaussian Processes appears to increase specificity over direct correlations. Furthermore, the Gaussian Processes appear to be more sensitive in finding 68 gene pairs that are not found to be significant by the first Spearman approach and 18 not found by the second.

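Spearman correlations with p under 0.05 were found for 1762 pairs in short-sleeper females, 2051 in long-sleeper females, 1483 in short-sleeper males and 1679 in long-sleeper males. Of the pairs that the paper's S12 Table lists, 135 lay apart from the controls by Spearman's method. Of the 158 pairs apart by the Gaussian Process, 130 also lay apart by Spearman's method, 123 of them in the same sex and scheme. From the smaller number of pairs that the Gaussian Processes keep, the paper proposes that they raise the specificity over direct correlations.

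**Figure D5:**
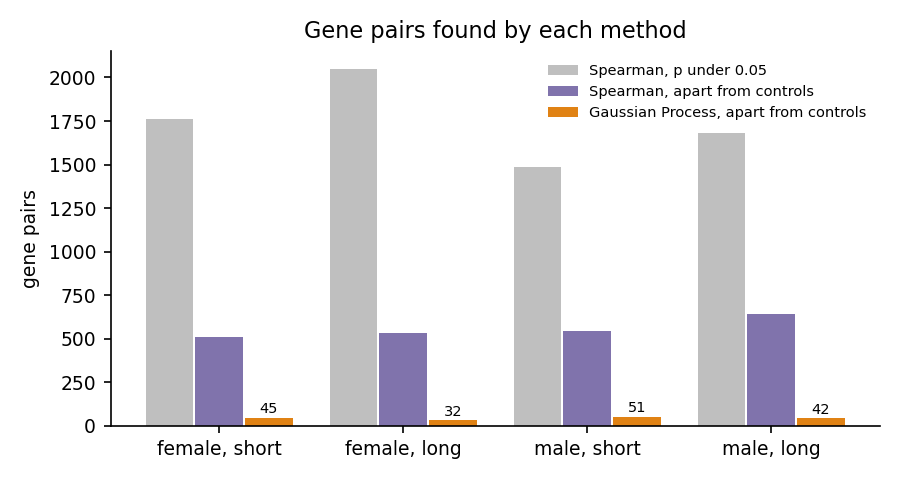
Number of gene pairs, of 3570, with a Spearman correlation with p under 0.05, with a Spearman interval apart from the controls and with a Gaussian Process interval apart from the controls, in each sex and selection scheme. The Gaussian Process bars are labelled with their counts, from 32 to 51.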

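Here 3 pairs lay apart by the Gaussian Process without a Spearman correlation with p under 0.05 in any of the 4 selected groups, and 28 without a Spearman interval apart from the controls in any of them. When the same sex and scheme was required, the numbers were 45 and 41 of 170 combinations of a pair and a group.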

Finally, we examined known interactions between the 85 genes and any other genes using the *Drosophila* Interaction Database, DroID [85]. We found 2,830 interactions; 8 of these were one of the 3,570 between the 85 genes, but none of them overlapped with the 145 gene pairs found to be different from controls. The gene interactions we observed may therefore be unique to sleep.

### Mutational analyses confirms role of candidate genes and interacting gene expression networks in sleep

We tested five genes for differences in sleep as compared to their isogenic control: *CG12560*, *CG13793*, *Cytochrome* *P450 6a16* (*Cyp6a16*), *highwire* (*hiw*), and *Jonah 65Aii* (*Jon65Aii*) (S1 Table). All of the *Minos* insertions altered night sleep (Fig 6). Night sleep increased from 50—115 minutes beyond the *w*^1118^ control line (all *P*-values < 0.0125, the Bonferroni-corrected *P*-value; S1 Table). Flies having a *Minos* insertion in *Jon65Aii* slept 66 minutes less than their corresponding *y*^1^*w*^67c23^control (*P* < 0.0001). All *Minos* insertions had the same directional effect on night sleep for both males and females, but only the *CG12560* and *Jon65Aii* insertions had statistically significant effects on night sleep on each sex separately (S1 Table). Thus, all genes affected night sleep duration, but *CG12560* and *Jon65Aii* had the greatest effect on both sexes.

**Fig 6:**
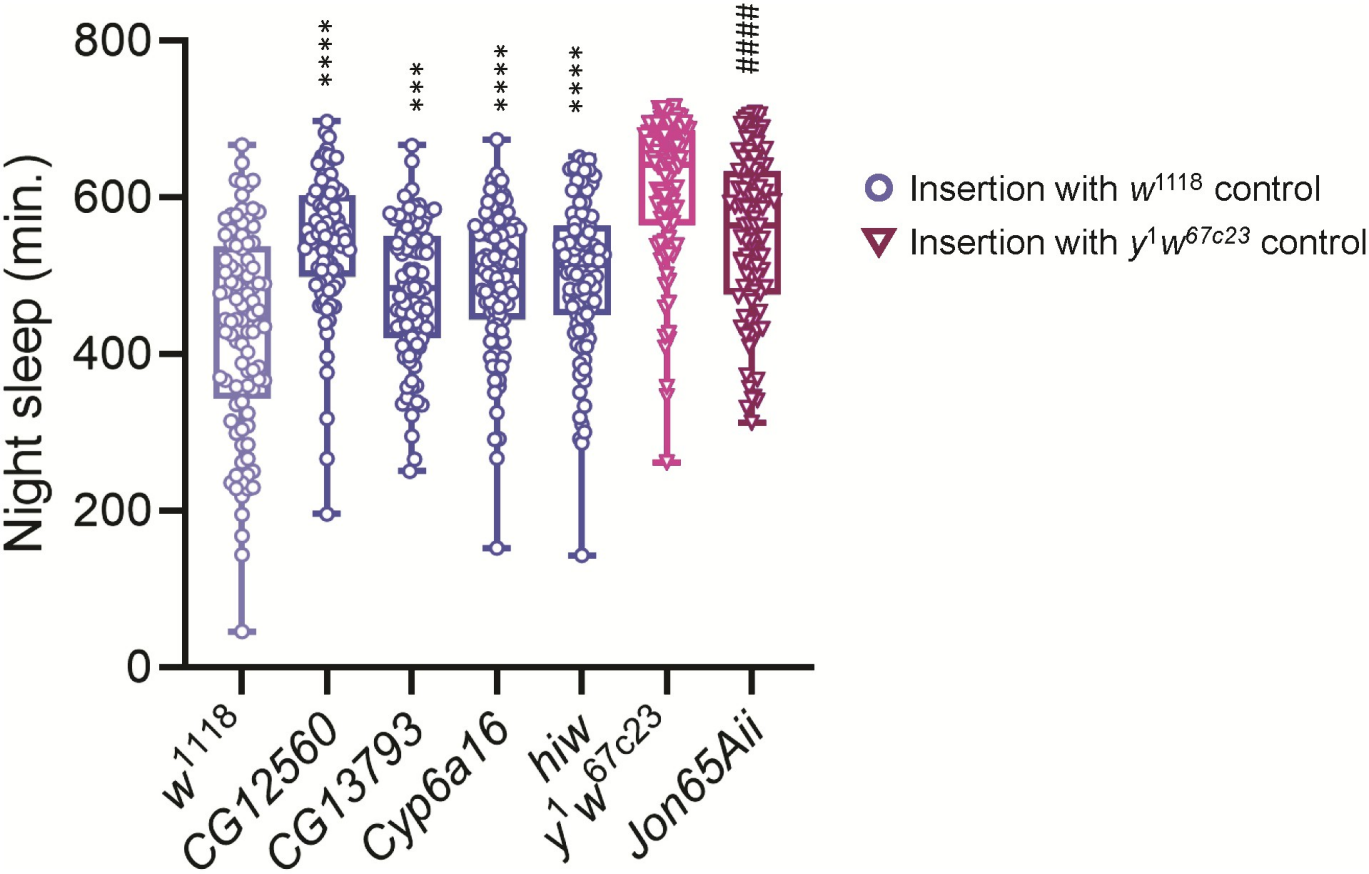
Night sleep in *Minos* mutations. The figure compares night sleep duration in each mutant with that of its respective control. Blue circles indicate *Minos* insertions with *w*^1118^ control strain; red triangles indicate *Minos* insertions with *y*^1^*w*^67c23^ control strain. **** or ^####^, *P* < 0.0001; ***, *P* < 0.001, three-way ANOVA. All *P*-values are less than the Bonferroni-corrected *P*-value of 0.0125.

Gene expression decreased significantly in the *CG12560* and *Jon65Aii* *Minos* insertions relative to their controls (S6 Fig). The remaining *Minos* insertion lines had some changes in gene expression relative to the control, however, the changes were not formally significant. Potential reasons for the lack of a significant change in gene expression in the remaining lines include: the position of the insertion within the targeted gene, which has variable effects on its expression; the relatively low statistical power of the experiment; confining our observation to a single timepoint during the day; or pooling whole flies, which might obscure gene expression changes occurring at a single-tissue level.

Our baseline expectation was that expression levels between knockdown and control lines should not be affected for most genes. For candidate genes, we hypothesized that the ratio of gene expression between the *Minos* insertion line and its respective control would differ considerably from 1.0; conversely, the ratio of gene expression between *Minos* insertion line and control would be approximately 1.0 for unrelated genes—that expectation is confirmed by the distributions consistently centered around unity (median = 0.995). We plotted the ratios of candidate genes against the distributions of the matching random sets (Fig 7). Our supposition was largely realized for *CG12560* and *Jon65Aii*, the two genes having significant knockdown in gene expression (S7 Fig and S14 Table).

**Fig 7:**
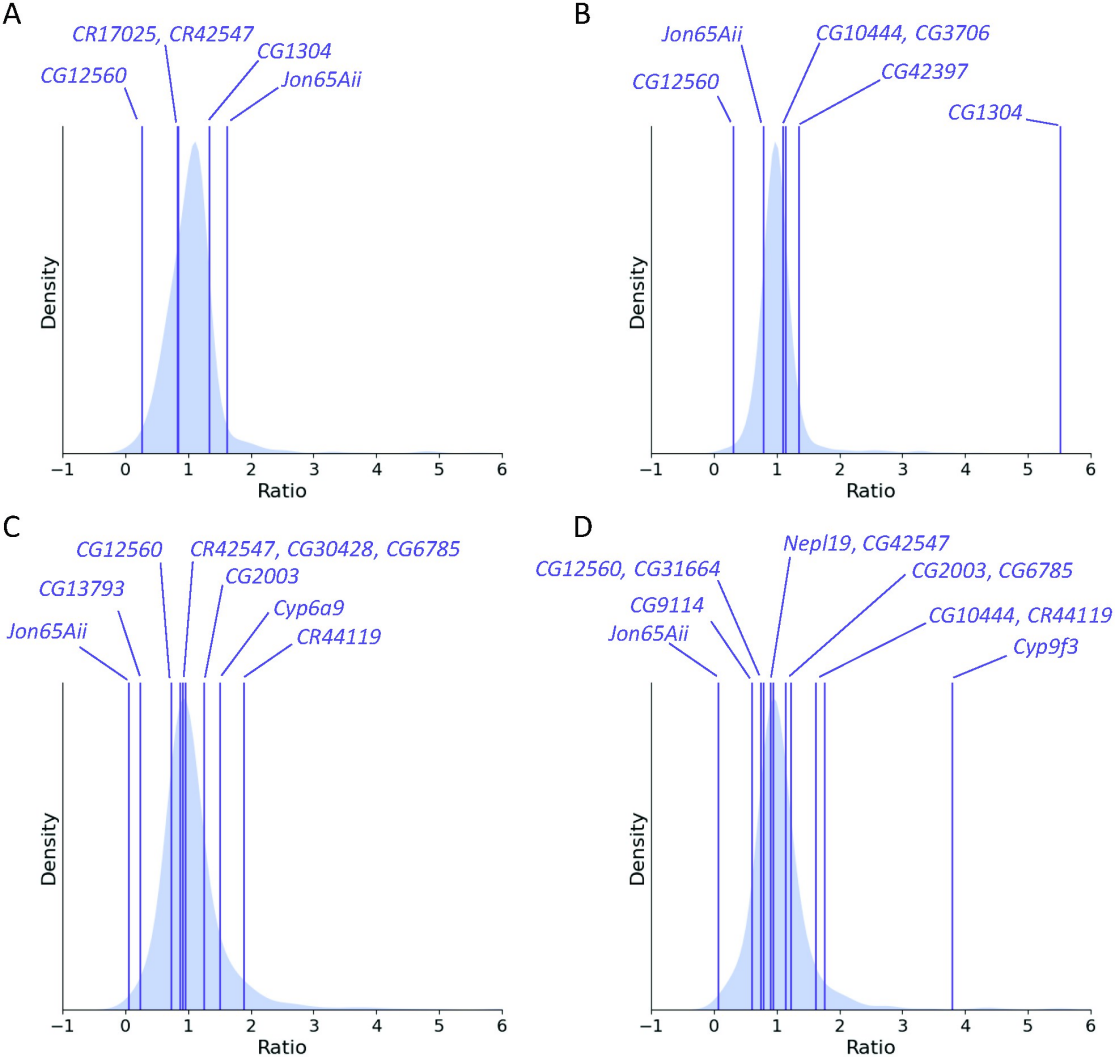
Comparison of ratios of gene expression between genes with significant Gaussian Process correlations and unrelated genes for *CG12560* and *Jon65Aii* mutants. Purple lines show the ratio of mutant gene expression to control for genes with significant Gaussian Process correlations. The distribution of gene ratios for 1, 000 unrelated genes is plotted in the background. Genes having the most extreme ratios are indicated; see S14 Table for the calculations. (A) *CG12560* females; (B) *CG12560* males; (C) *Jon65Aii* females; (D) *Jon65Aii* males.

## Discussion

We have shown that robust, reproducible phenotypic changes in *Drosophila melanogaster* sleep are associated with hundreds (405 in males, 820 in females) of individual shifts in gene expression—and as a consequence hundreds of thousands of potential combinations [(4052)>8·104 and (8202)>3·105]. Nevertheless, unique interactions important to the phenotypes are a comparatively small number (145 out of (852)=3570 possible combinations of the 85 genes common to males and females). 

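The expression of each gene was also tested against the mean night sleep in hours of the same population, sex and generation, which the paper lists in its S15 Table, in a fit with generation as a factor and an intercept for each population. With edgeR's quasi-likelihood test at an adjusted p-value under 0.001, 641 genes were associated with night sleep in males and 234 in females, and 349 and 151 of them were higher with more sleep. Of the genes called for the slopes on generation, 331 in males and 120 in females were among them. The count in females ranged from 97 without long Replicate 1 to 1763 without short Replicate 1, and in males from 189 without short Replicate 2 to 1086 without short Replicate 1. When populations were given the night sleep of one another, 28 of 100 assignments gave as many genes in females, the real one included. The 234 genes are thus not shown to follow sleep. In males the real assignment alone gave as many at this limit, but others did at wider limits. The adjusted p-value of night sleep was 0.0116 in males and 0.0243 in females for CG1304, and 0.000198 and 0.000351 for LysC.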

We have also shown that these interactions cannot be found with linear model analyses or conventional correlation calculations only, but are specifically identified using a combination of an informative experimental design with densely-sampled time points to generate a large scale data set, and a nonparametric, nonlinear model-based approach that explicitly accounts for covariance in gene expression.

The genes we identify herein overlap and extend previous work. 

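The genes called in at least 1 sex numbered 1679 at the adjusted p-value under 0.001, and 965 with the block on replicate number.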

Of the 1,140 genes implicated in the generalized linear model, 151 (13.2%) overlapped with previous candidate gene, random mutagenesis, gene expression, and genome-wide association studies of sleep and circadian behavior in flies [10, 11, 84, 86–99]. Notably, previous studies identified the genes *CG17574*, *cry*, *dro*, *mip120*, *Mtk*, *NPFR1*, *pdgy*, *PGRP-LC*, *Shal*, and *vari* as affecting sleep duration [84, 88–91, 93, 97, 99]. 

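In males 2 of these 10 genes were called, CG17574 (adjusted p = 2.14e-06 from edgeR's quasi-likelihood test) and NPFR1 (adjusted p = 3.53e-05 from the same test), and 3 of 10 when adjusted over the list alone. The call of CG17574 rested on long Replicate 1, where its added slope was 0.066 log2 units per generation. In short Replicates 1 and 2 and long Replicate 2 the slopes were -0.023, -0.007 and -0.002. Without long Replicate 1 its adjusted p-value in males from the same test was 0.557. In females 6 were called, namely cry, Mtk, NPFR1, pdgy, PGRP-LC and vari, and 9 when adjusted over the list alone, which is not independent evidence since the study chose these genes on the same samples. With the block on replicate number the adjusted p-value was 0.0011 for cry (range 4.79e-10 to 0.011 over the alternatives), 0.00118 for Mtk (3.97e-06 to 0.358) and 0.00234 for PGRP-LC (0.000108 to 0.226), so these were not called. The adjusted p-values of the other four in females were 0.00158 for dro, 0.00107 for mip120, 0.00113 for Shal and 0.207 for CG17574. In NPFR1 the short slopes were negative in both sexes and both replicates, -0.092 ± 0.027 and -0.057 ± 0.027 log2 units per generation in males and -0.076 ± 0.028 and -0.079 ± 0.029 in females (± standard error). Its long slopes were 0.072 ± 0.027 and 0.035 ± 0.027 in males and 0.081 ± 0.028 and 0.013 ± 0.028 in females. In pdgy the slopes went in different directions in the sexes, with -0.036, -0.013, -0.040 and -0.011 in males and 0.016, 0.056, 0.022 and 0.063 in females for short Replicates 1 and 2 and long Replicates 1 and 2. The adjusted p-value of that difference between the sexes was 1.68e-06 from edgeR's quasi-likelihood test, which takes libraries as replicates. Over all genes, exchanging the sexes of whole populations gave as many differences in 24 of 32 exchanges. A difference that holds over populations is thus not shown.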

Two genes, *ringer* and *mip120*, overlapped with our previous study of DNA sequence variation in flies selected for long and short sleep [10]. In that study we identified a polymorphism in an intron of *ringer* that changed in allele frequency with selection, with increases in the population frequency of the ‘G’ allele with increasing sleep, while the frequency of the ‘A’ allele increased with decreasing sleep. When the selective breeding procedure was relaxed, the frequency of the ‘G’ allele increased in short-sleeping populations, paralleling an increase in sleep [100]. One possibility is that this polymorphism contributes to the changes in gene expression in *ringer* that we observed in the present study. 

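For ringer (FBgn0266417, on 3L from 16354746 to 16359428 in BDGP6.54) the added slopes in females were -0.010 ± 0.017 and -0.053 ± 0.017 log2 units per generation in short Replicates 1 and 2, and 0.027 ± 0.018 and -0.052 ± 0.017 in long Replicates 1 and 2 (± standard error). The adjusted p-value from edgeR's quasi-likelihood test was 0.00113 in females, with a range of 7.94e-05 to 0.292 over the alternatives, and 0.473 in males. The 2 populations numbered 2 thus fell against the controls under either scheme.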

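The genes CG10444, CG2003, CG5142, CG6785, CG9114, CG9676, CR42646, hiw, NPFR1, Tie and wb were called in both sexes, 11 of 11 in each, and all of them passed when adjusted over the list alone. The paper chose them on these samples, so this is not independent evidence. The highest adjusted p-values from edgeR's quasi-likelihood test were 0.000261 for hiw in males and 0.000191 for CG10444 in females. Some calls rested on 1 population. In males the adjusted p-value from this test was 0.994 for Tie without short Replicate 2 and 0.559 for CG2003 without short Replicate 1. Without long Replicate 2 it was 0.108 for CG6785 in males, and 0.585 for CG10444 and 0.351 for CG5142 in females. The block on replicate number removed several calls. In males the adjusted p-value was then 0.0031 for hiw (range 1.26e-10 to 0.406 over the alternatives), 0.0109 for CG9676 (7.64e-09 to 0.0908) and 0.00457 for CG9114 (8.79e-09 to 0.079). In females it was 0.185 for hiw, the highest of a range that starts at 4.37e-09, 0.00117 for CG10444 (1.42e-07 to 0.585) and 0.00114 for CG5142 (2.28e-09 to 0.351). CR42646 had opposite trends, with short slopes of 0.097 ± 0.040 and 0.137 ± 0.044 log2 units per generation and long slopes of -0.027 ± 0.040 and -0.181 ± 0.043 in males (± standard error). In females its short slopes were 0.111 ± 0.040 and 0.104 ± 0.043 and its long slopes -0.023 ± 0.040 and -0.263 ± 0.048. In wb all slopes were negative, from -0.12 to -0.17 in males and from -0.21 to -0.30 in females, where the controls rose by 0.14 and 0.21. For the difference between the sexes in the slopes of CG9676, CG9114 and Tie, edgeR's quasi-likelihood test gave adjusted p-values of 6.01e-06, 1.61e-07 and 0.000781. That test takes libraries as replicates. Exchanging the sexes of whole populations gave as many genes in 24 of 32 exchanges. A difference between the sexes that holds over populations is thus not shown for these genes.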

Of the 85 genes common to both sexes that we used in the gene interaction networks, 11 (13%) appear in other studies of sleep: *CG10444*, *CG2003*, *CG5142*, *CG6785*, *CG9114*, *CG9676*, *CR42646*, *hiw*, *NPFR1*, *Tie*, and *wb* [11, 89, 92, 95]. Thus, our study corroborates genes known to affect sleep, and identifies new candidate genes for sleep as well.

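The genes CG1304, CG10472, CG14990, CG32523, CG9676, grass, Jon65Ai, Jon65Aii and Jon99Fii were called in both sexes, 9 of 9 in each. All 9 passed when adjusted over the list alone, which is not independent evidence since the study took them from its own calls. The Jonah genes belong to a family of similar copies, so their counts are uncertain where reads are shared. In CG14990 the short slopes were -0.109 ± 0.016 and -0.078 ± 0.016 log2 units per generation in males and -0.121 ± 0.024 and -0.151 ± 0.023 in females (± standard error), and the mean short slope lay below the mean long slope by an adjusted p-value of 6.08e-07 in males and 8.98e-06 in females from edgeR's quasi-likelihood test. Jon65Aii rose against the controls in long Replicate 1, by 0.308 ± 0.047 in males and 0.241 ± 0.056 in females, and in long Replicate 2 its slopes were -0.110 ± 0.050 and -0.065 ± 0.052. Jon99Fii had slopes of 0.291 ± 0.043 and 0.290 ± 0.066 in long Replicate 1, and without that population its adjusted p-value in males was 0.605, in a range that starts at 3.91e-14. For Jon65Ai in males it was 0.229 without long Replicate 1, in a range that starts at 4.59e-10, and for grass in males 0.662 without short Replicate 1, in a range that starts at 3.33e-05. With the block on replicate number CG9676 and 2 further genes were not called in males, CG10472 with 0.00788 (range 6.77e-08 to 0.12 over the alternatives) and grass with 0.0275. In females 5 were not, Jon65Aii with 0.0453 (1.57e-06 to 0.177), CG10472 with 0.366 and Jon99Fii with 0.267, the highest of ranges that start at 9.59e-07 and 2.38e-07, grass with 0.0506 (5.27e-07 to 0.114) and Jon65Ai with 0.177 (5.4e-05 to 0.262).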

Interestingly, our Gene Ontology analysis identified nine genes from the 85-gene network with predicted Serine endopeptidase/peptidase/hydrolase activity: *CG1304*, *CG10472*, *CG14990*, *CG32523*, *CG9676*, *grass*, *Jon65Ai*, *Jon65Aii*, and *Jon99Fii*. All of these genes are expressed in neurons and epithelial cells, and all genes are expressed at the adult stage [101]. Serine proteases are a large group of proteins (257 in Drosophila) that perform a variety of functions [102]. Their predicted enzymatic activity suggests a putative role in proteolysis. This is an intriguing observation given pioneering work in mammals which suggested a role for sleep in exchanging interstitial fluid and metabolites between the brain and cerebral spinal fluid [8]. Recent work demonstrated that a similar function is conserved in flies via vesicular trafficking through the fly blood-brain barrier [103]. It would be interesting to determine whether these genes function in this process.

We observed changes in night sleep duration for all *Minos* insertions tested, and the effects were more prominent in females. Sex-specific effects of mutations on sleep are common in flies [84, 104–108], and sex-biased effects are often noted in females [109–113]. Remarkably, we noted gene expression relationships among genes with predicted significant Gaussian Process correlations in the *Minos* insertion lines despite the fact that the sleep was neither extremely long or short in mutants or controls, and the genetic background of these lines (*w*^1118^ or *y*^1^*w*^67c23^) is completely different from the outbred Sleep Advanced Intercross Population that we used for artificial selection.

Here we extracted RNA from flies at a single circadian timepoint, ZT6. However, gene expression is known to cycle in fly heads and bodies, begging the question of whether the genes we identified at a single timepoint are subject to cycling over the 24-hour day. We therefore compared our list of genes that were significantly associated with selection scheme over generation (405 genes for males; 820 genes for females; 85 genes overlapping both sexes) with genes known to have cycling expression [114–120]. We found that 47 of the 405 genes identified for males cycle (11.6%), 170 of the 820 genes identified for females cycle (20.7%), and 13 of the 85 genes overlapping between males and females cycle (15.3%). Thus, most of the genes we identified are not known to cycle over the 24-hour day.

That complex traits can be mostly explained by additive effects of individual genes (and their expression) is a common and sometimes useful assumption. While it underpins preliminary analyses that allow whole-transcriptome data to be understood, it eliminates the ability to infer interactions between them from the data and stops short from identifying relevant processes. Complex traits involve multiple genes, and the actual interactions giving rise to phenotypes are likely to be highly nonlinear [121]. These nonlinearities are not a mathematical construct, but a biological reality arising from chemical kinetics. Favoring approaches that account for these features will not only increase statistical power, but understanding of actual biological mechanisms beyond simple network representations of gene expression [122].

In most correlation and information-theory based methods the dimension (e.g. time or space) across which samples covary is only implicit [36]; the only possible conclusion from a significant correlation between two sets of observations is that one may have an effect on the other—i.e. the data alone does not allow the distinction between actual interactions and spurious correlation. Bioinformatic pipelines that have correlation as their starting point—in addition to carrying over its limitations—are not straightforwardly comparable to our approach (see S1 Appendix). In the context of Gaussian Processes, correlation between all pairs of data points—including within the same time series, i.e. autocorrelation—is explicit in time (or other dimension), so similar trends do not necessarily imply covariance between the sets of observations. Therefore, on the one hand GPs are a nonparametric method that requires no more biological knowledge than that for computing a linear correlation; on the other hand, while not an explicit description of dynamic biological processes, it is also a model-based approach that can be used within more mechanistic formalisms like differential equations [41, 43], or potentially be used to formulate specific hypotheses and build mechanistic models.

Although somewhat self-evident, it is important to highlight the fact that to describe correlations along time, multiple time points are needed—put another way, the use of a nonlinear model requires enough resolution in the data that the trajectory can be identified. To that end, a single high-resolution, large data set with a specific design, like the one generated in this work, will be more useful than several small data sets, for instance with only initial and final time points and allowing only two-sample linear comparison. Gene expression measured at the terminal generation of selection and compared among selected and control groups does identify candidate genes [24, 25, 28, 29, 31–33], but the relationship between pairs of genes is lost. Some studies evaluated gene expression during the last 2–3 generations of selection [27, 30]; however, the additional sampling was used to confirm consistency rather than change across time. Our approach of sampling over time enabled us to derive interactions between genes and demonstrated that unique gene expression network profiles develop in long sleepers as compared to short sleepers.

When employing methods of increasing complexity or sophistication there is always the question of how relevant the inference is or, in other words, how “real” are the parameters or processes in the model. This pursuit of simplicity may favor the use of methods based on linear models as more palpable approaches and less prone to arbitrary assumptions about how the parameters are put together; however, it is important to realize that linear coefficients are no more real than those of any other model. On the contrary, biological processes are not restricted by our ability to comprehend them. Therefore, what may seem as an Occam’s Razor-like simplicity will probably hinder accurate description of nature. Systems-level understanding of complex biology requires not only more and more detailed data, but better descriptions of the processes and methodology that captures higher-order phenomena. Equivalently, experimental validation of these phenomena will be more technically challenging to accomplish. Despite the additional difficulties, it must be recognized that methods that cannot possibly match the complexity of nature are doomed to scratch all over the surface without realizing a deeper understanding. The Gaussian Processes we apply herein have broad applications to other experimental designs, such as gene expression measured at varying time intervals over the circadian day, or time-based sampling of gene expression responses to drug administration.

## Supporting information

S1 Fig Principal Component Analysis (PCA). PCA on matrix of normalized expression data shows complete separation of sexes along the first component, which explains 65% of the variance in the data.
(PDF) Click here for additional data file.

S2 Fig Correlated response to selection for long/short night sleep and associated coefficient of environmental variation. A, day bout number; B, day bout number coefficient of environmental variation (*CV*_*E*_); C, day sleep; D, day sleep *CV*_*E*_; E, night bout number; F, night bout number *CV*_*E*_; G, night sleep; H, night sleep *CV*_*E*_; I, waking activity; J, waking activity *CV*_*E*_; K, sleep latency; L, sleep latency *CV*_*E*_; M, day average bout length; N, day average bout length *CV*_*E*_; O, night average bout length; P, night average bout length *CV*_*E*_; Q, night sleep standard deviation. Light green, Replicate 1 long-sleeper population; Dark green, Replicate 2 long-sleeper population; Orange, Replicate 1 short-sleeper population; Red, Replicate 2 short-sleeper population; Gray, Replicate 1 control population; Black, Replicate 2 control population. *CV*_*E*_, coefficient of environmental variation.
(PDF) Click here for additional data file.

S3 Fig Correlation of night sleep between flies harvested for RNA and all flies in the population. A, long-sleeping Replicate 1; B, long-sleeping Replicate 2; C, short-sleeping Replicate 1; D, short-sleeping Replicate 2; E, control Replicate 1; F, control Replicate 2.
(PDF) Click here for additional data file.

S4 Fig Gaussian Process model fits to selected genes. A, fit of Gaussian Process model to pair of genes *haf* and *CG1304*; B, fit of Gaussian Process model to pair of genes *CR43242* and *CG1304*; C, fit of single-channel Gaussian Process model to *CG1304* gene; D, fit of single-channel Gaussian Process model to *LysC* gene.
(PDF) Click here for additional data file.

S5 Fig Gene interaction networks. A, Males selected for short sleep; B, Females selected for long sleep; C, Females selected for short sleep.
(PDF) Click here for additional data file.

S6 Fig Gene expression in *Minos* mutants. For each candidate gene, the gene expression in the *Minos* mutant and corresponding control are plotted. * or ^#^*P* < 0.05 by Kruskal-Wallis test. A, *CG12560*; B, *Jon65Aii*; C, *CG13793*; D, *Cyp6a16*; E, *hiw*.
(PDF) Click here for additional data file.

S7 Fig Comparison of ratios of gene expression between genes with significant Gaussian Process correlations and unrelated genes for *CG13793*, *Cyp6a16*, and *hiw* *Minos* mutants. A, *CG13793* females; B, *CG13793* males; C, *Cyp6a16* males; D, *hiw* females; E, *hiw* males.
(PDF) Click here for additional data file.

S1 Appendix Notes on multichannel Gaussian Processes. (PDF) Click here for additional data file.

S1 Table Effects of *Minos* insertions on sleep. For each gene the table lists the Flybase ID, Bloomington *Drosophila* Stock Center (BDSC) number, *Minos* genotype, and isogenic control line. For each sleep trait, the number of flies tested and mean sleep phenotype is given for sexes combined and females and males separately. *P*-values are listed for each term in the ANOVA model for sexes combined and for males and females separately. Significance is indicated by bold *P*-values.
(XLSX) Click here for additional data file.

S2 Table Quantitative genetics of the response to selection for long or short night sleep and related sleep parameters. For each trait, the ANOVA analysis results are presented. Source indicates each factor in the model. *gen*, generation; *rep*, replicate; *sel*, selection scheme; *d*.*f*., degrees of freedom; M.S., Type III mean squares; *F*, *F* ratio statistic; *P*, *P*–value.
(XLSX) Click here for additional data file.

S3 Table Quantitative genetics of the response to selection for long or short night sleep per generation. For each sleep trait, the ANOVA analysis results are presented for each generation. Source indicates each factor in the model. *rep*, replicate; *sel*, selection scheme; *d*.*f*., degrees of freedom; M.S., Type III mean squares; *F*, *F* ratio statistic; *P*, *P*-value.
(XLSX) Click here for additional data file.

S4 Table Quantitative genetics of control populations. For each sleep trait, the ANOVA analysis results are presented. Source indicates each factor in the model. *gen*, generation; *rep*, replicate; *d*.*f*., degrees of freedom; MS, Type III mean squares; *F*, *F* ratio statistic; *P*, *P*-value.
(XLSX) Click here for additional data file.

S5 Table Correlated response of sleep trait coefficient of environmental variance (*CV*_*E*_) to selection for long or short night sleep duration. For each sleep trait listed, the ANOVA results are presented. Source indicates each factor in the model. *gen*, generation; *sel*, selection scheme; *d*.*f*., degrees of freedom; M.S., Type III mean squares; *F*, *F* ratio statistic; *P*, *P*-value.
(XLSX) Click here for additional data file.

S6 Table GLM analysis results for females. GLM analysis results for each gene in females are shown as a row; the Maximum a Posteriori (MAP) parameter estimates and log-likelihoods are shown as well as *p*-values computed from the likelihood ratio test. Significance statistics corrected for multiple testing are also included, as well as the normalized counts for all samples.
(XLSX) Click here for additional data file.

S7 Table GLM analysis results for males. GLM analysis results for each gene in males are shown as a row; the Maximum a Posteriori (MAP) parameter estimates and log-likelihoods are shown as well as *p*-values computed from the likelihood ratio test. Significance statistics corrected for multiple testing are also included, as well as the normalized counts for all samples.
(XLSX) Click here for additional data file.

S8 Table Genes with opposite slopes for the short and long interaction terms of generation in females. Columns have the same meaning as those in S6 Table.
(XLSX) Click here for additional data file.

S9 Table Genes with opposite slopes for the short and long interaction terms of generation in males. Columns have the same meaning as those in S7 Table.
(XLSX) Click here for additional data file.

S10 Table Gene Ontology (GO) analysis results for 85 significant genes common to males and females. The table lists GO classification (Biological Process (BP), Molecular Function (MF), or Cellular Component (CC)); the GO term description; the number of genes associated with each GO term and their percentage relative to the total number of genes with that GO term in *D. melanogaster*; the enrichment *P* value, and the Benjamini-adjusted *P* value.
(XLSX) Click here for additional data file.

S11 Table Correlations obtained from normalizing Gaussian Process signal covariances (GP correlation) and from Spearman Correlation for each of the six sex and selection scheme combinations. (XLSX) Click here for additional data file.

S12 Table Expected values for the correlations obtained from normalizing Gaussian Process signal covariances (GP correlation) that do not overlap with controls for each of the six sex and selection scheme combinations. The value is missing if there is an overlap with controls in that condition.
(XLSX) Click here for additional data file.

S13 Table Degree for each gene in the GP network. For each sex and selection scheme, the table lists the number of genes connected to the gene in the network. NA, not applicable.
(XLSX) Click here for additional data file.

S14 Table Gene expression ratios calculated from *Minos* insertion line and control RNA-Seq data. For each target gene the table lists the corresponding control line, the Flybase ID and gene symbol of the gene predicted to interact with the target gene, the normalized expression of the interacting gene for the *Minos* target gene line and isogenic control line, and the ratio of normalized expression (*Minos*/control).
(XLSX) Click here for additional data file.

S15 Table Night sleep phenotypes. For each selection scheme, sex, generation, and population replicate, the number of flies, mean night sleep, and standard deviation (SD) of night sleep are listed.
(XLSX) Click here for additional data file.

# Supplementary material for: Nonlinear expression patterns and multiple shifts in gene network interactions underlie robust phenotypic change in Drosophila melanogaster selected for night sleep duration
**Source:** PLoS Comput Biol. 2023 Aug 10;19(8):e1011389. doi: 10.1371/journal.pcbi.1011389
**Supplement:** S1 Fig — PCA on matrix of normalized expression data shows complete separation of sexes along the first component, which explains 65% of the variance in the data.

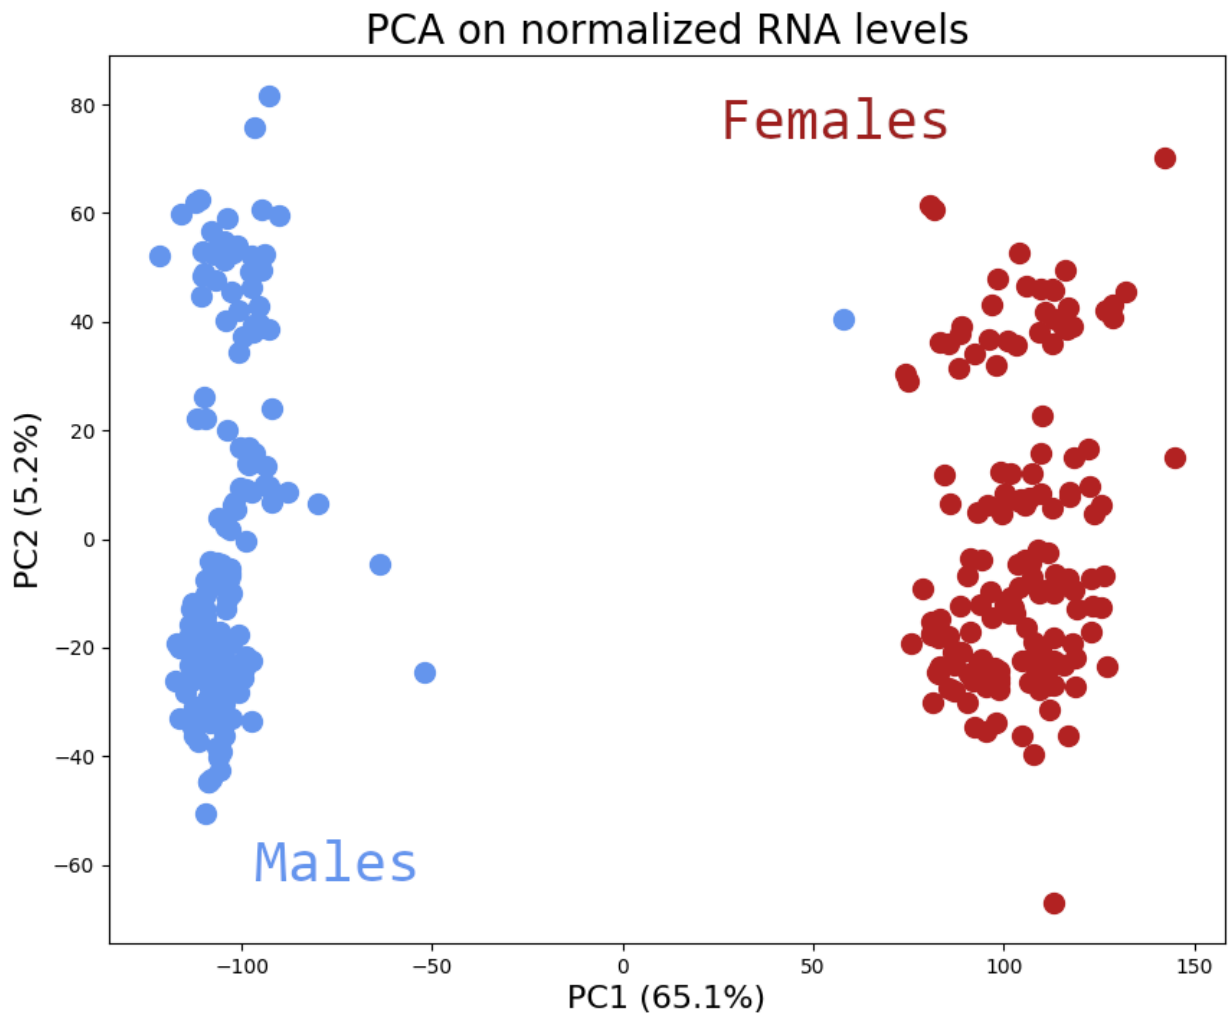

**S1 Fig. Principal Component Analysis (PCA).**

PCA on matrix of normalized expression data shows complete separation of sexes along the first component, which explains 65\% of the variance in the data.

# Supplementary material for: Nonlinear expression patterns and multiple shifts in gene network interactions underlie robust phenotypic change in Drosophila melanogaster selected for night sleep duration
**Source:** PLoS Comput Biol. 2023 Aug 10;19(8):e1011389. doi: 10.1371/journal.pcbi.1011389
**Supplement:** S2 Fig — A, day bout number; B, day bout number coefficient of environmental variation (CVE); C, day sleep; D, day sleep CVE; E, night bout number; F, night bout number CVE; G, night sleep; H, night sleep CVE; I, waking activity; J, waking activity CVE; K, sleep latency; L, sleep latency CVE; M, day average bout length; N, day average bout length CVE; O, night average bout length; P, night average bout length CVE; Q, night sleep standard deviation. Light green, Replicate 1 long-sleeper population; Dark green, Replicate 2 long-sleeper population; Orange, Replicate 1 short-sleeper population; Red, Replicate 2 short-sleeper population; Gray, Replicate 1 control population; Black, Replicate 2 control population. CVE, coefficient of environmental variation.

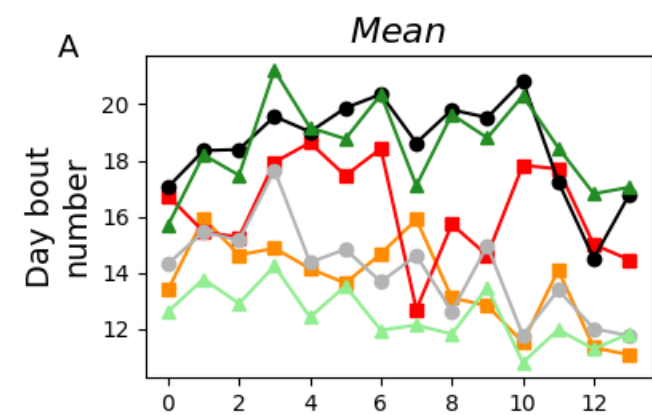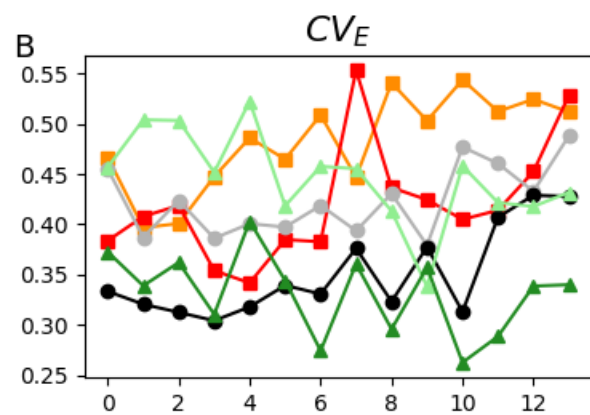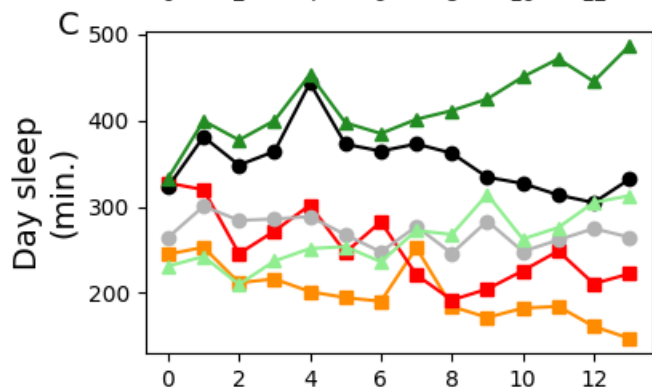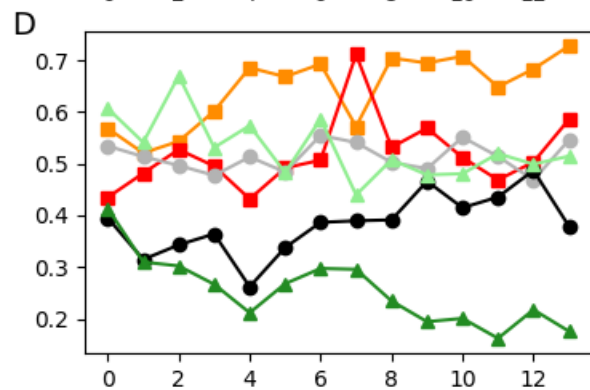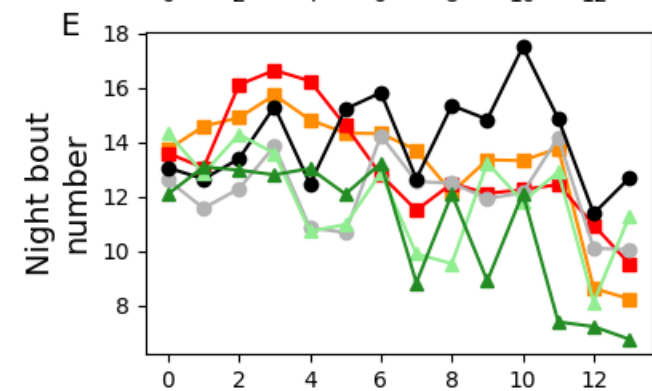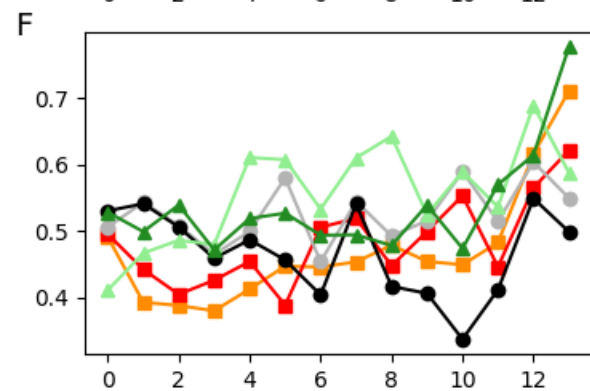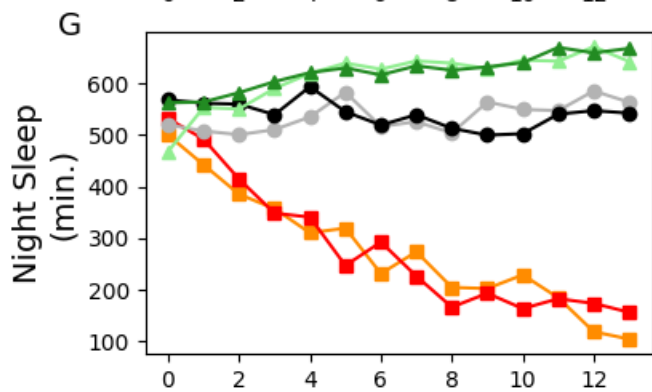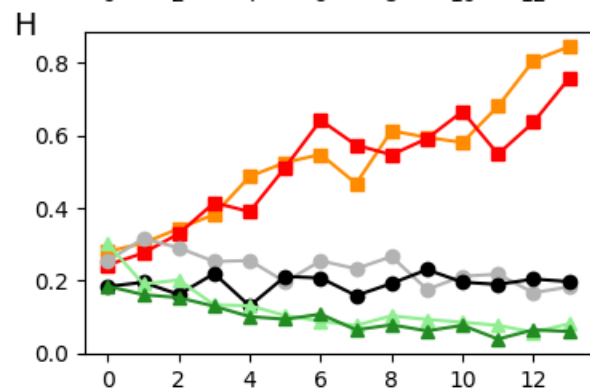

Generation

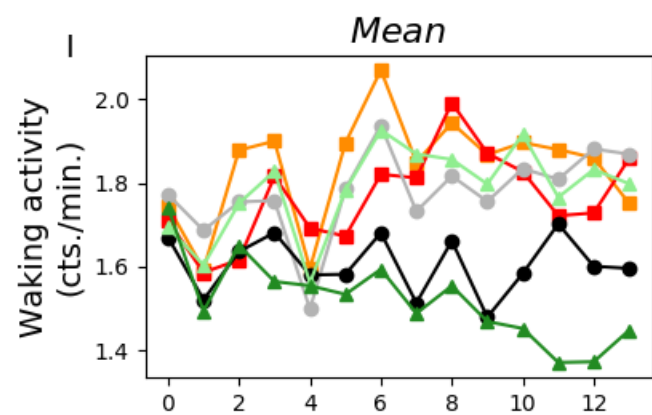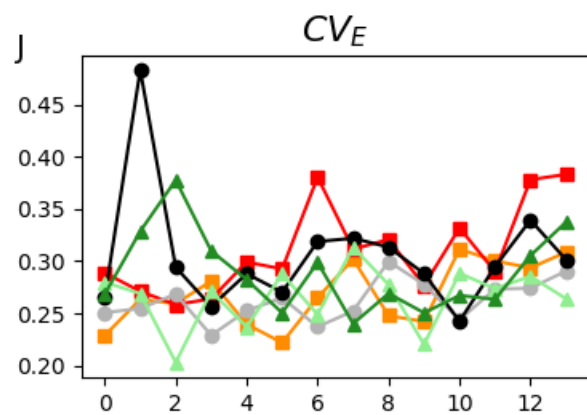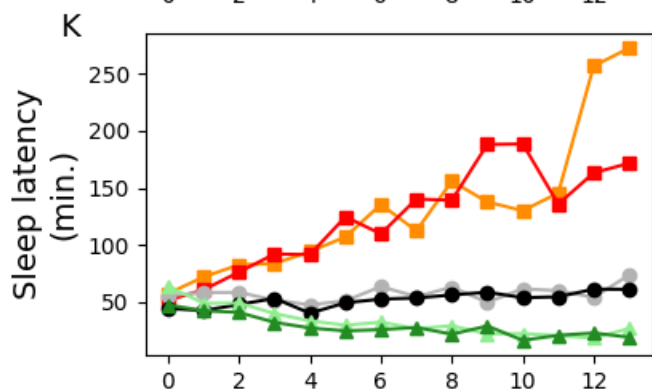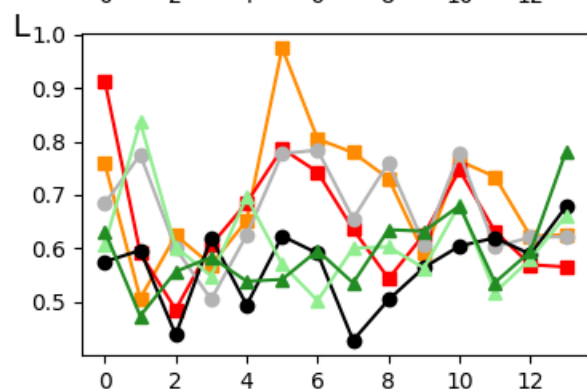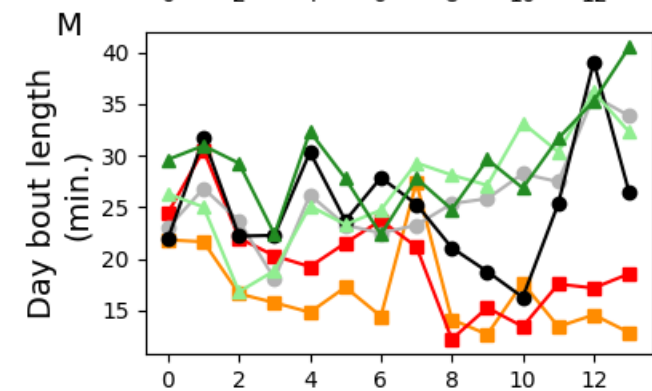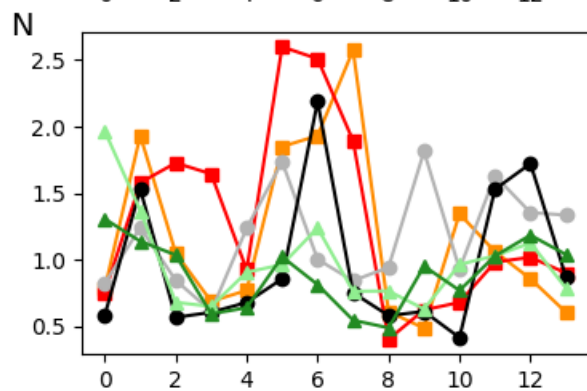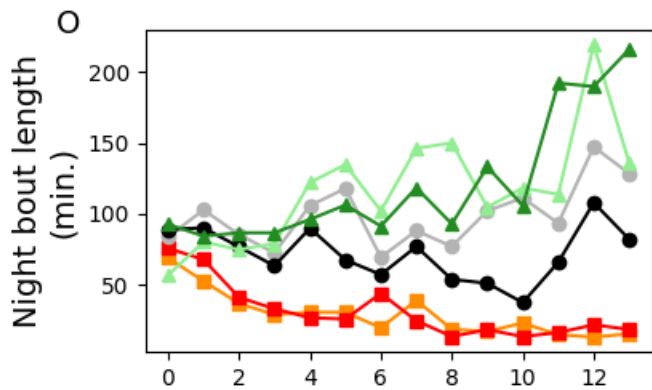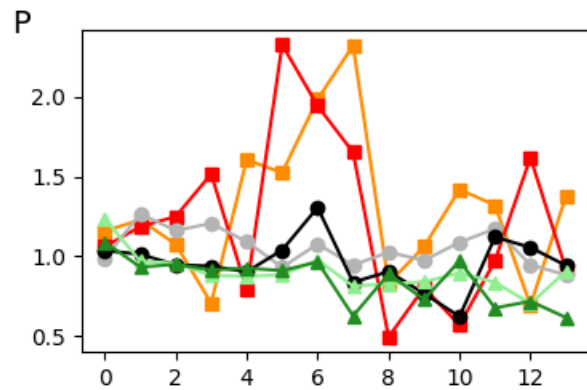

Q

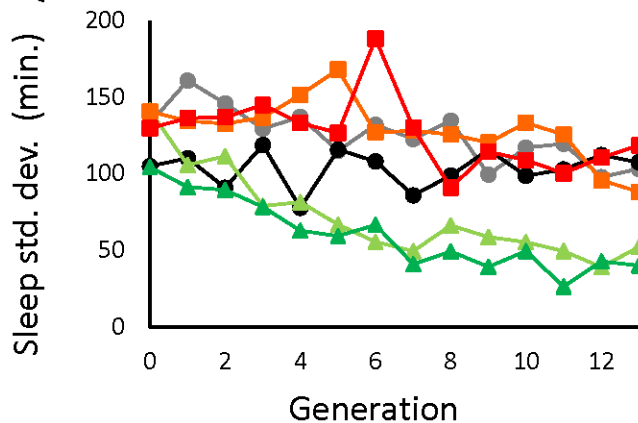

**S2 Fig. Correlated response to selection for long/short night sleep and associated coefficient of environmental variation.**

A, day bout number; B, day bout number coefficient of environmental variation  $CV_E$ ; C, day sleep; D, day sleep  $CV_E$ ; E, night bout number; F, night bout number  $CV_E$ ; G, night sleep; H, night sleep  $CV_E$ ; I, waking activity; J, waking activity  $CV_E$ ; K, sleep latency; L, sleep latency  $CV_E$ ; M, day average bout length; N, day average bout length  $CV_E$ ; O, night average bout length; P, night average bout length  $CV_E$ ; Q, night sleep standard deviation. Light green, Replicate 1 long-sleeper population; Dark green, Replicate 2 long-sleeper population; Orange, Replicate 1 short-sleeper population; Red, Replicate 2 short-sleeper population; Gray, Replicate 1 control population; Black, Replicate 2 control population.  $CV_E$ , coefficient of environmental variation.

# Supplementary material for: Nonlinear expression patterns and multiple shifts in gene network interactions underlie robust phenotypic change in Drosophila melanogaster selected for night sleep duration
**Source:** PLoS Comput Biol. 2023 Aug 10;19(8):e1011389. doi: 10.1371/journal.pcbi.1011389
**Supplement:** S3 Fig — A, long-sleeping Replicate 1; B, long-sleeping Replicate 2; C, short-sleeping Replicate 1; D, short-sleeping Replicate 2; E, control Replicate 1; F, control Replicate 2.

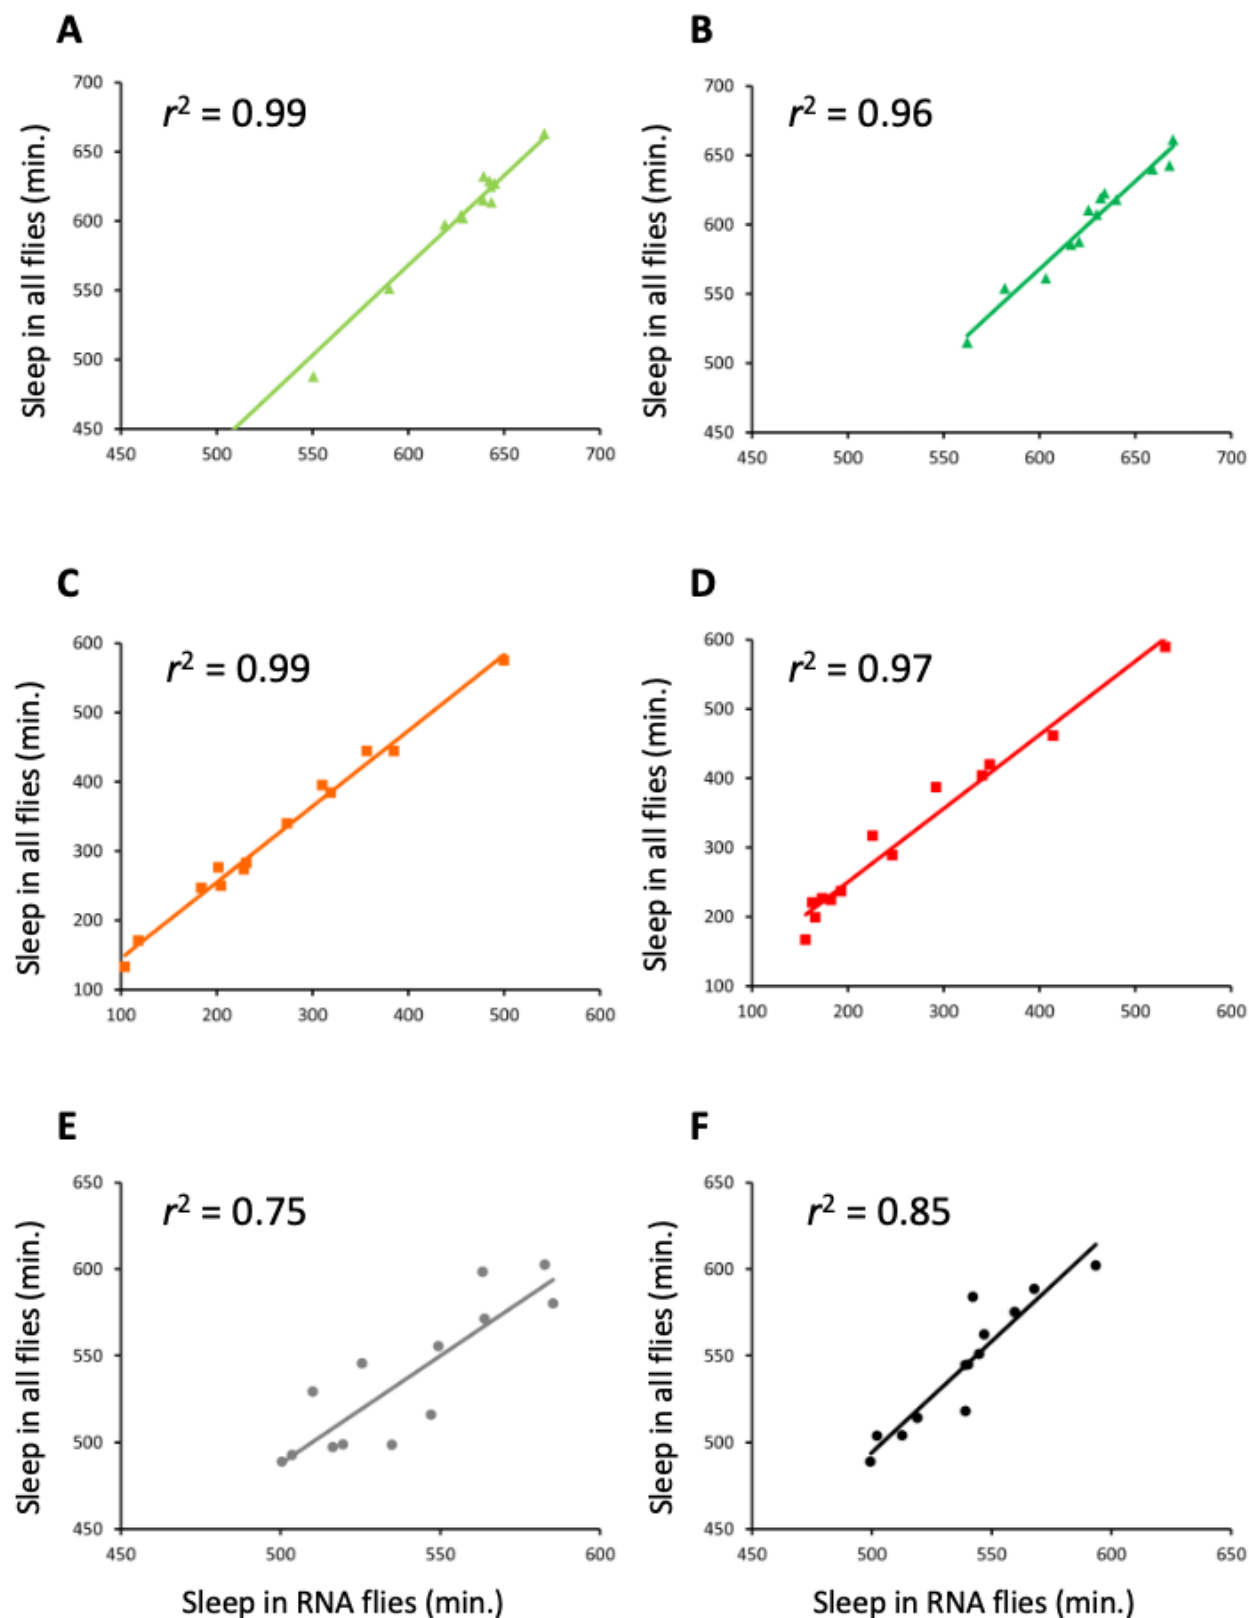

**S3 Fig. Correlation of night sleep between flies harvested for RNA and all flies in the population.** A, long-sleeping Replicate 1; B, long-sleeping Replicate 2; C, short-sleeping Replicate 1; D, short-sleeping Replicate 2; E, control Replicate 1; F, control Replicate 2.

# Supplementary material for: Nonlinear expression patterns and multiple shifts in gene network interactions underlie robust phenotypic change in Drosophila melanogaster selected for night sleep duration
**Source:** PLoS Comput Biol. 2023 Aug 10;19(8):e1011389. doi: 10.1371/journal.pcbi.1011389
**Supplement:** S4 Fig — A, fit of Gaussian Process model to pair of genes haf and CG1304; B, fit of Gaussian Process model to pair of genes CR43242 and CG1304; C, fit of single-channel Gaussian Process model to CG1304 gene; D, fit of single-channel Gaussian Process model to LysC gene.

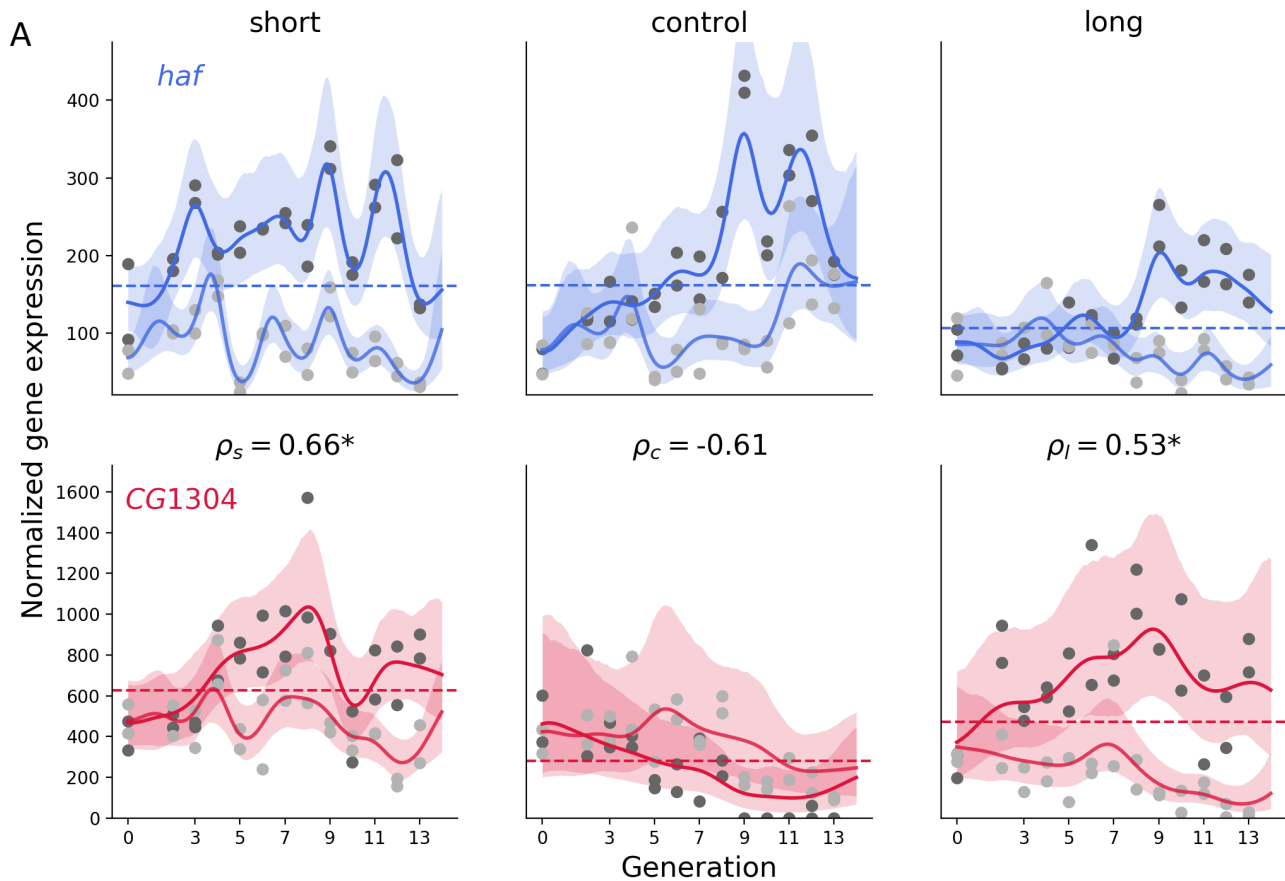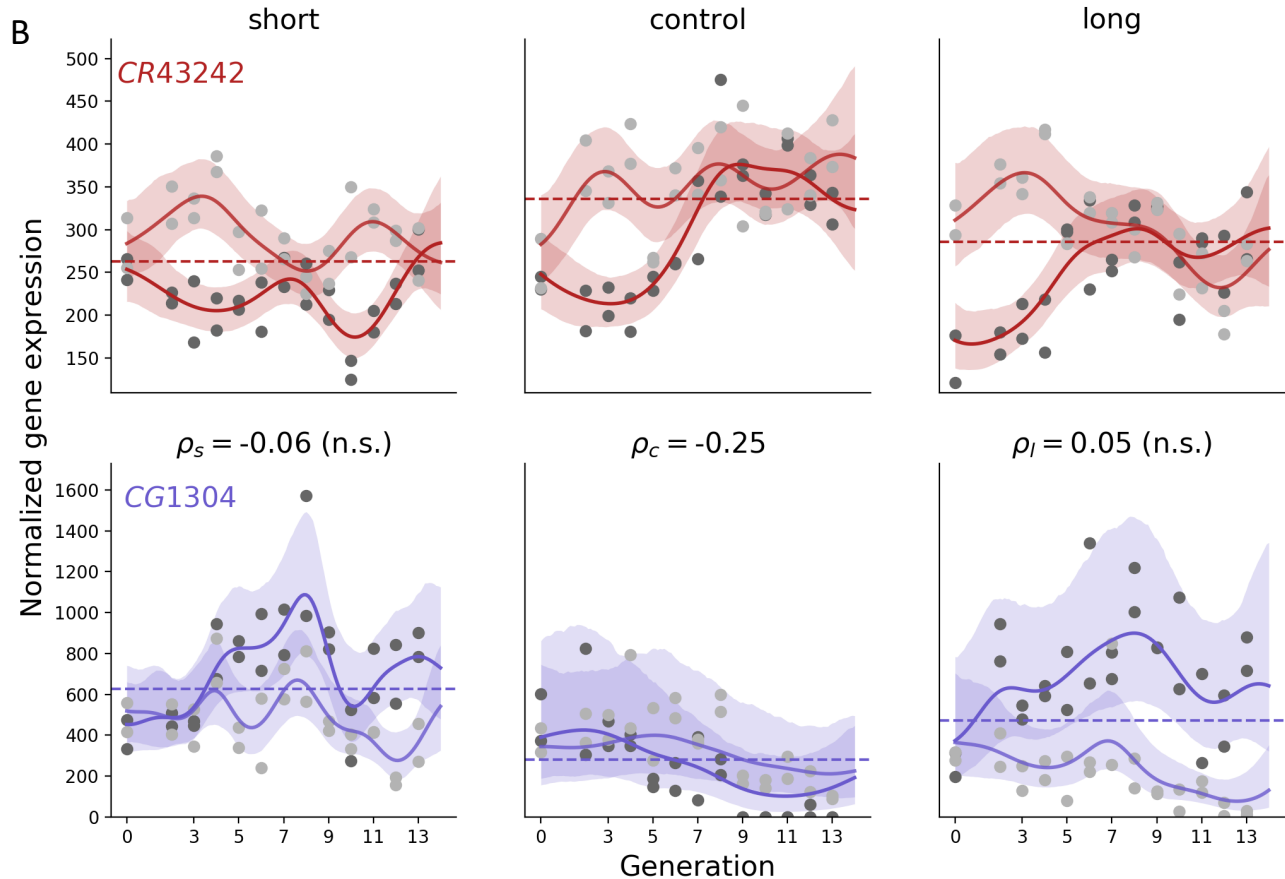

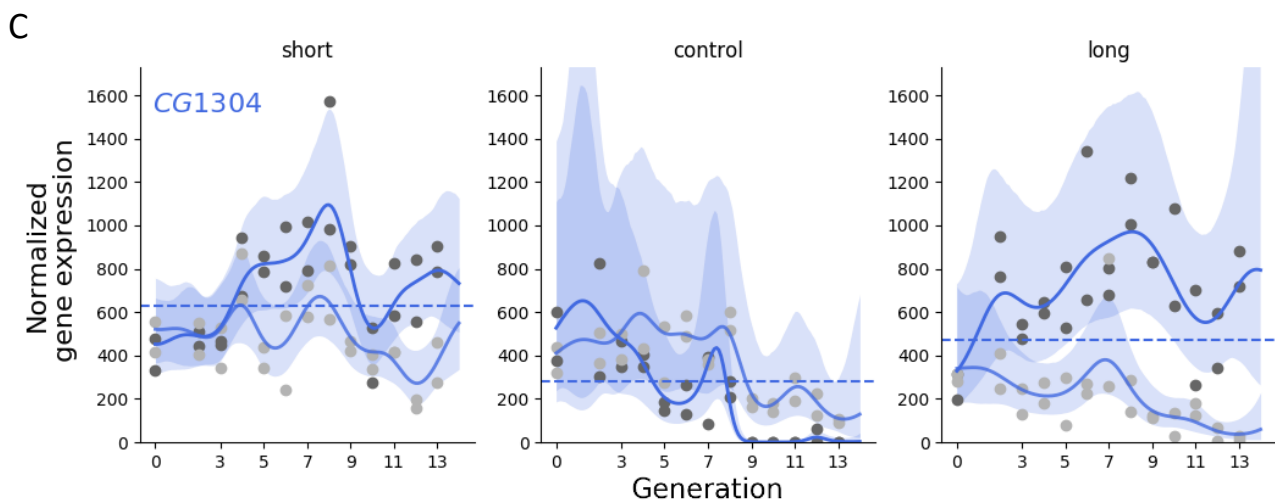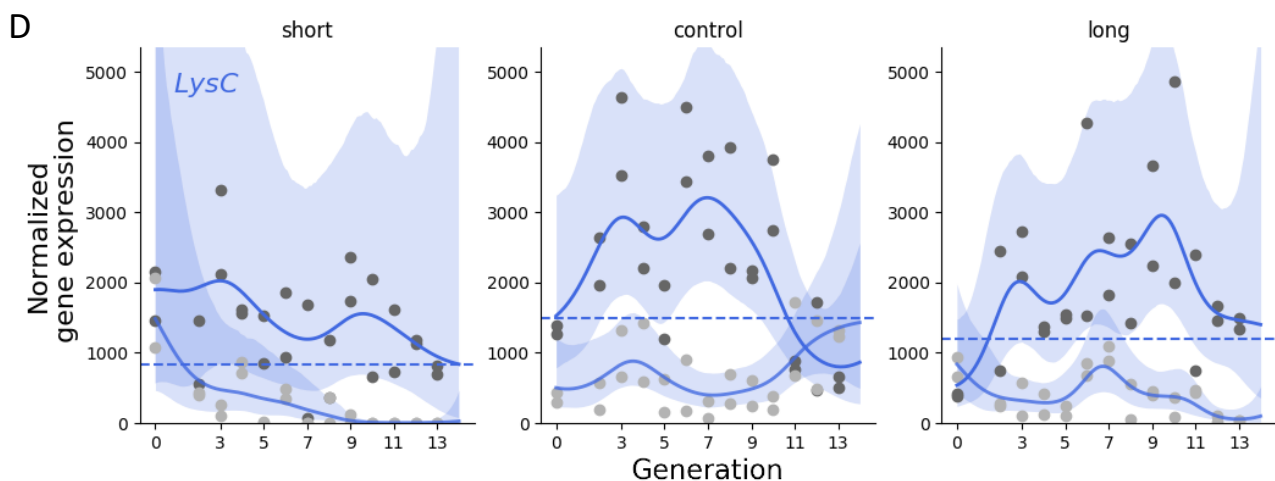

**S4 Fig. Gaussian Process model fits to selected genes.**

A, fit of Gaussian Process model to pair of genes *haf* and *CG1304*; B, fit of Gaussian Process model to pair of genes *CR43242* and *CG1304*; C, fit of single-channel Gaussian Process model to *CG1304* gene; D, fit of single-channel Gaussian Process model to *LysC* gene.

# Supplementary material for: Nonlinear expression patterns and multiple shifts in gene network interactions underlie robust phenotypic change in Drosophila melanogaster selected for night sleep duration
**Source:** PLoS Comput Biol. 2023 Aug 10;19(8):e1011389. doi: 10.1371/journal.pcbi.1011389
**Supplement:** S5 Fig — A, Males selected for short sleep; B, Females selected for long sleep; C, Females selected for short sleep.

A

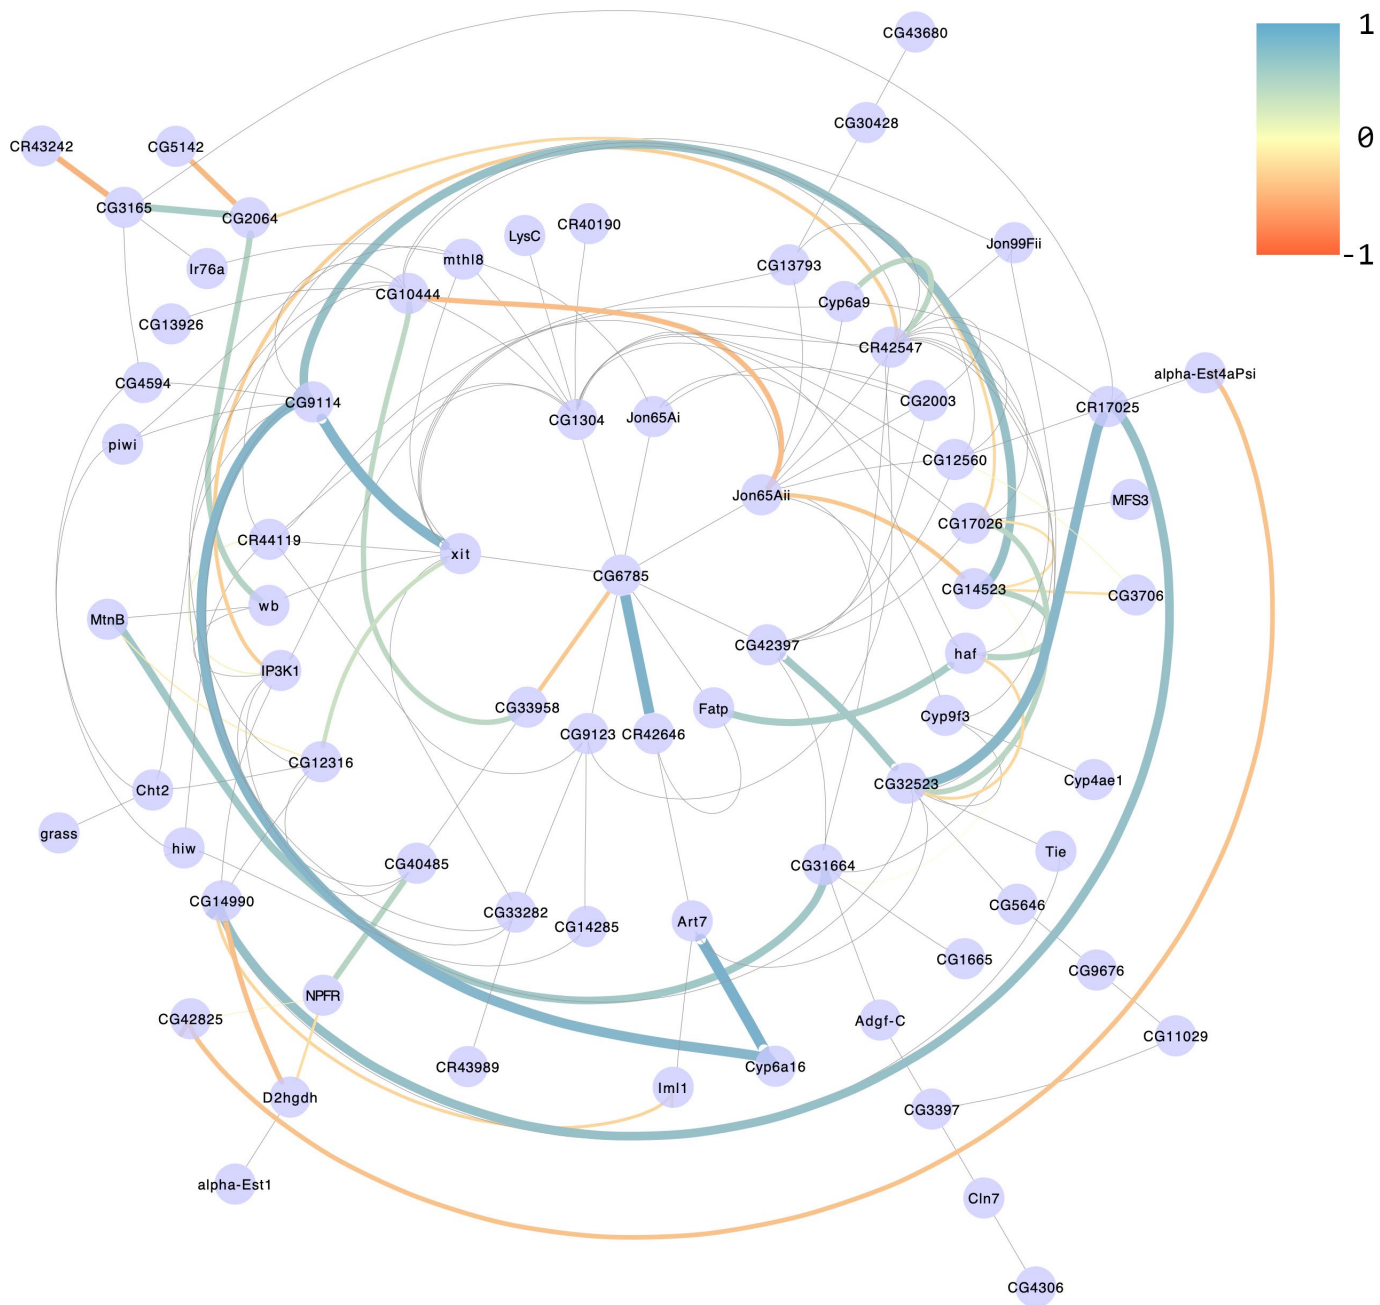

B

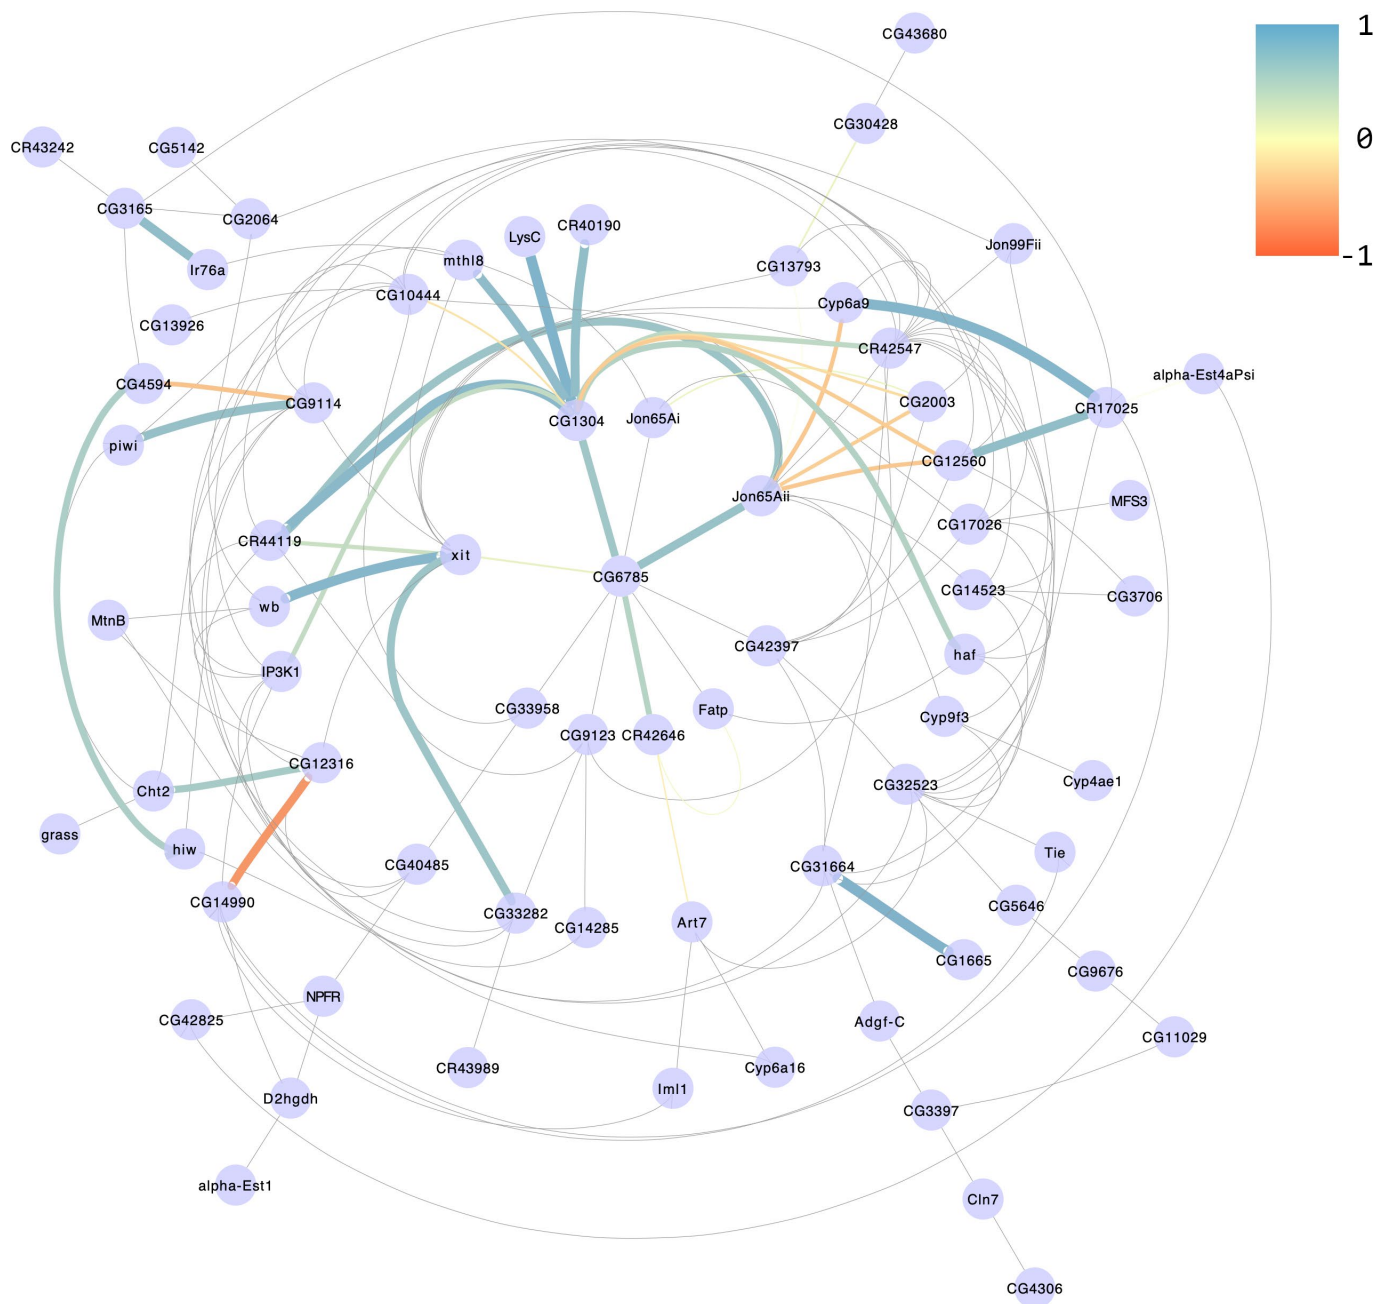

C

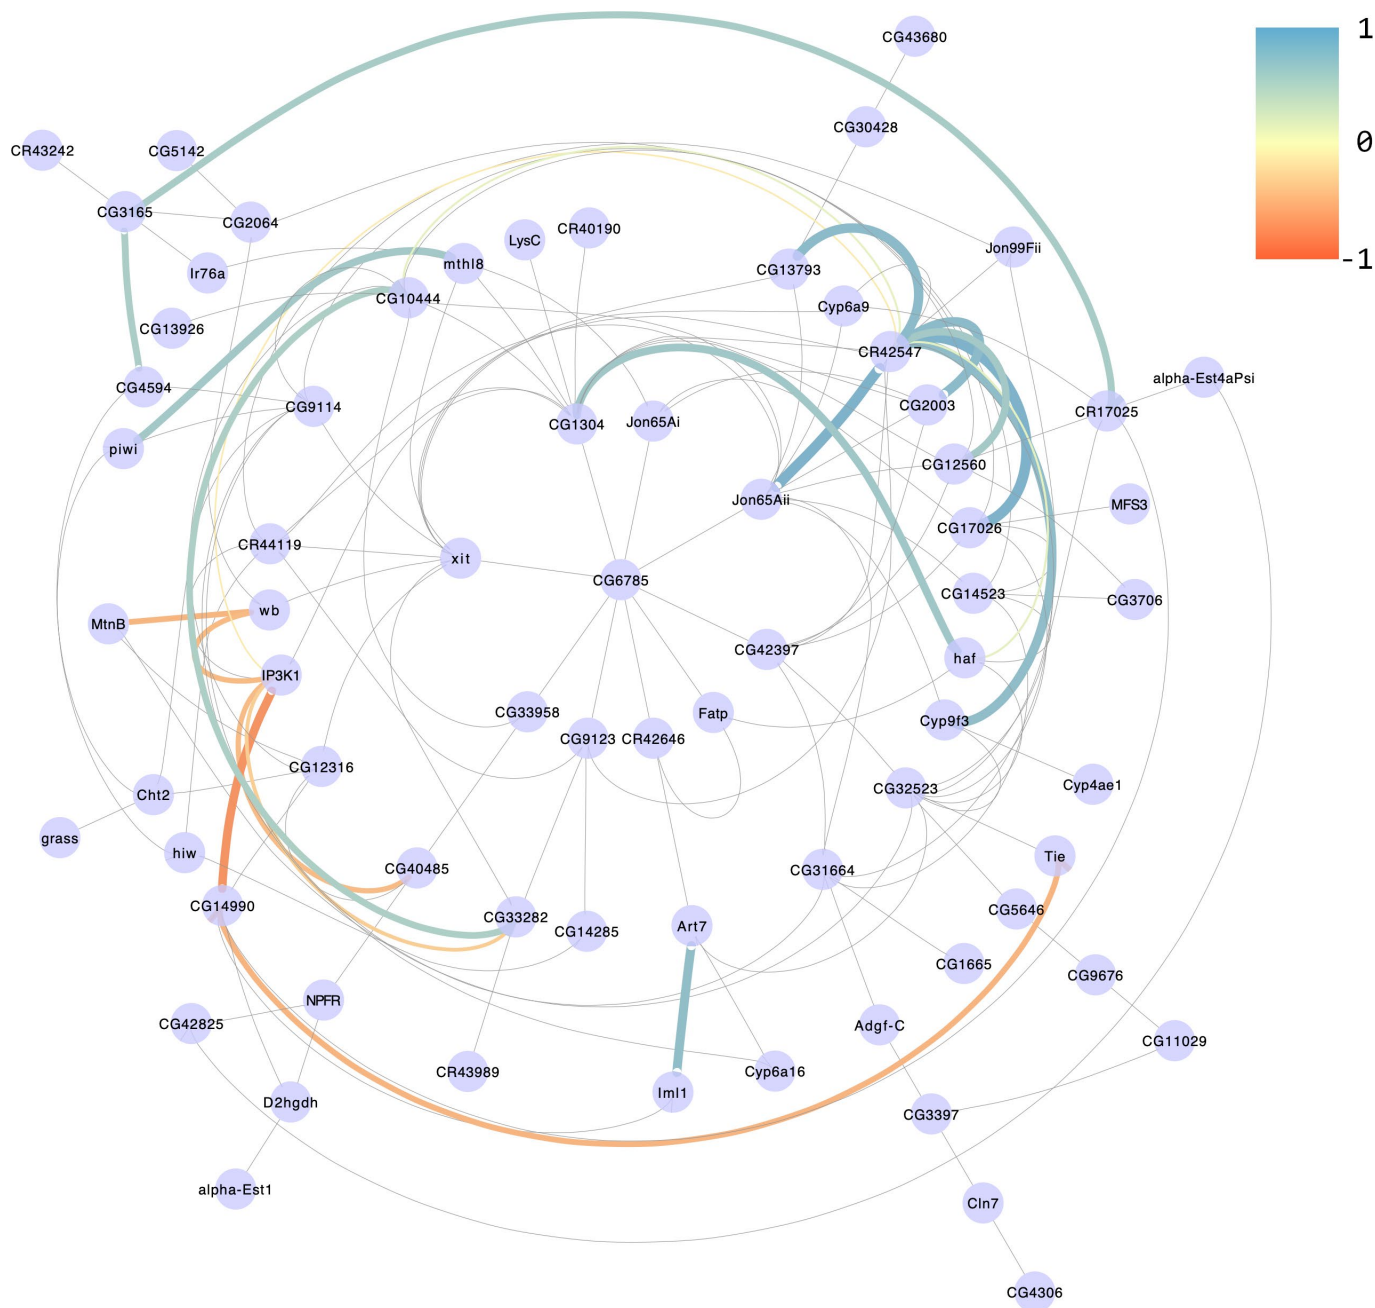

**S5 Fig. Gene interaction networks.**

A, Males selected for short sleep; B, Females selected for long sleep; C, Females selected for short sleep.

# Supplementary material for: Nonlinear expression patterns and multiple shifts in gene network interactions underlie robust phenotypic change in Drosophila melanogaster selected for night sleep duration
**Source:** PLoS Comput Biol. 2023 Aug 10;19(8):e1011389. doi: 10.1371/journal.pcbi.1011389
**Supplement:** S6 Fig — For each candidate gene, the gene expression in the Minos mutant and corresponding control are plotted. * or #P < 0.05 by Kruskal-Wallis test. A, CG12560; B, Jon65Aii; C, CG13793; D, Cyp6a16; E, hiw.

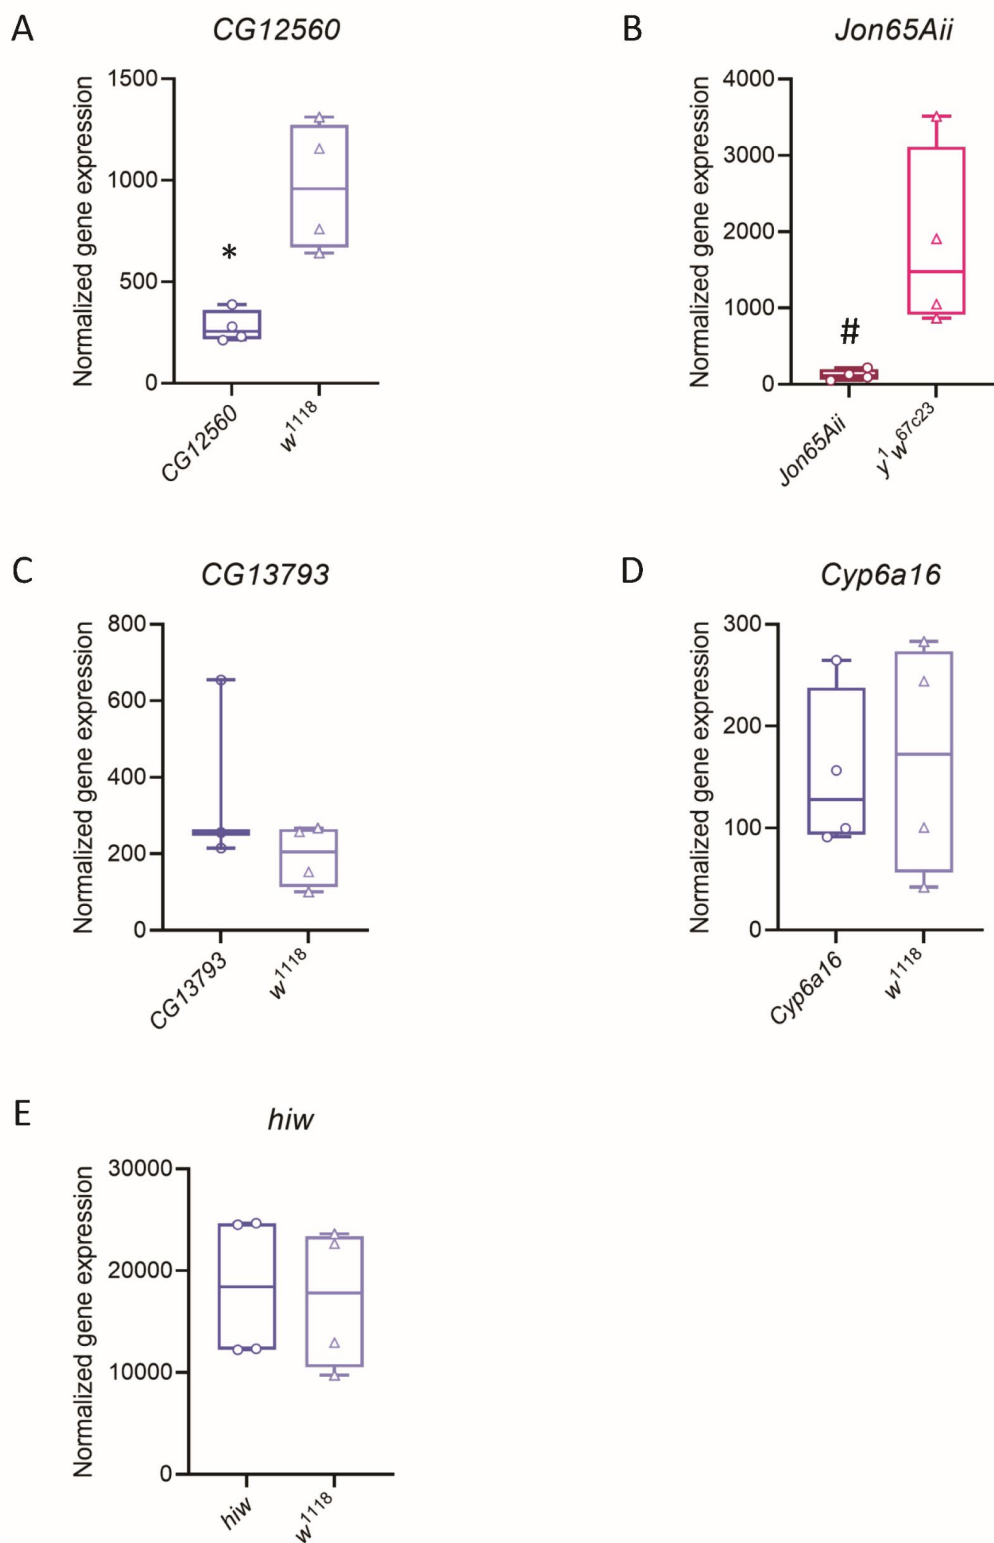

#### S6 Fig. Gene expression in *Minos* mutants.

For each candidate gene, the gene expression in the *Minos* mutant and corresponding control are plotted. \* or #,  $P < 0.05$  by Kruskal-Wallis test. A, *CG12560*; B, *Jon65Aii*; C, *CG13793*; D, *Cyp6a16*; E, *hiw*.

# Supplementary material for: Nonlinear expression patterns and multiple shifts in gene network interactions underlie robust phenotypic change in Drosophila melanogaster selected for night sleep duration
**Source:** PLoS Comput Biol. 2023 Aug 10;19(8):e1011389. doi: 10.1371/journal.pcbi.1011389
**Supplement:** S7 Fig — A, CG13793 females; B, CG13793 males; C, Cyp6a16 males; D, hiw females; E, hiw males.

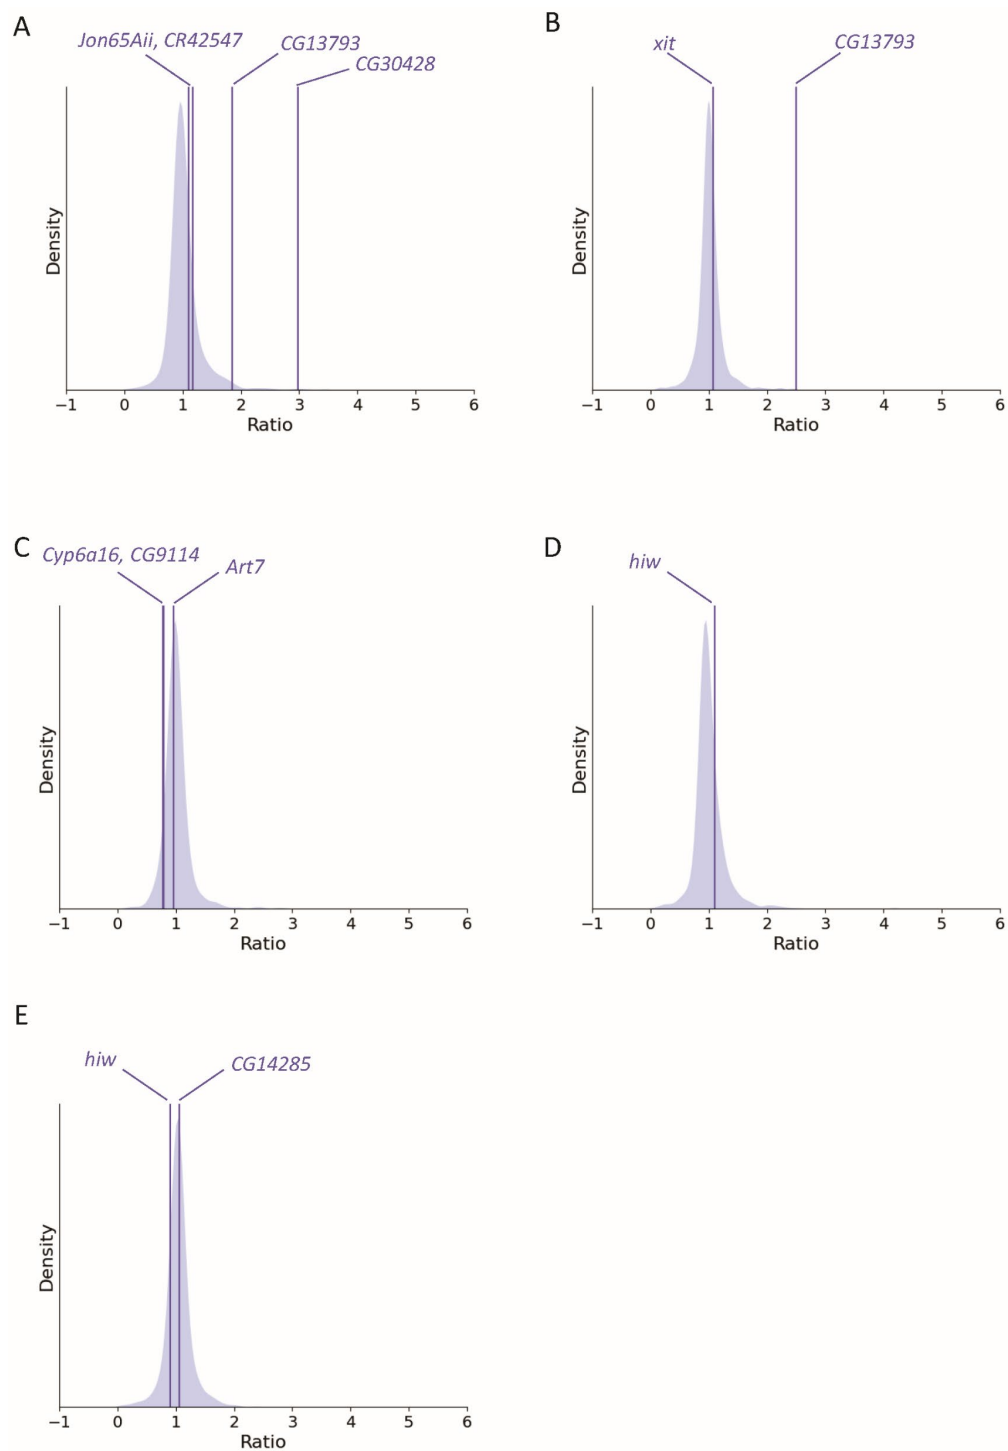

**S7 Fig. Comparison of ratios of gene expression between genes with significant Gaussian Process correlations and unrelated genes for *CG13793*, *Cyp6a16*, and *hiw* *Minos* mutants.**

A, *CG13793* females; B, *CG13793* males; C, *Cyp6a16* males; D, *hiw* females; E, *hiw* males.

# Supplementary material for: Nonlinear expression patterns and multiple shifts in gene network interactions underlie robust phenotypic change in Drosophila melanogaster selected for night sleep duration
**Source:** PLoS Comput Biol. 2023 Aug 10;19(8):e1011389. doi: 10.1371/journal.pcbi.1011389
**Supplement:** S1 Appendix

## S1 Appendix: Notes on multi-channel Gaussian Processes

### Correlation matrix from Gaussian Process versus direct calculation

Although both ultimately infer a covariance matrix and assume gaussian-distributed data, multi-channel gaussian processes are quite different from directly computing correlation between variables – notably, given time course data of a single gene (i.e., in the absence of measurements of any other genes) Gaussian Processes can describe its dynamic profile through the correlation with other time points. The unit of covariance in Gaussian processes is not the data point, over which the correlation coefficient averages over, but the observation channel, which is associated to a signal variance parameter  $\sigma_f^2$  and a correlation kernel [1].

Gaussian Processes therefore differ from traditional correlation or information theory-based approaches (e.g., mutual information), where no computations are even possible unless there are at least two sets of observations (in this case two genes). A corollary is of course that no measure of covariance between genes is possible with data from a single gene, but also that – with two or more genes – covariance reflects between-gene covariance being more statistically more likely than autocorrelation, as opposed to a significant result implied from the scatter plot of two variables. Stated another way, Gaussian Processes estimate correlation between variables despite an underlying confounding trend, not because of it.

Gaussian Processes also differ in being an in-practice nonlinear method that can accommodate non-gaussian observations. Other methods like Weighted Gene Coexpression Network Analysis (WGCNA) [2] or Modulated Modularity Clustering (MMC) [3] are effectively extensions of direct computation of correlation, and rely on first computing pairwise correlations and then applying further criteria to uncover modules. Not only do they have a different objective, but like any method based on Pearson correlations they carry over its limitations.

### Joint multiple-channel versus separate, two-channel inference

#### Pairwise covariance, three-way and higher-order interactions

As described above Gaussian Processes can be fit to time course data of one or two sets of variables (*tasks* or *channels* in the machine learning jargon [4]), which implies the inference of covariance between the variables in addition to the signal variance for each of them. Inference can also be performed jointly for any number of channels, with covariance parameters estimated for all pairwise combinations of channels in addition to the (exponential squared kernel) signal variance and bandwidth parameters [5] and computation of the underlying covariance matrix consisting of within- and between-channel covariances (i.e., covariance between all data points).

Nevertheless, joint inference using more than two variables is not required because covariance parameters describe dependence between two variables. Instead, given  $M$  channels separate inference can be performed for all  $\binom{M}{2}$  combinations. Analogously,

inferring three-way interactions would require at least three genes, and more generally  $k$ -way interactions requires  $k$  genes and  $\binom{M}{k}$  separate runs – these would quickly become a very large and potentially unmanageable number of analyses, which fortunately is not necessary for our work.

From a logistic point of view setting up separate inference for all pairwise combinations of 85 genes means 3570 runs instead of a single joint inference. It also means that the signal variances and bandwidth parameters are estimated repeatedly every time the gene is included – which is why single-channel inference is performed for each gene and used as prior to the two-channel inferences. From a statistical point of view, however, it means exploring a much smaller parameter space, which increases roughly as  $M^2/2$ . The advantage of this approach is clear from the convergence assessment and speed of (parallel) computation taking hours instead of weeks. A potential difference is in the mathematical constraints on the covariance matrix of two versus multiple channels, which is described below.

## Postive semi-definiteness constraint on covariance matrices of two or more Gaussian Process channels

Like any covariance matrix, the Gaussian Process matrix  $K$  must be positive semi-definite (PSD); with different observation times the squared exponential kernel ensures the within-channel covariance matrix is PSD. For a multi-channel formulation that constraint is imposed on the matrix with all within- and between-channel covariances; if there are  $N$  time points for  $M$  channels that will be a square matrix of size  $MN \times MN$ .

By breaking down the inference problem into pairs of genes instead the correlation matrix becomes  $2N \times 2N$ . The  $MN \times MN$  matrix is assembled *post hoc* and in principle has the positive definiteness constraint removed. Here we show that indeed the constraint on the  $2N \times 2N$  matrix indeed does not imply it for an  $MN \times MN$  matrix assembled from all covariance blocks of the former.

Positive Semi-Definiteness of a matrix  $K$  can be assessed by showing that  $\mathbf{u}^T K \mathbf{u} > 0$  for any  $\mathbf{u}$ . The quadratic form can be written as a sum:

$$\mathbf{u}^T K \mathbf{u} = \sum_i \sum_j \kappa_{ij} v_i v_j \quad (1)$$

where  $\kappa_{ij}$  is the entry in row  $i$  and column  $j$  of matrix  $K$ , and  $v_i$  is the  $i^{th}$  component of the vector  $u$ . Rewriting the expression using the quadratic forms of all  $2 \times 2$  submatrices  $K_i$ , obtained by removing the  $i^{th}$  row and column (i.e. removing all entries that contain one or more subscripts  $i$ ) and multiplying it by a vector removing the  $i^{th}$  component (denoted  $u_i$ ) the sum can be written as:

$$\mathbf{u}^T K \mathbf{u} = \sum_i \mathbf{u}_i^T K_i \mathbf{u}_i - v_i^2 \kappa_{ii} \quad (2)$$

As an illustration with a  $3 \times 3$  matrix we have:

$$K = \begin{bmatrix} \kappa_{11} & \kappa_{12} & \kappa_{13} \\ \kappa_{12} & \kappa_{22} & \kappa_{23} \\ \kappa_{13} & \kappa_{23} & \kappa_{33} \end{bmatrix}, \mathbf{u} = \begin{bmatrix} v_1 \\ v_2 \\ v_3 \end{bmatrix},$$

$$\mathbf{u}^T K \mathbf{u} = v_1^2 \kappa_{11} + 2v_1 v_2 \kappa_{12} + v_2^2 \kappa_{22} + 2v_1 v_3 \kappa_{13} + 2v_2 v_3 \kappa_{23} + v_3^2 \kappa_{33}$$

By noticing that the square terms with diagonal entries of  $K$  are repeated when computing the quadratic forms we write:

$$\begin{aligned} K_1 &= \begin{bmatrix} \kappa_{22} & \kappa_{23} \\ \kappa_{23} & \kappa_{33} \end{bmatrix}, K_2 = \begin{bmatrix} \kappa_{11} & \kappa_{13} \\ \kappa_{13} & \kappa_{33} \end{bmatrix}, K_3 = \begin{bmatrix} \kappa_{11} & \kappa_{12} \\ \kappa_{12} & \kappa_{22} \end{bmatrix} \\ \mathbf{u}_1 &= \begin{bmatrix} v_2 \\ v_3 \end{bmatrix}, \mathbf{u}_2 = \begin{bmatrix} v_1 \\ v_3 \end{bmatrix}, \mathbf{u}_3 = \begin{bmatrix} v_1 \\ v_2 \end{bmatrix} \\ \mathbf{u}_3^T K_3 \mathbf{u}_3 &= v_1^2 \kappa_{11} + 2v_1 v_2 \kappa_{12} + v_2^2 \kappa_{22} \\ \mathbf{u}_1^T K_2 \mathbf{u}_2 &= v_1^2 \kappa_{11} + 2v_1 v_3 \kappa_{13} + v_3^2 \kappa_{33} \\ \mathbf{u}_1^T K_1 \mathbf{u}_1 &= v_2^2 \kappa_{22} + 2v_2 v_3 \kappa_{23} + v_3^2 \kappa_{33} \end{aligned}$$

and get expression 2. Since the  $K_i$  blocks are constrained to be positive semi-definite, the diagonal entries  $K_{ii}$  are variances and therefore positive, and the  $v_i$  components are squared – therefore making the rightmost term always positive, in general  $\mathbf{u}^T K \mathbf{u}$  is not positive if the submatrices are.

We can generalize that result to  $MN \times MN$  matrices and  $2N \times 2N$  blocks, and write

$$\boldsymbol{\mu}^T K \boldsymbol{\mu} = \sum_i \boldsymbol{\mu}_i^T \Xi_i \boldsymbol{\mu}_i - \mathbf{m}_i^T K_{ii} \mathbf{m}_i \quad (3)$$

where  $\Xi_i$  is the submatrix of matrix  $K$  without all rows and columns containing  $K_{ii}$ , the  $i^{th}$  diagonal block of size  $N \times N$ , and  $\mathbf{m}_i$  is obtained by dividing the vector  $\boldsymbol{\mu}$  into  $M$  blocks of size  $N$ , and removing the  $i^{th}$  block. Except for the pre- and post-multiplication requirements of matrix-vector operations equation 3 is similar to the sum in 2, and we have shown that the positive-definiteness constraint in general does not hold when assembling a larger matrix from pairwise blocks.

## References

1. Rasmussen CE, Williams CKI. Gaussian Processes for Machine Learning. The MIT Press; 2006.
2. Langfelder P, Horvath S. WGCNA: an R package for weighted correlation network analysis. BMC Bioinformatics. 2008;9:559. doi:10.1186/1471-2105/9/559.
3. Stone EA, Ayroles JF. Modulated Modularity Clustering as an Exploratory tool for functional genomic inference. PLoS Genetics. 2009;5(5):e1000479. doi:10.1371/journal.pgen.1000479.
4. Bonilla EV, Chai KMA, Williams CKI. Multi-task Gaussian Process prediction. In: Advances in Neural Information Processing Systems 20. NIPS Foundation; 2008. p. 153–160.
5. Melkumyan A, Ramos F. Multi-kernel Gaussian processes. In: IJCAI International Joint Conference on Artificial Intelligence; 2011. p. 1408–1413.

How the deposited data were processed for this re-analysis (not part of the article)

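RNA-seq was analysed in 312 libraries of Drosophila, 156 for each sex, from 6 populations: 2 replicates each of flies selected for short night sleep, flies selected for long night sleep and unselected controls. Each population was sampled at generation 0 and at generations 2 to 13, with 2 pools of 10 whole flies for each sex and generation. The authors aligned the read pairs with STAR to release 6.07 of the FlyBase annotation, counted the uniquely mapped reads of each gene with HTSeq, and deposited raw counts without normalization. The paper's text does not name the strand setting of the counting. The deposited normalized counts are a signal that the authors made by dividing the counts of each library by 1 size factor. Raw counts divided by normalized counts were constant within every library, with a largest coefficient of variation of 1.4e-09, and the factors lay between 0.74 and 2.47. They equal the median of ratios over the genes of the raw counts in all 312 libraries.

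The deposited normalized counts leave out 4266 of the genes with raw counts, among them 575 whose identifiers come after the last one listed, and the genes left out hold 1.05% of the counts. Normalized counts were therefore computed here for all genes with raw counts, from the raw counts and the same size factors. Of the identifiers, 17219 were matched to a symbol. Coordinates are from BDGP6.54, a later annotation of the same genome release than the authors used. The pool numbers differ between the labels of 35 libraries, and 29 libraries carry a pool number of 3 or 4, which was taken here as a back-up pool because the paper froze 4 pools and kept 2 as back-up. The labels do not say so, and the alternative without back-up pools rests on this reading.

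The totals on genes given for each sex and scheme are the depth of each library. The counts of the 2 pools of the same population, sex and generation differed by more than counting error, with a chi-square per degree of freedom of at least 7.32 and a median of 31.8 over 156 pairs of pools. Standard errors and tests therefore rest on the spread between libraries.

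Genes entered a test when their normalized count passed the paper's cutoff, 48.6 in males and 102 in females, in at least 1 library of that sex. The paper set these cutoffs on another scale. In the 8 libraries of each sex whose normalized counts are in the copies of its S7 and S6 Tables used here, these counts stood to those used here at a median ratio of 0.942 in males and 1.08 in females, and at 1.008 and 0.999 to counts divided by size factors computed within each sex. On that scale 13816 genes pass in males and 10203 in females, with 807 of the 816 and 1000 of the 1000 genes called among them. The main test was edgeR's quasi-likelihood F-test on raw counts with the authors' size factors, for each sex by itself. The fit held 6 population intercepts, a generation slope shared by all populations, and added slopes for the 2 short and the 2 long populations, which were tested together. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.001, as in the paper. The paper fitted a hierarchical negative binomial model in Stan and compared it with a reduced model by a likelihood ratio test. Opposite trends were read from the signs of the mean short and the mean long added slope, and the share that unchanged populations would give was simulated for 20000 genes.

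Nonlinear trends were tested on the quadratic and cubic generation terms of the selected populations, with generation as a factor. Association with night sleep was tested on the mean night sleep of the same population, sex and generation. The difference between the sexes was tested on the difference of the 4 added slopes over all 312 libraries. Since pools of a population share its history, limma's moderated F-test was also run on 6 population slopes of log2 CPM in each sex. All tests are two-sided.

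The pairs of the 85 genes of the paper were analysed by Spearman correlation of normalized counts over 52 libraries for each sex and scheme, with 95% intervals from the Fisher transformation, and by a Gaussian Process model with 2 channels. That model used squared exponential kernels and Gaussian noise. Signal variances, bandwidths and noise came from the fit of each gene by itself, and the posterior of the correlation was computed on a grid. The size of the correlation was held under a limit that falls as the bandwidths of the 2 genes differ more. The negative binomial likelihood and Markov chains of the paper's model were not run. Correlations of named pairs were given permutation p-values and adjusted over 18 relations, which are 3 pairs in 6 groups of sex and scheme. The permutations took the 52 libraries of a group as exchangeable, so these p-values do not allow for shared populations or neighbouring generations.

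The genes named in the text are those that the paper names for the selected populations. In addition, in each sex they are the 3 genes called with the largest difference between the mean short and mean long slope among those whose replicate populations move the same way in both schemes. Lists of marker genes were used for female germline and eggshell, male reproductive tract and dosage compensation, muscle, digestive enzymes and antimicrobial peptides. The tests, the alternatives, the rule for named genes and the lists were set before the data were examined, apart from the alternatives that leave out a generation or a single library, use size factors within each sex, which gave 760 genes in males and 1044 in females, or keep only the genes of the deposited normalized counts. These were chosen after seeing the data.

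The alternatives cover TMM normalization, filters, generation as a factor, a block on replicate number, the intercepts, back-up pools, germline and muscle means as covariates, each population and each pool left out, DESeq2's likelihood ratio test, the adjusted p-value, pseudocounts, the scale of the principal components and the means and bandwidths of the Gaussian Process. The replicate numbers were checked as a pairing. The deviations of populations with the same number from their scheme correlated across genes in males, at 0.49 for controls and short sleepers, 0.46 for controls and long sleepers and 0.30 for short and long sleepers. In females these values were 0.42, 0.43 and 0.05. The slopes on generation correlated in the same way at 0.235, 0.41 and 0.619 in females and at -0.035, 0.091 and 0.202 in males. Each sex thus had 1 measure with every value over 0.1, levels in males and slopes in females, so the block is given for both sexes where it changes a call or a count by over 1.5 times.

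The steps were tested on simulated data in which 200 genes were given a slope of 0.08 log2 units per generation in opposite directions. The main test called 194 of them and 0 unchanged genes, DESeq2 called 199 of 200 among 3000 genes, and limma on population slopes called 98. The counts of each library were drawn independently, without drift of populations or outlying libraries. The changed genes were taken from those with a mean normalized count above 200. The 0 thus does not address calls that come from a history shared by the pools of a population. For the tests of nonlinear trends, night sleep and sex, the 200 genes were given other effects in counts drawn the same way. These were a quadratic course in the short populations, a change with night sleep, and a slope in short-sleeper females alone. The 3 tests called 156, 185 and 131 of 200 in that order. Computations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Sleep phenotypes, the Minos insertion lines and the interaction database of the paper were not analysed here.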

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

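The tests of the L1 library as a mislabelled one and of the difference between the sexes under exchanged populations were chosen after the results were seen. In males and females, 39 groups of 4 libraries each share a scheme and a generation. In 3 of the male groups and 0 of the female groups, 1 library lay so far from the other three in the mean log2 level of genes of the other sex that its gap over the range was above Dixon's critical value for 4 libraries. These genes were the 20 of female germline and eggshell in males, and those of male reproductive tract and dosage compensation in females. By chance about 1 group in 20 does so.

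The first is the second pool of long Replicate 1 males at generation 8, at 13.1 where the others lay between 4.43 and 5.61. In this library 204 genes that are at least 20-fold higher in females stood at a median of 78.4% of their level in females, with quartiles of 70.1% and 93.6%, and at -0.1% in the other pool. A female library with the wrong label would have male genes as low as in females. The 1689 genes at least 20-fold higher in males stood at 18.11% of their level in males, which argues against a wrong label alone. RNA of female flies in the pool stays open as a candidate explanation, since female genes rise together in 1 pool and not in the other. In the second pool of short Replicate 2 males at generation 0, where the same list stood at 11.69 with a ratio of 0.806, under the limit, the 204 female genes stood at 24.13% and at -0.01% in the first pool, and the male genes at 72.3%. A mixed pool needs such proportions. At which step flies or RNA would have been mixed was not tested. A biological change of the germline in males is not what 1 pool without the other pool of its generation would show.

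The second is the first pool of short Replicate 2 males at generation 2, at 7.48 where the others lay between 4.13 and 4.43. The 204 female genes stood at 18.1% and the male genes at 73.8%. This library held 6 maternal germline RNAs at a median of 17.1% of their level in females, from 15.5% to 34.9%, while 14 yolk and eggshell genes stood at 0.18%, from -0.04% to 0.9%. In the other libraries with female RNA the medians of both sets were high. They were 80.3% and 130.75% in the long Replicate 1 pool, and 25.9% and 46.4% in the short Replicate 2 pool of generation 0. Single yolk and eggshell genes ran from -0.02% to 297.46% in the former pool and from 0.03% to 167.15% in the latter. Some of them thus stood near 0 there too, but none rose above 0.9% in the generation 2 pool. Whole egg-laying females in the generation 2 pool are therefore argued against. RNA of embryos may carry maternal RNAs without eggshell RNAs. The list of 16 genes first transcribed in the early embryo ranked 131 among the 156 male libraries in this library, with a mean of 4.61 against a median of 4.83, so embryos past that stage did not show. Eggs or embryos before it cannot be told apart from other sources of maternal RNA, because they have not begun to transcribe those genes. Females that lay no eggs were not tested.

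The third is the first pool of short Replicate 2 males at generation 3, at 5.91 where the others lay between 4.79 and 4.86. Its female list stood at 0.13% of the level in females and its male list at 108.55% of the level in males. Its gap is small on this scale, and no explanation was tested for it.

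The slopes under selection differed between the sexes in 777 of 10010 genes by edgeR's quasi-likelihood test of the difference over 312 libraries, of which 26 were called in both sexes, 371 in 1 sex only and 380 in neither. With the block on replicate number there were 485. Exchanging the sexes of whole populations gave as many genes in 24 of 32 exchanges, with a range of 308 to 1921. Exchanging the 2 control populations alone gave 1529. An exchange also moves into the contrast any generation trend that differs between the sexes in all populations. These counts therefore cannot decide, and a difference between the sexes that holds over populations is neither shown nor ruled out. RNA of the other sex in a few pools is a further candidate explanation for part of these genes. In Vml, osk and Pxt the adjusted p-values of the difference were 7.58e-05, 4.03e-08 and 3.89e-08, and the differences of the slopes, females minus males, were largest in short Replicate 2 (0.72, 0.63 and 0.59) and long Replicate 1 (-0.46, -0.66 and -0.59), the populations of the male pools with female RNA. In these genes a biological difference cannot be read from the slopes.

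Among the other named genes, the adjusted p-value of the difference was 4.82e-06 for CG12560, 0.000512 for CG32523, 6.01e-06 for CG9676, 1.68e-06 for pdgy, 1.61e-07 for CG9114, 0.000781 for Tie, 0.000665 for ringer and 6.12e-07 for CR43130. In pdgy the slopes of females exceeded those of males in all 4 selected populations, by 0.052, 0.069, 0.063 and 0.075. In CG9676 and CG32523 females had lower slopes than males in 3 of the populations, and in long Replicate 1 higher ones, by 0.12 and 0.11. In CR43130 the difference was -0.40 in long Replicate 2 and 0.18 in short Replicate 1, and its level in females was 50.0 against 466.0 in males, under the female cutoff of 102 on average. Since the exchanges cannot decide, a response that differs by sex and the separate history of single populations both stay open for these genes. No further explanation was tested.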

How the results depend on the processing

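Over 221 alternatives of 18 results, 127 left a count within 1.5 times its main value or a share within its spread, 59 made it weaker, 31 stronger and 4 moved it. Of these results 0 reversed, and counts carry no direction. Unless a cause is named, the cause was not tested.

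With generation as a factor, 1446 genes were called in males, 4020 in females and 481 in both, with 675 opposite trends in males and 1225 in females. With 1 intercept for each scheme in place of the populations, the counts were 3001, 2092 and 641, with 1405 and 628 opposite trends. At an adjusted p-value under 0.05 they were 2270, 5444 and 937, with 1176 and 1521 opposite trends, which the wider limit brings by construction. That limit also gave 2169 genes in males and 375 in females for nonlinear trends, 3028 and 1322 for night sleep, and 3341 for the difference between the sexes.

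The block on replicate number changed several counts. With a generation slope for each replicate number, 505 genes were called in males, 519 in females and 59 in both, opposite trends numbered 271 and 144, and genes with a difference between the sexes 485. With each replicate number by generation as a factor, 1078 genes were called in males and 1078 in females and 251 in both, opposite trends numbered 497 and 357, nonlinear trends 48 and 40, and night sleep 590 and 206. With replicate number in the fit of the 6 slopes, limma called 0 genes in both sexes at an adjusted p-value under 0.001, with 990 and 486 at an unadjusted p under 0.05.

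Without the libraries taken as back-up pools 294 genes were called in males and 47 in both sexes, with 131 opposite trends in males. That alternative leaves fewer libraries. With the muscle mean as a covariate 451 genes were called in females, with 197 opposite trends.

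Among the alternatives chosen after seeing the data, leaving out generation 0 gave 442 genes in males and generation 8 gave 1544. In females leaving out generation 0, 2, 4 or 12 gave 619, 512, 577 and 380. Without the second pool of long Replicate 1 males at generation 8 there were 1562 genes and 721 opposite trends, and without the second pool of short Replicate 2 males at generation 0 there were 620 and 278. Without both there were 943 genes, and without these and the first pool of short Replicate 2 males at generation 2 there were 786 genes and 317 opposite trends. Without the first pool of control Replicate 2 females at generation 2 there were 967 genes and 360 opposite trends.

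Leaving out each population or each pool number in turn gave from 74 to 1152 genes in males, from 47 to 1636 in females and from 3 to 138 in both. Opposite trends ranged from 44 to 565 in males and from 18 to 356 in females. Night sleep gave from 189 to 1086 genes in males and from 97 to 1763 in females. The lowest counts of called genes were without the first pool number, which leaves 1 library for each population and generation. For gene pairs, leaving out a replicate or pool number gave from 2631 to 3127 pairs with a Spearman correlation, from 686 to 863 apart from controls and from 11 to 82 apart by the Gaussian Process.

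Spearman correlations within each replicate population gave 1249 pairs, and 54 apart from controls. Differences between pools gave 1989 and 127, values centred on each population mean 859 apart, and a test of the difference of correlations 2480 apart. The share of the first principal component was 63.4% on the linear scale, 70.7% at unit variance, 95.0% for genes that pass a cutoff and 94.8% with a pseudocount of 10, against 93.6%, with a jackknife SD of 0.089.

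For named genes there were 1651 alternatives of 87 results, of which 1371 stayed on their side, 245 were weaker, 29 stronger, 5 moved and 1 reversed. The difference between the short and long slope of Vml in males ranged from -1.084 without long Replicate 2 to 0.024 without the second pool number, which leaves out both male pools with the most female RNA. Of 81 combinations of gene and sex, 63 were called, 3 of them under every alternative run and 18 under every one that keeps both pools. The block with a generation slope kept 43 of the 63, leaving out back-up pools 42, and the muscle covariate 52.

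The alternative that takes the cutoff from intergenic counts was not run, because the counts used here hold no intergenic regions. The depth, at least 31539064 counts per library, does not limit the genes above the cutoffs. Levels at or under 3 counts, such as LysC in short Replicate 2, are given as levels without a fold.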

Differences from the paper's values

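In males 816 genes were called, and the paper's value is 405. Of 21 alternatives set before the data were examined, 5 came within 1.5 times of it: a generation slope for each replicate number as a block (505), leaving out the libraries taken as back-up pools (294), short Replicate 1 (540), short Replicate 2 (434) or long Replicate 2 (578). The other 16 did not, from TMM (777) and DESeq2's likelihood ratio test (987) to 1 intercept for each scheme (3001), and 74 and 157 with 1 pool.

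Genes called in both sexes numbered 137, and the paper's value is 85. Of 21 alternatives 8 came within the limit: the block with a generation slope (59), the muscle covariate (116), leaving out genes at least 8-fold higher in the other sex (118), control Replicate 1 (109), short Replicate 1 (65), short Replicate 2 (71), long Replicate 1 (109) and long Replicate 2 (59). The others did not, among them TMM (136), the germline covariate (137), leaving out back-up pools (47) and DESeq2 (184).

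Opposite trends in males numbered 430, and the paper's value is 204. Of 21 alternatives 3 came within the limit: the block with a generation slope (271), the germline covariate (301) and leaving out short Replicate 2 (173). The others did not, among them TMM (393), leaving out genes at least 8-fold higher in the other sex (314) and DESeq2 (522). Leaving out the second pool of short Replicate 2 males at generation 0, chosen after seeing the values, gave 278.

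Gene pairs apart from controls in both sexes under selection for long sleep numbered 2, and the paper's value is 12. None of the 7 alternatives closed the gap, and the nearest was 5, with a mean for each replicate population. For short sleep the number was 2 and the paper's value is 1, and none of the 7 alternatives came within the limit, with 3 for separate means, 4 for a pseudocount of 10 and 0 for the others.

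In females 4 pairs were apart under both schemes, and the paper's value is 1. The posterior averaged over the bandwidth, leaving out replicate 1 and leaving out pool 2 each gave 1. Separate means and a pseudocount of 10 gave 4, and leaving out replicate 2 or pool 1 gave 0.

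Of the pairs apart by the Gaussian Process, 3 had no Spearman correlation with p under 0.05, and the paper's value is 68. None of the 7 alternatives closed the gap, and the nearest was 24, with a mean for each replicate population. Pairs without a Spearman interval apart from controls numbered 28, and the paper's value is 18. A pseudocount of 10 and leaving out pool 2 each gave 24. The others did not come within the limit, with 62 for separate means, 9 for the averaged bandwidth, and 5, 8 and 10 without replicate 2, replicate 1 and pool 1.

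The Gaussian Process correlation of LysC and CG1304 in short-sleeper females was 0.212, and the paper's value is 0.53. By an error taken from the width of each interval, 4 of 7 alternatives had differences within it: separate means (0.149), whose interval of -0.35 to 0.51 nevertheless leaves out the paper's value, the averaged bandwidth (0.218), leaving out replicate 1 (0.182) and leaving out pool 2 (0.231). A pseudocount of 10 (0.198), leaving out pool 1 (0.233) and leaving out replicate 2 (-0.0231) did not. Whether the limit that the 2 bandwidths set on the correlation accounts for the gap was not tested.

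The paper calls ringer, dro, mip120 and Shal in females, where the adjusted p-values were 0.00113, 0.00158, 0.00107 and 0.00113. For ringer, TMM (0.000951), generation as a factor (7.94e-05), leaving out control Replicate 2 (0.000468) and DESeq2 (0.000542) gave a call, in a range of 7.94e-05 to 0.292. For dro, 1 intercept for each scheme (0.00013), leaving out control Replicate 1 (0.000178) and DESeq2 (0.000213) did, in a range of 0.00013 to 0.395. For mip120, TMM (0.000558), generation as a factor (4.23e-05), leaving out control Replicate 2 (0.000649) and DESeq2 (0.000569) did, in a range of 4.23e-05 to 0.695. For Shal, TMM (0.000864), generation as a factor (6.71e-05), 1 intercept for each scheme (0.000387), leaving out control Replicate 2 (5.96e-05) and DESeq2 (0.000582) did, in a range of 5.96e-05 to 0.189.

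The paper gives the highest mean number of connections to the network of long-sleeper males. Here the network of short-sleeper females had the highest, 2.25, and that of long-sleeper males 2.05. The paper states for the pair of haf and CG1304 in S4 Fig that both selection schemes differ from controls, and the legend does not name the sex. Here in females the interval of the long sleepers, -0.2 to 0.92, overlapped that of the controls, -0.84 to -0.14, and that of the short sleepers, 0.08 to 0.86, did not. In males the intervals of the short sleepers, -0.2 to 0.75, and of the long sleepers, -0.21 to 0.41, both overlapped that of the controls, -0.66 to -0.06.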

Other observations

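The tests of same-numbered populations at generation 0, of slopes in males by replicate number, of losses in single populations, of RNA of males in a female pool, and the counts over other splits for both sexes, nonlinear trends, night sleep and gene pairs were chosen after the results were seen.

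Counts were compared with other choices of 2 of the 6 populations as controls. In males 1 of 15 choices, the real one, gave as many genes, and the others gave 321 to 744. In females 12 of 15 gave as many as the real choice, and the others ranged from 806 to 2335. Among the 9 choices that take 1 population of each replicate number, the real one included, 1 gave as many genes in males and 6 in females. The other 6 choices take both control populations from the same replicate number. In both sexes together 2 of 15 gave as many, with a range of 46 to 150. For nonlinear trends 7 of 15 choices gave as many genes in males, from 26 to 299, and 15 of 15 in females, from 16 to 89. With 15 choices the design cannot give a share under 0.05, so these counts do not decide.

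With 6 populations as the replicates, 5 of the 15 splits into 3 pairs gave as many genes at an unadjusted p under 0.05 in males, from 148 to 1430, and 13 of 15 in females, from 63 to 3008. The split of females that keeps the controls and joins short and long populations with the same number gave 3008 genes, 153 of them at an adjusted p-value under 0.05.

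Giving each population the night sleep of another gave as many genes in 1 of 100 assignments in males, the real one, where the others had a median of 80 and a highest value of 629. In females 28 of 100 gave as many, with a median of 86 and a highest value of 5728. At an adjusted p-value under 0.05 the real assignment of males gave 3028 genes and another gave 3030, and at an unadjusted p under 0.05 it gave 4951 where others gave 5045 and 5091. The association with sleep in males is thus among the highest of the assignments, though not above each of them at these limits, and in females it is not.

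For gene pairs, 27 of 45 splits into controls and 2 pairs gave as many pairs with a Spearman correlation, from 3000 to 3355. For Spearman intervals apart from controls, 45 of 45 gave as many, and the real split had the lowest count, with 1508 the next. For the Gaussian Process 42 of 45 gave as many, from 134 to 360. Of the 18 splits that part as many number pairs as the real one, 10, 18 and 15 gave as many. Pairs apart from controls are thus no more frequent between the schemes than between other groupings of the populations.

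The slopes of replicate populations often went in different directions. Across the genes called in females, which are not independent replicates, the added slopes had Spearman correlations of -0.06 for the short and -0.02 for the long replicates, but 0.49 for short and long Replicate 1 and 0.53 for short and long Replicate 2, where simulated populations with shared controls gave 0.30 to 0.35. With the mean of each gene taken off, the slopes of same-numbered females correlated at 0.148 on average, those of the same scheme at -0.414 and the rest at -0.436. Handling shared by populations with the same number is a candidate explanation in females. In males the values were -0.185, -0.058 and -0.277. Their ranges overlap, at -0.346 to -0.115 for the same number and -0.182 to 0.06 for the same scheme, so handling shared by number cannot be told apart in males from other causes. Drift or flies that share a history stay open as untested.

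At generation 0 the means of Replicate 1 and Replicate 2 populations lay apart by more than 0.5 log2 units in 571 genes in males, where the other 9 splits into 3 and 3 gave 2 to 18. At generation 13 there were 99, against 12 to 59. In females there were 57 against 3 to 29, and 26 against 16 to 77. Genes with every library of 1 group above every library of the other numbered 226 in females at generation 0, against 2 to 29, and 234 at generation 13, against 34 to 186. Over all generations the means lay apart in 44 genes, against 1 to 15. In males the difference at generation 0 correlated with that at generation 13 across genes at 0.41, above the range of -0.11 to 0.27 of the other splits, which argues against handling of 1 generation as the whole cause. In females it was -0.02, in a range of -0.31 to 0.37, and 5 of 10 splits had as high a value. Since same-numbered females also lay apart beyond generation 0, handling of 1 generation cannot be told apart there from a difference that lasts.

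Hsp70Ab had normalized counts of 492 ± 351, 504 ± 242 and 489 ± 448 (SD, n = 2 pools) in males of control, short and long Replicate 1 at generation 0, and of 17.9 ± 7.09, 11.6 ± 3.3 and 15.5 ± 0.347 in the Replicate 2 populations. It was also high elsewhere, at 434 ± 388 in short Replicate 2 at generation 2, and at 857 ± 1160 in long Replicate 1 and 537 ± 683 in short Replicate 2 at generation 13, so such levels are not particular to Replicate 1 at generation 0. These counts are uncertain because Hsp70 copies share reads. The 8 other stress-induced genes tested had a median difference of 0.34 log2 units, 7 of them higher, above 99.98% of 10000 random lists, and 0.05 at generation 13. In females it was 0.27, with 7 of 8 higher, and -0.08 at generation 13. Heat or handling stress before freezing is a candidate explanation for generation 0 in Replicate 1.

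Marker lists gave the following calls. Of 20 female germline and eggshell genes, 16 were called in males and 1 in females. In males 18 were called without the long Replicate 1 pool of generation 8, 4 without the short Replicate 2 pool of generation 0, 10 without both and 4 without these and the short Replicate 2 pool of generation 2. RNA of female flies in a few pools is a candidate explanation, with 24.13% of the female level in the second of these pools and near 0 in its partner. In the third of these pools yolk and eggshell genes stood at 0.18%, which argues against egg-laying females there. The paper's tables hold 13 of these genes in males.

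Of 18 muscle genes, 8 were called in females and 0 in males, where 6 had an unadjusted p under 0.05. With the germline mean in the fit, 8 muscle genes were called in females, but the germline list itself also stayed at 1, so this covariate does not test the share of ovary, which cannot be told apart from other causes. The means of the lists correlated at 0.27 over the female libraries, from -0.01 to 0.42 within populations, which does not address the slopes. With the muscle mean as a covariate 0 were called and 8 had an unadjusted p under 0.05. The share of muscle in the pools and a change within muscle were not told apart by a test. Of the digestive enzymes 6 of 30 were called in males and 8 of 29 in females, 4 of them among the 85 genes of the paper. Of the antimicrobial peptides 0 of 14 were called in males, with 0 at an unadjusted p under 0.05, and 2 of 13 in females. Of the male reproductive tract and dosage compensation genes 0 of 23 were called in males, with 1 at an unadjusted p under 0.05, and 1 of 16 in females.

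The first pool of control Replicate 2 females at generation 2 held 1689 male genes at a median of 2.85% of their level in males, where the next libraries stood at 0.13%, 0.08% and 0.07%. The male reproductive tract list stood at only 0.4% there, with quartiles of 0.2% and 2.61%, and at 0.53% in the first pool of long Replicate 2 females at generation 5, where the male genes stood at 0.13%. In the male pools with female RNA the list and the genes were close, at 16.69% and 18.11% in long Replicate 1 and at 70.97% and 72.27% in short Replicate 2 of generation 0. This argues against whole male flies in the female pool, and the source of its male RNA stays open. Without the library, 45 of the genes at least 8-fold higher in males were called, against 83, so it does not account for all of them. The male reproductive tract list then had 0 genes called and 0 with an adjusted p-value under 0.05, against 1 and 9. Of the 967 genes called, 940 were among the 1000.

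In single populations 4 genes fell at least 20-fold in both sexes between the means of generations 0 to 4 and of generations 10 to 13, and 0 rose. The limits of 20-fold and of 100 normalized counts were chosen after the losses of CG1304 and LysC had been seen. In control Replicate 1, Ser6 went from 1877.7 to 2.07 in males and from 727.1 to 4.61 in females, and CG1304 from 873.5 to 0.78 and from 423.3 to 8.0. In long Replicate 2, mthl8 went from 371.8 to 0.77 and from 122.9 to 0.56. In short Replicate 2, LysC went from 504.1 to 1.98 and from 671.2 to 1.98. In BDGP6.54 Ser6 lies on the X chromosome from 20962605 to 20963505 and CG1304 starts 1022 bases from it. LysD, which LysC overlaps, went from 4924.6 to 3106.6 in males of short Replicate 2 and from 8321.8 to 2232.3 in females. Of the 4 genes, 2 fell in a control population. Drift of single populations may explain such losses, but with 4 genes it cannot be told apart from selection. A variant that removes these genes or their reads from the reference was not tested, since sequences were not analysed here.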
